# PRDM9 drives the location and rapid evolution of recombination hotspots in salmonid fish

**DOI:** 10.1371/journal.pbio.3002950

**Published:** 2025-01-06

**Authors:** Marie Raynaud, Paola Sanna, Julien Joseph, Julie Clément, Yukiko Imai, Jean-Jacques Lareyre, Audrey Laurent, Nicolas Galtier, Frédéric Baudat, Laurent Duret, Pierre-Alexandre Gagnaire, Bernard de Massy

## Abstract

In many eukaryotes, meiotic recombination occurs preferentially at discrete sites, called recombination hotspots. In various lineages, recombination hotspots are located in regions with promoter-like features and are evolutionarily stable. Conversely, in some mammals, hotspots are driven by PRDM9 that targets recombination away from promoters. Paradoxically, PRDM9 induces the self-destruction of its targets and this triggers an ultra-fast evolution of mammalian hotspots. PRDM9 is ancestral to all animals, suggesting a critical importance for the meiotic program, but has been lost in many lineages with surprisingly little effect on meiosis success. However, it is unclear whether the function of PRDM9 described in mammals is shared by other species. To investigate this, we analyzed the recombination landscape of several salmonids, the genome of which harbors one full-length PRDM9 and several truncated paralogs. We identified recombination initiation sites in *Oncorhynchus mykiss* by mapping meiotic DNA double-strand breaks (DSBs). We found that DSBs clustered at hotspots positioned away from promoters, enriched for the H3K4me3 and H3K36me3 and the location of which depended on the genotype of full-length *Prdm9*. We observed a high level of polymorphism in the zinc finger domain of full-length *Prdm9*, indicating diversification driven by positive selection. Moreover, population-scaled recombination maps in *O*. *mykiss*, *Oncorhynchus kisutch* and *Salmo salar* revealed a rapid turnover of recombination hotspots caused by PRDM9 target motif erosion. Our results imply that PRDM9 function is conserved across vertebrates and that the peculiar evolutionary runaway caused by PRDM9 has been active for several hundred million years.

## Abstract 2

PRDM9 is a DNA-binding protein that helps determine the location of recombination hotspots in many mammals. This study of several species of salmonid fish reveals that PRDM9 function is conserved across vertebrates and that the peculiar evolutionary runaway caused by PRDM9 has been active for several hundred million years.

## Introduction

Meiotic recombination (i.e., the exchange of genetic material between homologous chromosomes during meiosis) is highly conserved in a wide range of sexually reproducing eukaryotes, including plants, fungi, and animals [1]. This process is initiated by the programmed formation of DNA double-strand breaks (DSBs), followed by their repair using the homologous chromosome as template. Recombination events can lead to the reciprocal exchange of flanking regions (crossovers, COs) or proceed without reciprocal exchange (non-crossovers, NCOs). COs are essential for the proper segregation of homologous chromosomes [2]. Failure to form COs can lead to aneuploid reproductive cells or to defects in meiotic progression and sterility [3]. Meiotic recombination also plays an important evolutionary role. It increases genetic diversity by creating novel allele combinations [4,5] that facilitate adaptation and the removal of deleterious mutations from natural populations [6–8].

Intriguingly, the CO rate varies not only among species, populations, sexes, and individuals, but also along the genome [9–11]. Broad-scale patterns of variation within chromosomes (at the megabase scale) have been observed in some species: low recombination rate near centromeres and high recombination rate in telomere-proximal regions [12]. At a finer scale (kilobases), CO rate across the genome ranges from nearly uniform (e.g., flies, worms, and honeybees) [13–15] to highly heterogeneous (e.g., yeast, plants, and vertebrates). In such non-uniform recombination landscapes, most recombination events are typically concentrated within short intervals of about 2 kb, called recombination hotspots [16,17]. Studies on the evolutionary dynamics of recombination hotspots have identified 2 alternative mechanisms for controlling hotspot localization. In many eukaryotes (e.g., *Arabidopsis*, budding yeast, swordtail fish, birds, and canids), hotspots tend to be located near chromatin accessible regions enriched for H3K4me3, including promoters and transcription start sites (TSSs) [18–25]. Elevated recombination rates are also observed at transcription end sites (TESs) in plants and birds [25,26]. In dogs and birds, recombination hotspots are particularly associated with TSSs that are located within CpG islands (CGIs) [18,25,27]. Hotspot location is conserved over large evolutionary timescales in birds and yeasts [22,23,25], likely because promoters are evolutionarily stable. However, the generality of this conclusion remains to be evaluated [28]. On the other hand, mammalian species, including primates, mice, and cattle, show a drastically different pattern. Their recombination hotspots tend to occur independently of open chromatin regions [29–32], and their positions evolve rapidly between closely related species and even populations [29,30,33–35]. The genomic location of mammalian hotspots is controlled by the PRDM9 protein [32,36,37] that has 4 canonical domains (KRAB, SSXRD, PR/SET, and zinc finger, ZF), among which the C2H2 ZF domain binds to a specific DNA motif. After PRDM9 binding to this motif, PRDM9 trimethylates H3K4 and H3K36 on adjacent nucleosomes through its SET domain. Then, the proteins required for DSB formation are recruited at PRDM9 binding sites. The formed DSBs are repaired by homologous recombination, leading to COs and NCOs [38]. Two striking evolutionary properties of PRDM9 have been identified. First, PRDM9 triggers the erosion of its binding sites, due to biased gene conversion during DSB repair [32,39,40]. Second, its ZF array presents a very high diversity [41–46] resulting from rapid evolution driven by a Red Queen dynamic in which positive selection favors the formation of new ZF arrays that recognize new binding motifs [39,40,47–50]. This is the direct consequence of PRDM9 binding site erosion that decreases the efficiency of inter-homolog DSB repair, thus leading to lower fitness [47,50–53]. As a result, in *Mus musculus*, strains carrying different PRDM9 alleles generally share only 1% to 3% of DSB hotspots [34], and hotspot locations hardly overlap between humans and chimpanzees [29]. Thus, PRDM9-dependent and -independent hotspots display different genomic locations and also evolutionary lifespan. This raises the question of why and how the genetically unstable mechanism of PRDM9-directed recombination has evolved [19,54].

Understanding the function and evolutionary dynamics of PRDM9 in mammals has been a major breakthrough [29,32,36,42,55]. Phylogenetic studies of the *Prdm9* gene have revealed the presence of a full-length copy in many metazoans and also repeated partial or complete losses [19,27,54,56]. This is surprising for a gene that controls such a crucial mechanism as reported in mammals. Among vertebrates, fine-scale recombination maps from species lacking *Prdm9* (e.g., birds and dogs) or harboring a truncated KRAB-less *Prdm9* (e.g., swordtail fish or three-spined stickleback), revealed that their recombination hotspots are enriched at CGI-associated promoters [18,19,22,25,27,57], as observed in *Prdm9* knockout mice or rats [30,58]. In snakes, which carry a full-length *Prdm9* copy, the predicted binding sites of PRDM9 alleles are associated with increased recombination rates, which suggests that the sites of recombination are at least in part specified by the DNA binding property of PRDM9 similarly to mammals [59]. Whether PRDM9-mediated epigenetic modifications are functional in snakes is not known. However, snake genomes also show an enrichment of recombination at promoter-like features [59,60] that appears to be Prdm9 independent [59]. Interestingly, all vertebrate species with a full-length PRDM9 show evidence of rapid evolution in its DNA-binding domain, as predicted by the Red Queen model [19]. Furthermore, ZCWPW1, which binds H3K4me3 and H3K36me3, appears to co-evolve with PRDM9 in vertebrates [56]. All these observations suggest that the function of PRDM9, as described in mammals, might be ancestral to all vertebrates, and that the partial or complete loss of *Prdm9* leads to a reversal of the default mechanism of hotspot location at gene promoters. However, it should be noted that with the exception of mammals, current knowledge of PRDM9 function relies only on indirect evidence. Furthermore, with the exception of mammals and snakes, fine-scale recombination landscapes have only been studied in animals lacking a functional PRDM9 (e.g., fruit flies [13], birds [22,25], three-spined stickleback [57,61], swordtail fish [19], lizards [62], and honeybees [15]). Thus, the question of PRDM9 function and how it evolved, particularly whether it was ancestrally involved in regulating recombination hotspots, or whether this function appeared more recently remains to be explored. To address this question, we need to characterize the recombination landscapes in other nonmammalian taxa that harbor PRDM9 and determine whether their characteristics and dynamics are similar to those described in mammals.

To this aim, we investigated the putative function of PRDM9 in salmonids, a diverse family of teleost fishes in which a full-length *Prdm9* has been found [19,56]. Genes that have been shown to co-evolve with *Prdm9* (*Zcwpw1*, *Zcwpw2*, *Tex15*, and *Fbxo47*) are all present in salmonids [56]. Thus, the phylogenetic position of salmonids is ideal for testing the hypothesis of an ancestral PRDM9 role in regulating meiotic recombination in vertebrates. We used the large amount of genomic resources available in salmonids and also generated new data to test the role of PRDM9 in driving the location of recombination events in salmonids. Specifically, if the role of PRDM9 in salmonids were the same as in mammals, we would expect (i) the presence of recombination hotspots; (ii) located away from promoters; (iii) overlapping with enrichment for H3K4me3 and H3K36me3; (iv) showing rapidly evolving landscapes between closely related species and populations; and (v) associated with high diversity of the PRDM9 ZF domain. Importantly, salmonids have undergone 2 rounds of whole genome duplication (WGD) [63–65], offering the opportunity to investigate the impact of gene duplication (GD) on *Prdm9* evolutionary dynamics.

To test these hypotheses, we first analyzed the functional conservation of the many *Prdm9* duplicated copies across the phylogeny of salmonids. We then characterized the functional *Prdm9* allelic diversity in Atlantic salmon and rainbow trout to assess the evolutionary dynamics of the ZF array. We also determined the meiotic DSB landscape in rainbow trout using chromatin immunoprecipitation (ChIP) of the recombinase DMC1 followed by sequencing, and compared it with the genomic landscapes of the H3K4me3 and H3K36me3 modifications. Lastly, we reconstructed linkage disequilibrium (LD)-based recombination landscapes in 5 populations from 3 different salmonid species to identify hotspots, test their association with genomic features, and measure their evolutionary stability. Our results provide a body of evidence supporting PRDM9 role as a determinant of recombination hotspots in salmonids.

## Results

### Duplication history and differential retention of *Prdm9* paralogs in salmonids

The analysis of the genomes of 12 salmonid species and of northern pike and sea bass (used as outgroups) revealed multiple paralogous copies of the *Prdm9* gene. These paralogs partly resulted from 2 rounds of WGD: the teleost-specific WGD that occurred approximately 320 Mya (referred to as Ts3R) [63,65] and a more recent WGD in the common ancestor of salmonids at approximately 90 Mya, after their speciation with pikes (referred to as Ss4R) [64]. Taking advantage of the known pairs of ohnologous chromosomes resulting from WGD in salmonids [66–68], we reconstructed the duplication history of *Prdm9* paralogs by combining chromosome location information and phylogenetic inference. The number of *Prdm9* paralogs detected per genome ranged from 6 copies in rainbow trout (*Oncorhynchus mykiss*), huchen (*Hucho hucho*), and European grayling (*Thymallus thymallus*), to 14 in lake whitefish (*Coregonus clupeaformis*). Conversely, we found only 3 copies in northern pike (*Esox lucius*). These paralogs clustered into 2 main groups that were previously identified as *Prdm9ɑ* and *Prdm9β* and originated from the Ts3R WGD [19]. We found 2 additional subgroups among the *Prdm9β* copies (referred to as *β1* and *β2*) that were conserved in the 12 salmonid species, but only 1 *β* copy in the outgroups (S1 Fig). The *β* paralogs contained a complete SET domain (but with mutations at the catalytic tyrosine residues) and a conserved ZF domain, but all lacked the KRAB and SSXRD domains, as previously described [19] (S1 Fig). The *ɑ* sequences clustered into 2 well-supported groups of paralogs (named *ɑ1* and *ɑ2*) that could be subdivided in 2 groups of duplicated copies (designated as *ɑ1*.*1*/*ɑ1*.*2* and *ɑ2*.*1*/*ɑ2*.*2*; Fig 1A). We found the sequence pairs *β1*/*β2*, *ɑ1*.*1*/*ɑ1*.*2*, and *ɑ2*.*1*/*ɑ2*.*2* in 3 Ss4R ohnologous pairs, suggesting that they originated from the salmonid-specific WGD. We observed an additional subdivision within the *ɑ1* group, with pairs of copies duplicated in tandem present in each pair of ohnologs (i.e., *ɑ1*.*1 a* and *b* and *ɑ1*.*2 a* and *b*; Fig 1A and S1 Table). These duplicated copies are found in almost all species, often having the same orientation (S2 Fig). Although no phylogenetic signal was associated with the *a* and *b* copies, probably due to ectopic recombination and gene conversion, these copies are likely to represent a segmental duplication (SD) that preceded the Ss4R WGD. Thus, at least 2 *Prdm9* duplication events (i.e., one leading to *ɑ1/ɑ2* and the other to *ɑ1*.*a/ɑ1*.*b* copies) occurred in addition to the WGD-linked duplications. To summarize, our results indicate that *Prdm9ɑ* and *β* copies originated from the Ts3R WGD. After the divergence of the Esociformes (pike) and Salmoniformes lineages approximately 115 Myrs ago, the *ɑ* copy was duplicated on another chromosome, generating *ɑ1* and *ɑ2* copies. The *ɑ1* copy was subsequently duplicated in tandem, producing *ɑ1*.*a* and *ɑ1*.*b* copies on the same chromosome. Lastly, all these copies were duplicated on ohnologous chromosome pairs following the Ss4R WGD. This consensus evolutionary history was accompanied by gene conversion events and lineage-specific duplications and losses that were not fully identified in our analysis (Fig 1B). Most of these gene copies only contained a subset of the 10 expected exons and/or showed signatures of pseudogenization (stop codons, frameshifts), but we also identified some complete *Prdm9* genes, encoding the 4 canonical domains, with conserved catalytic tyrosines in the SET domain and without evidence of pseudogenization (Fig 1). In the *ɑ1* clade, we detected on average 3.8 paralogs per genome, but each species retained only 1 full-length copy (corresponding to the *ɑ1*.*a*.*1* paralog in *Thymallus*, *Oncorhynchus*, and *Salvelinus*, and to the *ɑ1*.*a*.*2* paralog in the 2 *Salmo* species), except in *C*. *clupeaformis*, where both *ɑ1*.*1* and *ɑ1*.*2* are full length. Conversely, in the *ɑ2* clade, we detected a full-length copy in only 2 species (*ɑ2*.*2 in O*. *mykiss* and in *Salvelinus namaycush*). Therefore, our results support the differential retention of functional *Prdm9ɑ1* paralogs between salmonid lineages following the Ss4R WGD.

**Fig 1:**
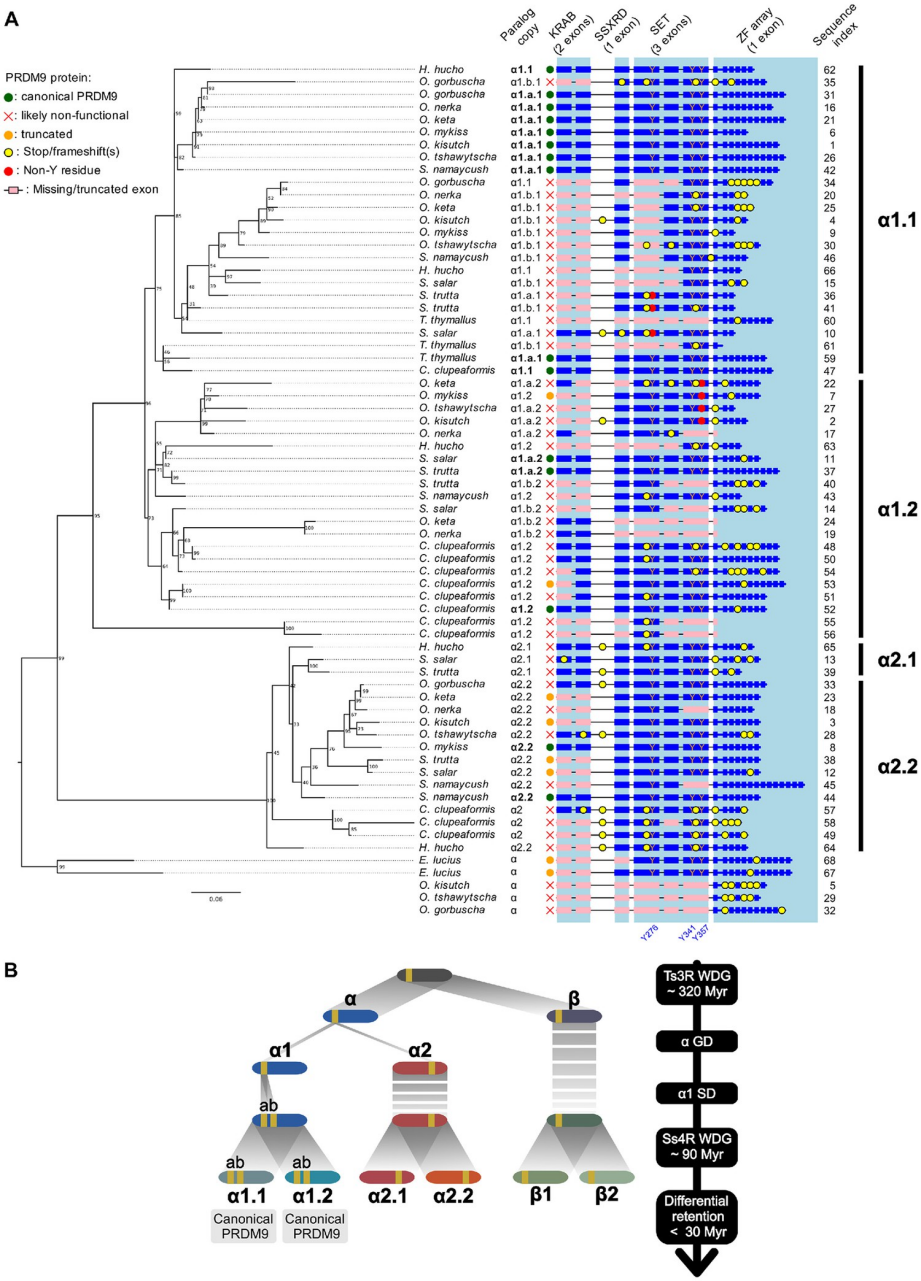
*Prdm9* duplication history in salmonids. (**A**) Phylogenetic tree of *Prdm9α* paralogs in 12 salmonids and northern pike (*Esox lucius*) as outgroup species. *Prdm9*β is shown in S1 Fig. The phylogenetic tree was computed on the concatenated 6 exons of the 3 canonical PRDM9 domains KRAB, SSXRD, and SET, with 1,000 bootstrap replicates (values shown). The columns, from left to right, indicate the (i) species name; (ii) annotated paralog copy (in bold: full-length copy without pseudogenization); (iii) *Prdm9* copy status. *Prdm9α* clusters into 2 main groups (*α1* and *α2*) that are divided in 2 subgroups (*α1*.*1/α1*.*2* and *α2*.*1/α2*.*2*). The scale bar is in unit of substitution per site. The right panel shows the coding potential of each paralog, and indicates the presence of frame-shifting mutations or stop codons, and of substitutions in the catalytic tyrosines of the SET domain (Y276, Y341, and Y357). Canonical (full length) Prdm9 proteins contain 4 key domains: KRAB (encoded by 2 exons), SSXRD (encoded by 1 exon), SET (encoded by 3 exons), and the ZF array (encoded by 1 exon). Complete exons are shown in blue. Missing or truncated exons are shown in pink. Other regions of the protein (upstream of the KRAB domain, and between KRAB and SSXRD) are encoded by additional exons (not shown here), that are not conserved between α1 and α2 clades. Paralogs were classified as “canonical PRDM9” if they contained all exons encoding the 4 key domains, without any frameshift/non-sense mutation (at least up to the first ZF) [NB: some sequences contain frameshifts or non-sense mutations in the ZF array. This leads to a shortened ZF array, but does not necessarily impair the function of PRDM9]. Paralogs were classified as “likely non-functional” if they contained frameshifts or non-sense mutations, or if they missed at least 1 SET exon. Other cases were classified as “truncated.” The 3 last α copies, belonging to *O*. *kisutch*, *O*. *tshawytscha*, and *O*. *gorbuscha*, have lost the 3 domains KRAB, SSXRD, and SET, but have kept their ZF exons, and were therefore added below the phylogenetic tree. The last column indicates the sequence indexes referring to the S1 Table with additional information on the corresponding copy. (**B**) Consensus history of *Prdm9* duplication events in salmonids. After the teleost-specific WGD (Ts3R WDG), the chromosomes of the common ancestor of teleosts were duplicated. Two ohnolog chromosomes arose from the one carrying the ancestral *Prdm9* locus: one carrying the *Prdm9α* copy and the other the *Prdm9β* copy. GD of the *α* paralog (referred to as *α1*) led to the appearance of a new *α* copy (*α2*) on another chromosome. The *α1* copy (becoming *α1*.*a*) then underwent an SD, generating a *α1*.*b* copy in tandem on the same chromosome. By this time, the β paralog had lost the KRAB and SSXRD domains. Lastly, the 4 copies were duplicated during the salmonids-specific Ss4R WGD, with the newly formed paralogs (annotated *α1*.*a*.*2*, *α1*.*b*.*2*, *α2*.*2*, *β2*) on ohnolog chromosomes. One full-length copy was retained in each species. The *Salmo* genus (*S*. *trutta* and *S*. *salar*) retained the *α1*.*2* copy, whereas all other salmonids retained the *α1*.*1* copy. A second full-length PRDM9 was also retained in *C*. *clupeaformis* (*α1*.*2*), *O*. *mykiss* (*α2*.*2*), and *S*. *namaycush* (*α2*.*2*). Ohnolog chromosomes are represented with similar color shades (i.e., blue, red, and green) and *Prdm9* locus in yellow. This global picture of the duplication events in the salmonid history does not show other independent lineage-specific duplication events and losses. The data and codes underlying this figure can be found in https://doi.org/10.5281/zenodo.11083953. GD, gene duplication; WGD, whole genome duplication; ZF, zinc finger.

### High PRDM9 ZF array diversity in *O*. *mykiss* and *S*. *salar*

We analyzed the allelic diversity of the ZF array of the complete PRDM9*α* copy found in the Atlantic salmon *S*. *salar* (*α1*.*a*.*2*) and the rainbow trout *O*. *mykiss* (*α1*.*a*.*1*) (Fig 1). We identified 11 PRDM9 ZF alleles in 26 *S*. *salar* individuals and 7 alleles in 23 *O*. *mykiss* individuals (Fig 2A). The major allele had a frequency of 40% in *S*. *salar* and 35% in *O*. *mykiss*, and the 4 most frequent alleles had a cumulative frequency >80% in both species (Fig 2B). *S*. *salar* and *O*. *mykiss* alleles contained 5 to 10 and 7 to 15 ZFs, respectively. In both species, the last ZF of the arrays was probably not functional, because it lacked the conserved histidine involved in the interaction with a zinc ion required to stabilize the finger array (S3 Fig). As seen in other species [38], the 4 positions in contact with DNA (position −1, 2, 3, and 6 of the alpha helix) were highly variable among ZF units (Fig 2C). We characterized the proportion of total amino acid diversity at these DNA-binding residues among all different ZF units identified in each species following [19]. This proportion, which is sensitive to the rapid evolution at DNA-binding sites and to the homogenization at other amino acid positions due to concerted evolution between repeats within the array, was 0.49 in *S*. *salar* and 0.55 in *O*. *mykiss* (Fig 2C). These values were within the range reported for full-length PRDM9α in vertebrates [19]. The observed high level of allelic diversity and the pattern of amino acid diversity within the ZFs were consistent with the rapid and concerted evolution of the ZF array of the full-length *Prdm9* gene that characterizes PRDM9 copies involved in specifying meiotic recombination sites [19,54].

**Fig 2:**
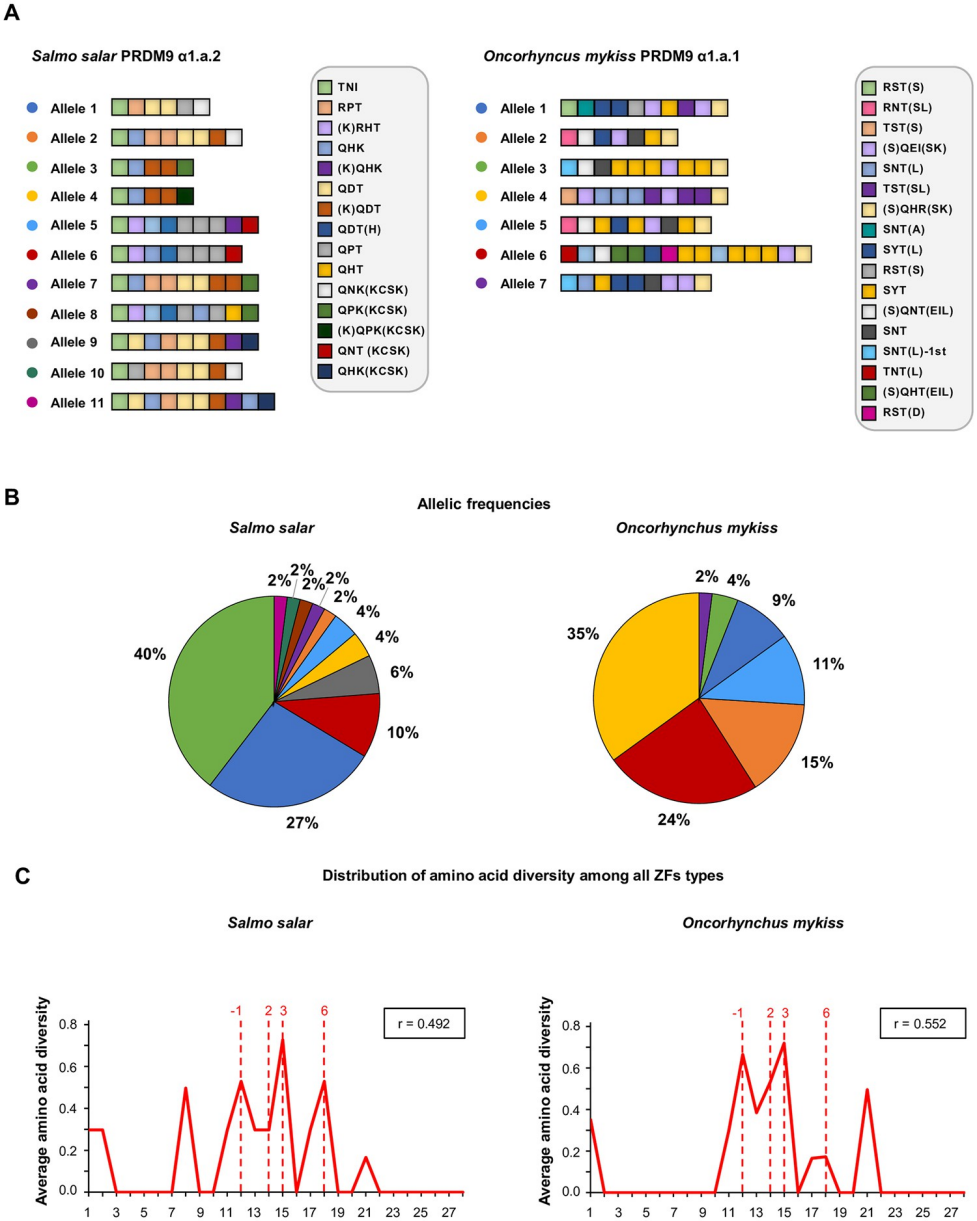
Zinc finger allelic diversity of full-length PRDM9 in *S*. *salar* and *O*. *mykiss*. (**A**) Structure of the identified PRDM9 alleles in *S*. *salar* PRDM9 α1.a.2 and *O*. *mykiss* PRDM9 α1.a.1. Colored boxes represent unique ZFs, characterized by the 3 amino acids in contact with DNA (3-letter code). Additional variations relative to the reference sequence are indicated in between brackets. The complete ZF amino acid sequences are shown in S3 Fig. (**B**) Frequencies of the alleles displayed in panel A among the 26 *S*. *salar* and 23 *O*. *mykiss* individuals in which *Prdm9* was genotyped. (**C**) Distribution of amino acid diversity among all unique ZFs found in the alleles shown in panel A, following a previously described methodology [19]. The amino acid diversity is plotted as a function of the amino acid position in the ZF array, from position 1 to position 28 (first and last residues) of a ZF. The ratio of amino acid diversity at the DNA-binding residues of the ZF array (−1, 2, 3, and 6), indicated as r, is shown in the upper box of each panel. The data underlying this figure can be found in https://doi.org/10.5281/zenodo.11083953 and in S7 Table. ZF, zinc finger.

In addition to the full-length *α1* copy, we observed that the *α2*.*2* paralog is also strongly expressed in testes, both in *Oncorhynchus* and in *Salmo* genera. This paralog is full length in *O*. *mykiss* and *S*. *namaycush*, but in all other salmonids the KRAB domain of *α2*.*2* is missing, or pseudogenized (Figs 1 and S4). This phylogenetic pattern implies that *α2*.*2* lost its KRAB domain several times independently, in different lineages. In *S*. *salar*, the allelic diversity of the ZF array in the truncated *Prdm9α2*.*2* was very low: in the 20 individuals analyzed, we observed 1 single allele where the array had 5 ZF units (S3 and S5A Figs). This is consistent with the hypothesis that KRAB-less PRDM9 homologs lost the capacity to trigger recombination hotspots, and therefore, are no longer subject to the Red Queen dynamics [19]. The proportion of amino acid diversity at DNA-binding residues is relatively high among the 5 ZFs of this unique PRDM9 α2.2 allele (r = 0.471). The persistence of this signature of positive selection suggests that the functional shift associated with the loss of the KRAB domain is relatively recent. In *O*. *mykiss*, where PRDM9 *α2*.*2* is full length, we identified 5 *α2*.*2* alleles in 20 individuals, with 6 to 12 ZFs (S5A and S5B Fig). Some ZFs lost 1 amino acid, with unknown consequence on their DNA binding capacity (S3 Fig). In *O*. *mykiss*, the proportion of amino acid diversity at DNA-binding residues was lower in PRDM9 α2.2 (r = 0.367, S5C Fig) than in PRDM9 α1.a.1 (r = 0.552, Fig 2C). This observation, together with the relatively limited allelic diversity, suggests that *O*. *mykiss* PRDM9 *α2*.*2* is no longer subject to the Red Queen dynamics, and hence that it has lost its function of directing recombination, like the KRAB-less *α2*.*2* paralogs in other salmonids.

### PRDM9 specifies meiotic DSB hotspots in *O*. *mykiss*

To directly assess whether the full-length PRDM9α copy (hereafter PRDM9 unless otherwise specified) determines the localization of DSB hotspots, we investigated the genome-wide distribution of DMC1-bound ssDNA in *O*. *mykiss* testes by DMC1-SSDS (Fig 3A). 

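DMC1-SSDS was performed on testes of 3 rainbow trout, with 2 replicates per individual. RT-52 (*Prdm9* 1/2) was at maturation stage IV, and TAC-1 (*Prdm9* 1/5) and TAC-3 (*Prdm9* 2/6) were at stage III. An antibody raised in a rabbit was used for each TAC-1 and TAC-3 replicate, whereas the RT-52 replicates were precipitated with this antibody and with one raised in a guinea pig. S9 Table lists 70 M and 69 M mapped reads for the RT-52 replicates, 64 M and 78 M for TAC-1, and 68 M and 51 M for TAC-3. The authors mapped the reads to the USDA_OmykA_1.1 assembly and called peaks with MACS2 on each replicate, on the pooled replicates and on pseudo-replicates. They kept the pooled peaks that passed the irreproducible discovery rate (IDR) filter and recentered each peak on its forward and reverse fragments. The deposited list of each individual gives the position of every peak and 1 value per peak, which is the authors' own and was used only to describe or rank peaks within a list. Because each individual had a single list made from both replicates, no error between replicates could be computed. The 95% intervals given with percentages are Wilson intervals over hotspots, and cover counting error only. As in S1 Methods, the central 400 bp of hotspots were compared, and an overlap of at least 1 bp was counted. The overlap to be expected by chance was obtained by placing the hotspots at random on their own chromosomes 1000 times, a permutation of positions whose smallest p is 0.001. Hotspots on unplaced scaffolds (55 in RT-52, 21 in TAC-1 and 12 in TAC-3) were left out of every test that needs a position on a chromosome. The lists name chromosomes by sequence identifiers, which were matched to the RefSeq gene table of the same assembly. At the matched chromosome, at least 41.4% of the TAC-3 H3K4me3 peaks lay at a gene boundary, against at most 18.8% at any other. The largest position of a peak or gene stood in for the length of each of the 32 chromosomes, 2232 Mb in total.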

DMC1 is a meiosis-specific recombinase that binds to ssDNA 3′ tails resulting from DSB resection. Therefore, meiotic DSB hotspots can be mapped by identifying fragment-enriched regions (i.e., peaks) in DMC1-SSDS data [30,33,69]. 

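On the 32 assembled chromosomes, the RT-52 list held 1869 DMC1-SSDS peaks (0.837 per Mb), the TAC-1 list 595 (0.267 per Mb) and the TAC-3 list 197 (0.0882 per Mb). Every chromosome had at least 1 peak in each individual. The number per chromosome ranged from 27 (chromosome 13) to 119 (chromosome Y) in RT-52, from 8 (chromosome 13) to 43 (chromosome 2) in TAC-1, and from 1 (chromosome 31) to 19 (chromosome 2) in TAC-3. The median of the authors' peak values was 93 in RT-52, 58 in TAC-1 and 58 in TAC-3, and 3 peaks of RT-52 had a value below 0. The RT-52 peak with the highest value (2872) lay on chromosome 20 from 1361419 to 1363776, inside the protein-coding gene *LOC110498800* and 11055 bp from its nearest boundary.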

We detected several hundred peaks in the 3 rainbow trout individuals analyzed by DMC1-SSDS (616 peaks in TAC-1, 209 in TAC-3, and 1924 in RT-52). 

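The number of peaks did not follow the sequencing depth. Over both replicates, 139 M reads were mapped for RT-52, 142 M for TAC-1 and 119 M for TAC-3. RT-52, with the most peaks, was the only individual at stage IV, and also the only one for which a second antibody was used. With 1 individual per genotype, the effects of stage, antibody and individual on the number of peaks could not be separated.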

Differences in peak number may result from inter-sample differences in cell composition related to the testis developmental stage (see S1 Methods). In all 3 individuals, the DMC1-SSDS signal at DSB hotspots displayed a characteristic asymmetric pattern in which forward and reverse strand reads were shifted toward the left and the right of the hotspot center, respectively. This confirmed that the DMC1-SSDS peaks detected in rainbow trout were genuine meiotic DSB hotspots [30] (S6A Fig). 

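DMC1-SSDS peaks had a mean width of 2059 ± 771 bp in RT-52 (SD across 1924 peaks), 1959 ± 733 bp in TAC-1 (SD across 616 peaks) and 2113 ± 1148 bp in TAC-3 (SD across 209 peaks). The median widths were smaller, at 1836 bp, 1735 bp and 1654 bp, respectively. The widest peak measured 7132 bp in RT-52, 5372 bp in TAC-1 and 9006 bp in TAC-3. The widths are those of the intervals after the authors recentered the peaks.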

The average width of DMC1-SSDS peaks was 1.5 to 2.5 kb, which is similar to what described in mice and humans [30,33]. The DSB hotspot density increased towards the chromosome ends, indicating that the U-shaped distribution of COs classically observed in male salmonids [70] is the result, at least in part, of a mechanism controlling DSB formation (S7A Fig).

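The outer 10% at each chromosome end, which together hold 20% of the chromosome length, contained 1069 of the 1869 RT-52 hotspots on chromosomes (57.2%, 95% interval 54.9% to 59.4%). They contained 345 of 595 hotspots in TAC-1 (58.0%, 54.0% to 61.9%) and 101 of 197 in TAC-3 (51.3%, 44.3% to 58.2%). These shares were 2.86, 2.90 and 2.56 times the share of length (two-sided exact binomial test, p = 6.64e-273, 1.09e-91 and 1.76e-22, respectively). The definition of the ends moved the values most. In the outer 1/30 at each end, with 6.67% of the length, the shares were 19.0% in RT-52, 20.3% in TAC-1 and 20.8% in TAC-3, or 2.86, 3.05 and 3.12 times the share of length. In the outer 20% at each end, with 40% of the length, they were 82.7%, 83.5% and 73.1%, or 2.07, 2.09 and 1.83 times. When hotspots shared by TAC-1 and TAC-3 were left out, the share in the outer 10% at each end was 56.2% in TAC-3 and 59.9% in TAC-1. From the higher density towards the chromosome ends, the paper concludes that a mechanism controlling DSB formation contributes to the distribution of COs in male salmonids.

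**Figure D1:**
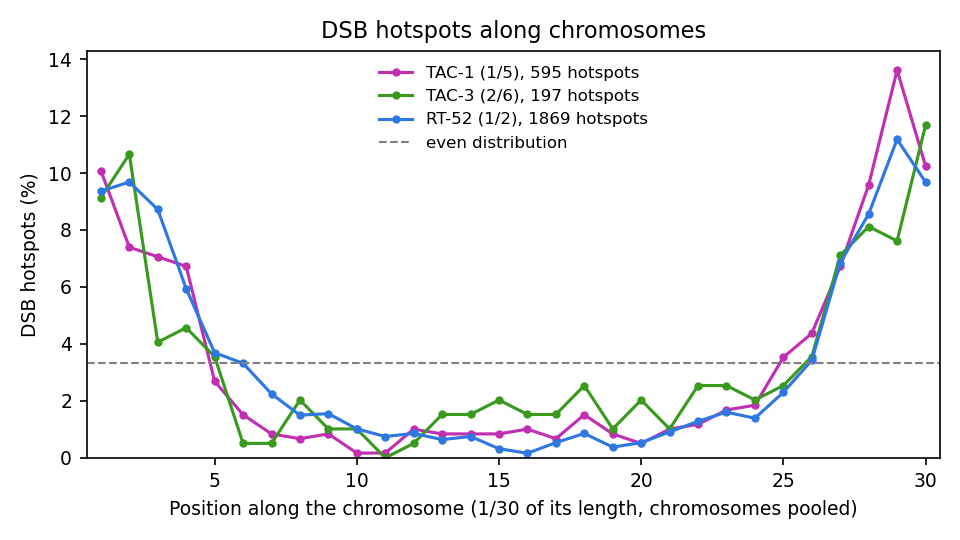
Percentage of the DSB hotspots of each individual (y axis) in each 1/30 of the chromosome length (x axis, the 32 chromosomes pooled), in TAC-1 (magenta, 595 hotspots), TAC-3 (green, 197 hotspots) and RT-52 (blue, 1869 hotspots). The dashed line is an even distribution. The first and last intervals held 10.1% and 10.3% of the TAC-1 hotspots, 9.14% and 11.7% of the TAC-3 hotspots, and 9.36% and 9.68% of the RT-52 hotspots.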

Then, we tested whether the DSB hotspot formation was PRDM9-dependent by assessing the hotspot association with (i) specific *Prdm9* alleles; and (ii) sites enriched for both H3K4me3 and H3K36me3 due to PRDM9 methyltransferase activity [38,71]. 

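H3K4me3 and H3K36me3 ChIP-seq was performed on testes of TAC-1 and TAC-3, with 2 replicates per mark and individual. No histone peaks of RT-52 were used here. S9 Table lists 461 M and 371 M mapped reads for H3K4me3 and 524 M and 370 M for H3K36me3 in TAC-1. In TAC-3, the replicates had 210 M and 456 M for H3K4me3 and 229 M and 433 M for H3K36me3. The authors called narrow peaks with MACS2 in each replicate against an input, merged neighboring peaks and averaged their scores, and kept the peaks found in both replicates by a reciprocal overlap of 25%. The deposited lists held 153665 H3K4me3 peaks and 162044 H3K36me3 peaks in TAC-1, and 50548 and 40535 in TAC-3. The median widths were 367 and 368 bp in TAC-1, and 757 and 976 bp in TAC-3. H3K4me3 peaks covered 4.71% of the chromosome length in TAC-1 and 1.98% in TAC-3, and H3K36me3 peaks covered 5.58% and 3.15%. A hotspot placed at random therefore met a TAC-1 peak more often than a TAC-3 peak. For this reason, overlaps with histone peaks were compared with random placement, and were also computed with the same number of peaks in both individuals, taking the highest scores of the longer list. The central 400 bp of hotspots were compared with the full length of histone peaks, as in S1 Methods. The scores, of at least 50 in each list, are the authors' and were not compared between lists. A peak list gives no signal below the calling threshold, so a hotspot without a peak is not a hotspot without the mark.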

The 3 individuals analyzed (only TAC-1 and TAC-3 for histone modifications) carried a functional *Prdm9* (i.e., *Prdm9α1*.*a*.*1*) with different genotypes. TAC-1 (*Prdm9*^1/5^) and TAC-3 (*Prdm9*^2/6^) did not share any *Prdm9* allele, whereas RT-52 (*Prdm9*^1/2^) shared 1 allele with each of them. In line with the hypothesis that PRDM9 specifies DSB hotspots, some DMC1-SSDS peaks were common to RT-52 and either TAC-1 or TAC-3 (see Fig 3A for examples). Specifically, the overlap between TAC-1 and RT-52 DSB hotspots (167 of the 616 TAC-1 hotspots, 27%), and between TAC-3 and RT-52 DSB hotspots (42 of the 209 TAC-1 hotspots, 20%) was substantial, whereas only 2 hotspots were shared by all 3 individuals (S6B Fig). 

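The 3 regions of Fig 3A were located in the deposited lists, in coordinates of USDA_OmykA_1.1 counted from 1. On chromosome 1, an RT-52 hotspot from 6033142 to 6037207 (peak value 557) overlapped a TAC-3 hotspot from 6034338 to 6036185 (peak value 44), and TAC-1 had no hotspot there. TAC-3 had an H3K4me3 peak from 6034229 to 6035793 (score 672.5) and an H3K36me3 peak from 6034252 to 6036131 (score 170) at this site, and TAC-1 had neither. On chromosome 2, an RT-52 hotspot from 102944384 to 102946927 (peak value 454) overlapped a TAC-1 hotspot from 102944837 to 102947184 (peak value 123), without a TAC-3 hotspot. Only TAC-1 had histone peaks at its center, with H3K4me3 from 102945741 to 102945980 (score 1054) and H3K36me3 from 102945773 to 102945919 (score 208). On chromosome 4, the TAC-1 hotspot from 42650021 to 42651816 (peak value 87) overlapped no hotspot of the other individuals. It carried TAC-1 peaks of H3K4me3 from 42650263 to 42651330 (score 2960) and of H3K36me3 from 42650459 to 42651228 (score 1552), and no TAC-3 peak. All 3 regions lay outside the genes of the RefSeq table. Counted from the center of the RT-52 hotspots, the nearest genes were *LOC118966178*, at 48094 bp on chromosome 1, and *c2h15orf61*, at 88314 bp on chromosome 2. Counted from the TAC-1 hotspot of chromosome 4, *si:dkey-71h2.2* was the nearest, at 20402 bp.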

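Of the 616 TAC-1 hotspots, 168 (27.3%, 95% interval 23.9% to 30.9%) overlapped an RT-52 hotspot, and 166 of these had no TAC-3 hotspot. Of the 209 TAC-3 hotspots, 44 (21.1%, 16.1% to 27.1%) overlapped an RT-52 hotspot, and 42 of these had no TAC-1 hotspot. Counted on the RT-52 list, 167 hotspots were common to TAC-1 only and 42 to TAC-3 only. Random placement gave a mean of 0.428 overlaps between TAC-1 and RT-52 and of 0.158 between TAC-3 and RT-52, against 167 and 42 observed on chromosomes (permutation p = 0.001 for both, the smallest possible). The share of TAC-1 hotspots moved most when only the highest-valued part of each list was kept, to 33.8% of 308 hotspots. The share of TAC-3 hotspots moved most with the full length of the hotspots, with their central 2 kb and with a reciprocal overlap of 25%, to 23.0% in each case. RT-52 hotspots shared with TAC-1 had a median peak value of 206 (n = 169), against 88 for the other RT-52 hotspots (n = 1755). Those shared with TAC-3 had a median of 350 (n = 44), against 92 (n = 1880). Both differences had p = 1e-05, the smallest that 100000 label permutations can give (two-sided permutation test of the median; Benjamini-Hochberg adjusted p = 2.00e-05 over 6 comparisons). In the TAC-1 list, the hotspots shared with RT-52 also had higher values (median 71 against 52, same p), whereas no difference was detectable in the TAC-3 list (61.5 against 58, permutation p = 0.482). The hotspots common to all 3 individuals lay on chromosome 5, from 60680 to 62017 in RT-52, and on chromosome 15, from 39289559 to 39291088. Neither overlapped an H3K4me3 or H3K36me3 peak of TAC-1 or TAC-3. As RT-52 has 1 *Prdm9* allele in common with each of the other individuals, the paper proposes from these overlaps that PRDM9 specifies DSB hotspots.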

The 55 DMC1-SSDS peaks shared by TAC-1 and TAC-3 may be artifactual because the forward and reverse strand enrichment distribution did not follow the typical asymmetric pattern of DSB hotspots, in contrast to the overlapping hotspots between TAC-1 and RT-52 and between TAC-3 and RT-52 (S7B Fig). 

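TAC-1 hotspots overlapped 57 of the 209 TAC-3 hotspots (27.3%, 95% interval 21.7% to 33.7%), against a mean of 0.056 for random placement (51 observed on chromosomes, permutation p = 0.001, the smallest possible). RT-52 had no hotspot at 55 of them. Of the TAC-3 hotspots shared with 1 other individual only, 42 were shared with RT-52 and these 55 with TAC-1 (two-sided exact McNemar test, p = 0.223). Of the TAC-1 hotspots, 166 were shared with RT-52 only and 55 with TAC-3 only (exact McNemar test, p = 3.89e-14). Both tests take equal sharing as the null, although the lists differ in length (1869 hotspots on chromosomes in RT-52, 595 in TAC-1 and 197 in TAC-3). They cannot separate a common allele from a longer list. Relative to random placement on the whole chromosome, sharing with RT-52 was 390 times in TAC-1 and 266 times in TAC-3. Sharing of TAC-3 hotspots with TAC-1 was 911 times. Placement on the whole chromosome does not allow for the higher density of hotspots towards the chromosome ends. With random placement within the same 1/30 of the chromosome, sharing with RT-52 was 134 times in TAC-1 and 132 times in TAC-3. Sharing of TAC-3 hotspots with TAC-1 was then 386 times. An H3K4me3 peak of TAC-1 or TAC-3 was found at 4 of the 55 TAC-1 hotspots shared with TAC-3 only (7.27%, 2.86% to 17.3%), at 99 of the 166 shared with RT-52 only (59.6%, 52.0% to 66.8%), and at 125 of the 393 unshared ones (31.8%). In the TAC-3 list, these numbers were 5 of 55 (9.09%, 3.95% to 19.6%), 33 of 42 (78.6%, 64.1% to 88.3%) and 24 of 110 (21.8%). In both lists, the hotspots shared by TAC-1 and TAC-3 differed from those shared with RT-52 (two-sided Fisher's exact test, p = 1.68e-12 in TAC-1 and p = 1.25e-12 in TAC-3). The share at TAC-1 hotspots shared with TAC-3 moved most with the full length of the hotspots, to 23.3% (14 of 60), against 76.8% (136 of 177) at those shared with RT-52. The 4 TAC-1 hotspots with H3K4me3, named after their values were seen, started at 15332007 on chromosome 2, 7945772 on chromosome 9, 80486478 on chromosome 10 and 7043484 on chromosome 28. The same sites and that of chromosome 27 made up the 5 in TAC-3. The peaks with the highest value in TAC-1 (1691) and in TAC-3 (1769) were the same shared site on chromosome 27, from 40361001 to 40361812 in TAC-1 and from 40361013 to 40362558 in TAC-3, inside the protein-coding gene *LOC110508036*. The shared hotspots had a median value of 69 in TAC-3, against 55 for the others (permutation p = 0.00370, adjusted p = 0.00555). In TAC-1, the medians were 68 and 57 (permutation p = 0.0574, adjusted p = 0.0689), and the difference passed the threshold only with the mean of log10 values (p = 0.00145). Peak lists hold no strand information, so the asymmetry from which the paper proposes that these peaks may be artifactual was not analysed here.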

The histone modifications H3K4me3 and H3K36me3 usually do not colocalize at the same loci because H3K4me3 is enriched at promoters and other genomic functional elements, whereas H3K36me3 is enriched within gene bodies. Indeed, at the peaks of H3K4me3 detected in brain tissue where *Prdm9* is not expressed, no H3K36me3 enrichment was detected (S8A Fig). However, at the DSB hotspots mapped in TAC-1, an enrichment for H3K4me3 and H3K36me3 was detected in testis chromatin from TAC-1 but not from TAC-3 (Fig 3B, left panels) and reciprocally for the DSB hotspots mapped in TAC-3 (Fig 3B, central panels, S8B and S8C Fig). These observations are coherent with the PRDM9-dependent deposition of these histone modifications as TAC-1 and TAC-3 carry distinct *Prdm9* alleles. 

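At TAC-1 hotspots, an H3K4me3 peak of TAC-1 was found at 223 of 616 (36.2%, 95% interval 32.5% to 40.1%) and an H3K36me3 peak at 130 (21.1%, 18.1% to 24.5%), against 7.56% and 8.54% for random placement. TAC-3 peaks were found at 13 of these hotspots for H3K4me3 (2.11%) and at 23 for H3K36me3 (3.73%), which was not more than the 2.91% and 3.89% of random placement (one-sided permutation p = 0.873 and 0.639). At the 209 TAC-3 hotspots, TAC-3 had an H3K4me3 peak at 53 (25.4%, 19.9% to 31.7%) and an H3K36me3 peak at 41 (19.6%, 14.8% to 25.5%), against 2.98% and 3.91% for random placement. TAC-1 had peaks of each mark at 14 of them (6.70%), not more than the 7.58% and 8.52% of random placement (permutation p = 0.637 and 0.855). Both marks of the same individual were present at 117 TAC-1 hotspots (19.0%) and 38 TAC-3 hotspots (18.2%), against 4.58% and 0.218% for random placement. Both marks of the other individual were present at 1 TAC-1 hotspot, on chromosome 32 from 39248701 to 39250244 (named after its values were seen), and at 7 TAC-3 hotspots (3.35%), against 0.226% and 4.57% for random placement (permutation p = 0.736 and 0.795). Each enrichment in the same individual had a permutation p of 0.001, the smallest possible (Benjamini-Hochberg adjusted p = 0.0015 over 18 tests). TAC-1 peaks were more frequent at TAC-1 than at TAC-3 hotspots (two-sided Fisher's exact test, adjusted p over 6 tests = 2.05e-18 for H3K4me3 and 5.04e-07 for H3K36me3), and TAC-3 peaks were more frequent at TAC-3 hotspots (adjusted p = 3.37e-22 and 1.35e-11). The share with an H3K4me3 peak of the same individual moved most with the full length of the hotspots in TAC-1, to 50.8%, and without the hotspots shared by TAC-1 and TAC-3 in TAC-3, to 34.9%. With the same number of peaks in both individuals, 168 TAC-1 hotspots had a TAC-1 H3K4me3 peak, 8.83 times the value of random placement, 61 had a TAC-1 H3K36me3 peak (9.90%, 3.43 times) and 52 had both (8.44%, 8.04 times). The TAC-3 peaks at TAC-1 hotspots changed from below to above random placement with the full length of the hotspots, to 1.00 times for H3K4me3 (permutation p = 0.504) and 1.14 times for H3K36me3 (p = 0.199). With only the highest-scoring part of each histone list, the value for H3K36me3 was 1.25 times (permutation p = 0.186). The shares are over all hotspots, whereas random placement and its p-values are restricted to chromosomes. From the enrichment in the chromatin of the same individual and not of the other, and from their distinct *Prdm9* alleles, the paper proposes that PRDM9 deposits these histone modifications.

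**Figure D2:**
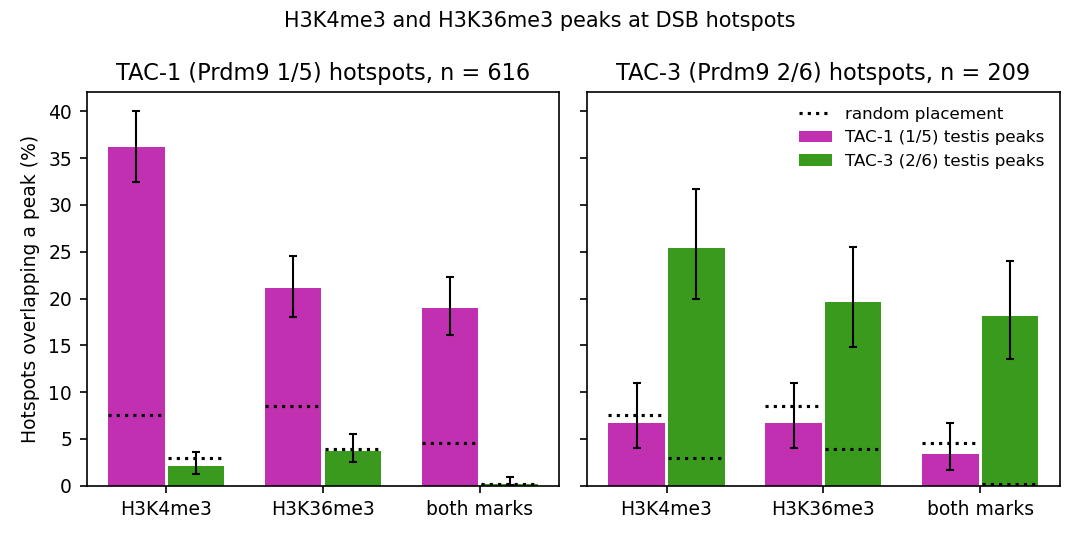
Percentage of TAC-1 hotspots (left, n = 616) and TAC-3 hotspots (right, n = 209) overlapping an H3K4me3 peak, an H3K36me3 peak or peaks of both marks (x axis), from TAC-1 (magenta) or TAC-3 (green) testes. Error bars are 95% Wilson intervals, and dotted lines give the value for random placement. H3K4me3 peaks of the same individual were found at 36.2% of TAC-1 and 25.4% of TAC-3 hotspots, and those of the other individual at 2.11% and 6.70%.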

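Of the 1924 RT-52 hotspots, 529 overlapped an H3K4me3 peak of TAC-1 (27.5%, 95% interval 25.5% to 29.5%) and 358 an H3K36me3 peak of TAC-1 (18.6%, 16.9% to 20.4%). These values were 3.67 and 2.20 times those of random placement on the chromosomes. TAC-3 had an H3K4me3 peak at 441 (22.9%, 21.1% to 24.9%), 7.91 times the value of random placement, and an H3K36me3 peak at 332 (17.3%, 15.6% to 19.0%), 4.45 times that value. All 4 values had a permutation p of 0.001, the smallest that the 1000 random placements can give. With the same number of peaks in both individuals, TAC-1 had an H3K4me3 peak at 18.5% and an H3K36me3 peak at 8.78% of RT-52 hotspots, against 3.17% and 2.97% for random placement.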

At the hotspots mapped in RT-52, an enrichment for H3K4me3 and H3K36me3 was detected in testis chromatin from TAC-1 or from TAC-3 (Fig 3B, right panels, S8B and S8C Fig) which is consistent with the presence of common *Prdm9* alleles between RT-52 and TAC-1 and between RT-52 and TAC-3. In addition, the RT-52 hotspots overlapping with TAC-1 are expected to be distinct from those overlapping with TAC-3, and specified by the *Prdm9*^*1*^ and *Prdm9*^*2*^ alleles respectively. Indeed, the majority of RT-52 DSB hotspots were enriched for H3K4me3 either in testis chromatin from TAC-1 or in TAC-3, but not in both (S9B Fig). 

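An H3K4me3 peak was present in TAC-1 only at 478 RT-52 hotspots, in TAC-3 only at 390, in both at 51 and in neither at 1005. Among the 919 hotspots with a peak in at least 1 individual, 868 (94.5%, 95% interval 92.8% to 95.8%) had it in 1 individual only. These 868 made up 45.1% of all RT-52 hotspots. If the peaks of TAC-1 and TAC-3 had been independent, 121 hotspots would have carried both, more than the 51 observed (odds ratio 0.275, two-sided Fisher's exact test, p = 1.43e-19). The share of all RT-52 hotspots with a peak in 1 individual only ranged from 35.4% with only the highest-scoring part of each histone list to 53.6% with the full length of the hotspots. With the full length, 1031 of 1185 hotspots with a peak (87.0%) had it in 1 individual only. These classes rest on called peaks and not on a signal threshold as in S9B Fig.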

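An H3K36me3 peak was present in TAC-1 only at 279 RT-52 hotspots, in TAC-3 only at 253, in both at 79 and in neither at 1313. Among the 611 hotspots with an H3K36me3 peak, 532 (87.1%, 95% interval 84.2% to 89.5%) had it in 1 individual only. In contrast to H3K4me3, the hotspots with a peak in both TAC-1 and TAC-3 were more numerous than the 61.8 of independent peaks (odds ratio 1.47, two-sided Fisher's exact test, p = 0.0103). The odds ratio ranged from 1.39 with the full length of the hotspots (Fisher's exact test, p = 0.00277) to 2.33 with only the highest-scoring part of each histone list (p = 1.03e-06).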

A similar effect for H3K36me3 could not be concluded due to the high level of PRDM9-independent H3K36me3 at a fraction of the sites (S9A and S9B Fig).

**Fig 3:**
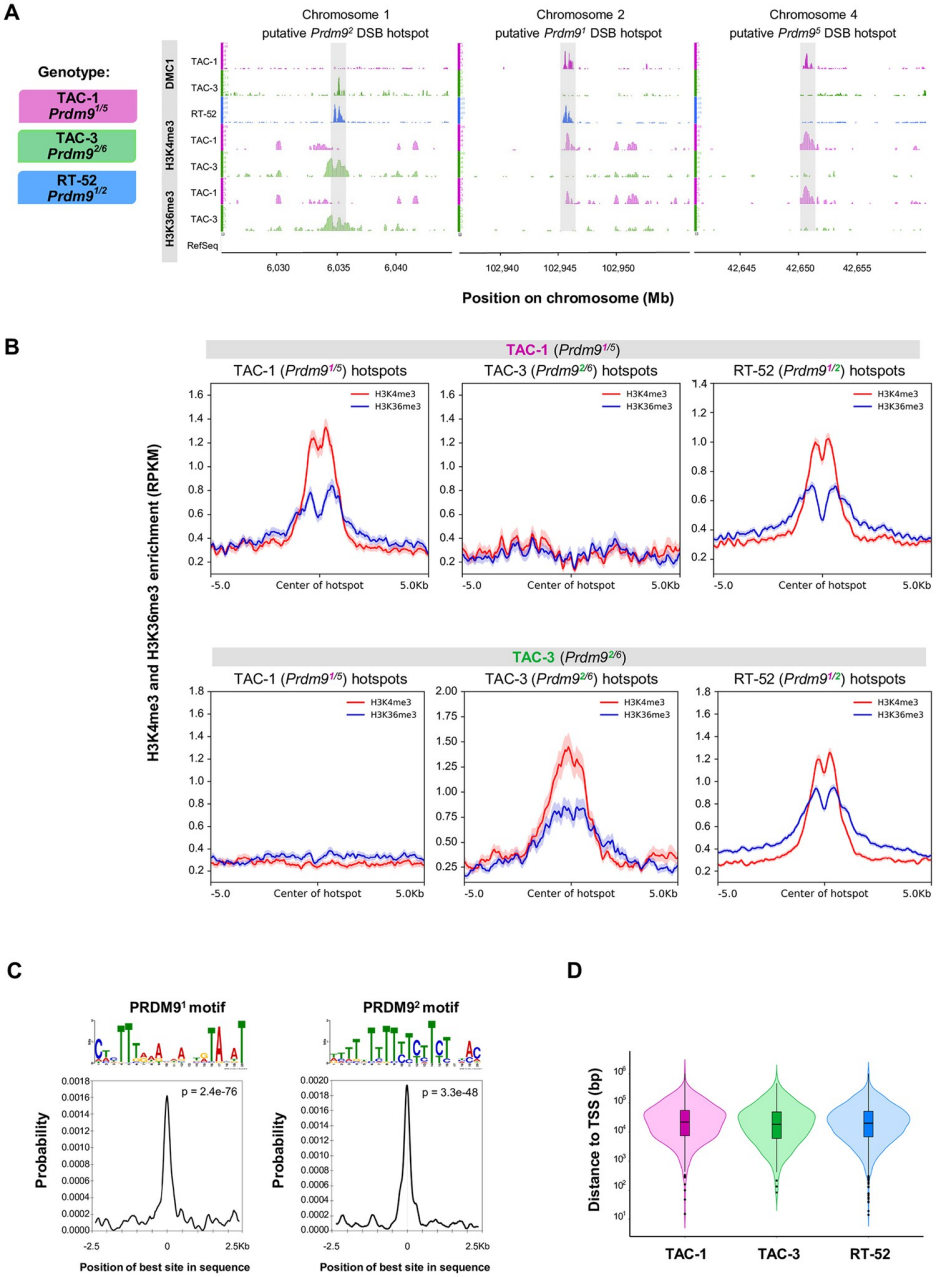
Meiotic DSB hotspots are specified by full length PRDM9 in *O*. *mykiss*. (**A**) DSB hotspots detected by DMC1-SSDS (DMC1), H3K4me3 and H3K36me3 in selected regions of the *O*. *mykiss* genome in testes from 2 or 3 (DMC1) individuals. (**B**) Average profile of H3K4me3 (red) and H3K36me3 (blue) ChIP-seq signal in TAC-1 (Prdm9^1/5^) and TAC-3 (Prdm9^2/6^) testes, at DSB hotspots detected in TAC-1 (Prdm9^1/5^), TAC-3 (Prdm9^2/6^), and RT-52 (Prdm9^1/2^). (**C**) On top, the PRDM9 allele 1 (E = 5.1e-37) and allele 2 motifs (E = 1.2e-63) discovered in allele 1 (*n* = 300) and allele 2 DSB sites (*n* = 254) are shown. Below, the plots depict the distribution of hits for the PRDM9 allele 1 (left) and allele 2 (right) motifs at allele 1 and allele 2 DSB sites from the center of the sequence up to 2.5 kb of distance. The signal is smoothed by weighted moving average, and hits were calculated in a 250 bp sliding window. (**D**) Violin plot showing the distribution of DSB hotspots from TAC-1 (magenta), TAC-3 (green), and RT-52 (blue) relative to the TSS from RefSeq annotated genes. The data and codes underlying this figure can be found in https://doi.org/10.5281/zenodo.11083953 and https://zenodo.org/records/14198863. ChIP, chromatin immunoprecipitation; DSB, double-strand break; TSS, transcription start site.

### Population genomic landscapes of recombination

The DMC1-SSDS approach allows analyzing DSB distribution in a given male individual, but is thus restricted to one sex and does not provide information on the outcome of recombination events (CO or NCO). To get a more general picture of the genome-wide recombination landscapes and their evolution, we computed LD-based genetic maps in 3 salmonid species: coho salmon (*O*. *kisutch*), rainbow trout (*O*. *mykiss*), and Atlantic salmon (*S*. *salar*). In *S*. *salar*, we analyzed 3 populations: North Sea (NS), Barents Sea (BS), and Gaspesie Peninsula (GP). For comparison, we also reconstructed the LD-based recombination map of European sea bass (*Dicentrarchus labrax*) that carries the KRAB-less *Prdm9β* gene, but lacks a full-length *Prdm9ɑ*.

The population-scaled recombination landscapes showed consistent broad-scale characteristics between *O*. *kisutch*, *O*. *mykiss*, and the 3 *S*. *salar* populations. The genome-wide population recombination rate ranged from 0.0032 (in units of *⍴* = 4*N*_e_*r* per bp) in *O*. *kisutch* to 0.012 in *O*. *mykiss*, with intermediate values in *S*. *salar* populations (Table 1). At the intra-chromosomal level, 100 kb smoothed recombination landscapes showed a general increase towards the chromosome ends, up to a 6-fold increase in *S*. *salar* (S10 Fig). This U-shape pattern mirrored the chromosomal distribution of DSB hotspots in male rainbow trout (S7A Fig).

**Table 1:** Summary of fine-scale recombination rate variations in 2 kb windows, hotspot detection, effective population size (*N*_e_), recombination rate obtained from pedigree-based sex-averaged genetic maps [67,75–77], and recombination to mutation rate ratio for populations of *O*. *kisutch*, *O*. *mykiss*, *S*. *salar* (only the NS population is shown), and *D*. *labrax*. *N*_e_ ranges were estimated based on the mean nucleotide diversity measured in population resequencing datasets and mutation rates reported in fish and human (see Methods for details). *μ*/*r* ratio ranges were calculated using *r* obtained from pedigree-based genetic maps.

	*O*. *kisutch*	*O*. *mykiss*	*S*. *salar*	*D*. *labrax*
Genome wide recombination rate (*⍴*/bp)	0.0032	0.012	0.0085	0.039
Cumulative amount of recombination in the 20% most recombining regions	90.1%	89.1%	98.1%	84.6%
Number of hotspots	22,948	21,145	17,064	7,897
Fraction of recombination in hotspots	36.7%	19.3%	18.3%	26.5%
Fraction of the genome occupied by hotspots	2.7%	2.1%	1.3%	1.9%
Hotspot density (per Mb)	13.6	10.8	6.8	9.6
*N*_e_	[28,220–141,99]	[80,302–401,512]	[18,51–90,254]	[22,600–113,000]
*r* (in cM/Mb)	2.24	1.31	1.99	2.77
*μ/r*	[0.09–0.45]	[0.15–0.76]	[0.1–0.5]	[0.07–0.36]

The fine-scale analysis of the genomic landscapes also showed highly heterogeneous recombination rates within 2 kb windows (Table 1 and S11 Fig). In each population, the local variation in recombination rate was of several orders of magnitude (S2 Table). On average, 90% of the total recombination appeared to be concentrated in 20% of the genome, a higher rate than what was observed in human and chimpanzee [29,72] and slightly higher than what we observed in sea bass (Tables 1 and S2 and S12 Fig). This heterogeneity was largely driven by the presence of recombination hotspots. Based on the raw LD maps reconstructed at each SNP interval, we confirmed that the size of most (>80% on average) salmonid hotspots was <2 kb (S13 Fig and S2 Table). Therefore, we performed the rest of our analysis using the hotspots called within 2 kb windows. The total number of called hotspots per species ranged from 17,064 in *S*. *salar* to 22,948 in *O*. *kisutch*, with hotspot density values similar to those in sea bass and also humans, mice, and snakes [60,72,73]. The proportion of total recombination cumulated in hotspots ranged from 17% in *S*. *salar* to 36% in *O*. *kisutch*, while occupying less than 3% of the genome (Table 1).

Then, we compared the LD-based recombination landscape of *O*. *mykiss* and the location of DSB hotspots mapped by DMC1-SSDS (pooling peaks from the 3 samples). We found that 6.7% of DMC1-SSDS peaks overlapped with the LD-based hotspots, which is more than expected by chance (S14A and S14B Fig). This weak overlap was comparable with that observed in *Mus musculus castaneus* where 12% of DSB hotspots overlap with LD-based hotspots [74]. We also found that in these shared peaks, population recombination rates were significantly higher than in non-shared LD-based or DSB hotspots and the rest of the background landscape (Kruskal–Wallis test *p*-value <0.05, Wilcoxon post hoc test < 0.05, S14C Fig).

### Recombination hotspots are located away from TSSs

In species that lack full-length PRDM9, recombination hotspots are expected to be located in open-chromatin regions, such as unmethylated CGI-associated promoters and/or constitutive H3K4me3 sites [18,19,22,25,27], unlike in species like mice, where PRDM9 targets regions away from these genetic elements [30]. To test whether PRDM9ɑ plays a similar role in salmonids, we first examined how DSB hotspots were distributed relative to TSSs in rainbow trout. 

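The gene table used here gives the boundaries of 54080 RefSeq genes placed on chromosomes, without strand or transcripts, so that start and end sites were not distinguished. Hotspots were therefore compared with both boundaries of each gene, which gives an upper limit for the overlap with TSSs of these genes. This comparison and its alternatives were chosen after the data were examined. The central 400 bp of 235 of 1869 RT-52 hotspots (12.6%, 95% interval 11.1% to 14.2%), 66 of 595 TAC-1 hotspots (11.1%, 8.81% to 13.9%) and 28 of 197 TAC-3 hotspots (14.2%, 10.0% to 19.8%) lay within 1 kb of a boundary. Random placement gave 8.93%, 8.97% and 9.32%, with one-sided permutation p = 0.001, 0.0430 and 0.0170 for higher observed values. As both directions were tested, the threshold for each was 0.025, which the RT-52 and TAC-3 values passed and the TAC-1 value did not. With protein-coding genes only, the values were 11.6%, 10.3% and 10.7%. The TAC-1 value then passed the threshold (random placement 7.67%, permutation p = 0.0140), and the TAC-3 value no longer did (8.02%, permutation p = 0.109). With the full length of the hotspots, which moved the values most, they were 18.7%, 16.1% and 25.4%. Random placement then gave 13.9%, 13.7% and 14.6% (permutation p = 0.001, 0.0539 and 0.001), and the TAC-1 value did not pass the threshold. S3 Table reports TSSs and transcription end sites apart, with a higher overlap at end sites in each individual. For protein-coding genes, the overlap in that table was above its expected value at end sites in each individual. At TSSs of these genes, it did not differ detectably from the expected value. For all genes, no difference from the expected value was detectable at end sites.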

We found that the percentage of DSB hotspots overlapping with TSSs was either not different or lower than expected by chance (4.5% and 5.3% versus 7.6% for TSSs of coding and non-coding genes; S3 Table and S6C Fig). Moreover, the vast majority of DSB hotspots mapped several kb or more away from the closest TSS (Fig 3D). Therefore, DSB hotspots, at least those strong enough to be detected by our DMC1-SSDS assay, did not localize at TSSs.

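The median distance from the hotspot center to the nearest gene boundary, whether start or end, was 10976 bp in RT-52 (quartiles 3449 and 35517 bp), 12660 bp in TAC-1 (4433 and 42239 bp) and 9516 bp in TAC-3 (2205 and 35730 bp). Because an end site can be closer than a start site, these are lower limits of the distance to the TSSs of the genes placed on chromosomes. The nearest boundary was more than 5 kb away for 67.7% of RT-52, 71.3% of TAC-1 and 62.9% of TAC-3 hotspots, and more than 1 kb away for 88.6%, 90.3% and 86.8%. Random placement gave medians of 13938, 13723 and 13467 bp. Hotspots were closer than random positions in RT-52 (one-sided permutation p = 0.001, the smallest possible) and TAC-3 (p = 0.0130), and not detectably so in TAC-1 (p = 0.182). With random placement within the same 1/30 of the chromosome, the random median for TAC-1 was 17278 bp and hotspots were closer also in this individual (permutation p = 0.001). The center lay inside a gene for 62.5% of RT-52 hotspots, against 57.1% of random positions (one-sided permutation p = 0.001), and for 56.8% in TAC-1 and 56.3% in TAC-3, against 57.4% and 57.9%. From the distances to TSSs in Fig 3D and the overlaps of S3 Table, the paper concludes that the DSB hotspots strong enough to be detected by DMC1-SSDS did not localize at TSSs.

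**Figure D3:**
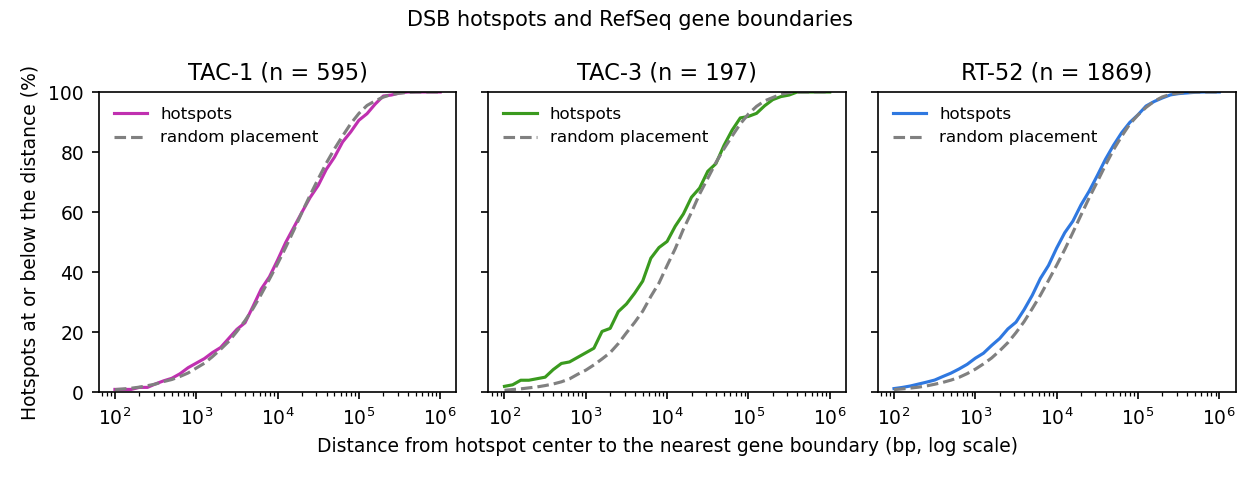
Cumulative percentage of DSB hotspots (y axis) at or below each distance from the hotspot center to the nearest boundary of a RefSeq gene (x axis, bp, log scale), in TAC-1 (magenta, n = 595), TAC-3 (green, n = 197) and RT-52 (blue, n = 1869). The dashed lines give the mean of random placement on the same chromosomes. The median distance of hotspots was 12660 bp in TAC-1, 9516 bp in TAC-3 and 10976 bp in RT-52.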

We then examined how population recombination rates were distributed relative to TSSs that overlapped or not with CGIs, by comparing the 3 salmonid species to sea bass that only has a truncated PRDM9β protein. Although the criteria classically used to predict CGIs in mammals and birds are not appropriate for teleost fish where CGIs are CpG-rich but have a low GC-content [78,79], we could predict TSS-associated CGIs in fish genomes simply based on their CpG content (see S1 Analysis). Sea bass (truncated PRDM9β) showed a high level of recombination at promoter regions, with a strong 3-fold enrichment of recombination at TSSs associated with CGIs (Fig 4A), as reported in birds [25]. Conversely, in salmonid species (full-length PRDM9), recombination rate varied little between TSSs and their flanking regions (at most 1.2-fold enrichment). Specifically, at CGI-associated TSSs, recombination rate tended to be lower than at other TSSs (Fig 4A and 4B). Moreover, hotspots overlapping with TSS represented <5% of all hotspots in the 3 salmonid populations and up to 21% in sea bass (Fig 4C). The analysis of other genomic features showed little variation in recombination rate and hotspot density, with similar levels in genes, introns, exons, TEs, and CGIs compared with intergenic regions (Fig 4B and 4C). We observed only a very small increase in recombination rate at TSSs that did not overlap with CGIs and TESs in *O*. *kisutch* and *O*. *mykiss*. Therefore, our results indicated that salmonid recombination events do not concentrate at promoter-like features overlapping with CGIs, as already shown in primates and in the mouse.

**Fig 4:**
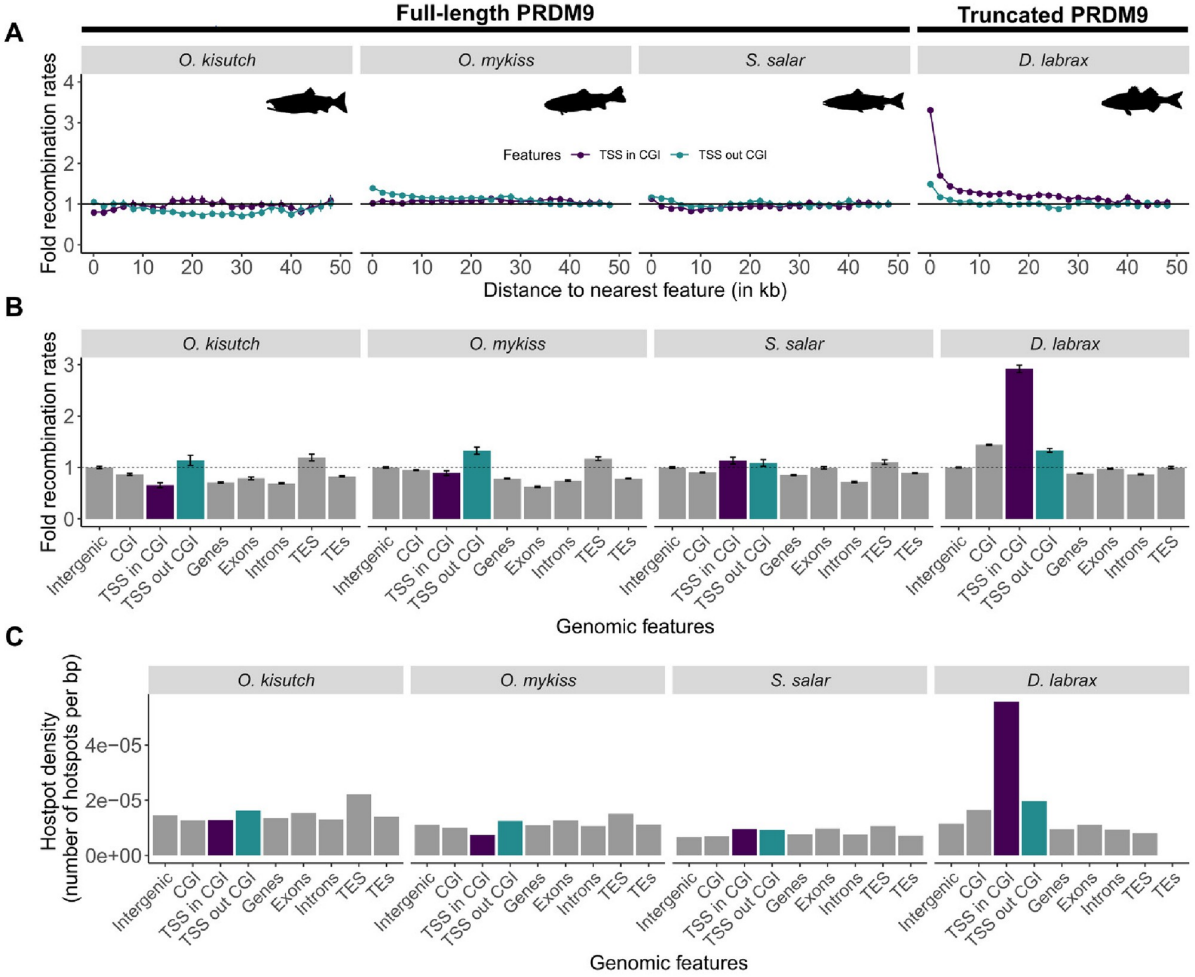
Recombination rates at genomic features. The recombination rates at different genomic features are shown for *O*. *kisutch*, *O*. *mykiss*, and *S*. *salar* (NS population), and compared to those of sea bass (*D*. *labrax*) that lacks a full-length PRDM9 copy. (**A**) Fold recombination rates (scaled to the average recombination rate at 50 kb from the nearest feature) according to the distance to the nearest TSS (overlapping or not with a CGI). (**B**) Fold recombination rates (scaled to the average recombination rates in intergenic regions) at the indicated genomic features. (**C**) Hotspot density at the indicated genomic features. TSS in and out CGI are shown in purple and blue, respectively. The data and codes underlying this figure can be found in https://doi.org/10.5281/zenodo.11083953. NS, North Sea; TSS, transcription start site.

We also examined other genomic correlates and features that might influence population recombination rate variation at different levels of resolution. As expected from the joint effect of the local effective population size (*N*_e_) on both nucleotide diversity and population recombination rate, SNP density was positively correlated with the *⍴* averaged at the 100 kb scale, although this trend was not significant in *O*. *mykiss* (S15A Fig). More locally, we also observed an increase in SNP density in the 10 kb surrounding recombination hotspots (S16A Fig). These positive relationships could be amplified by a direct mutagenic effect of recombination during DSB repair, and a more pronounced erosion of neutral diversity in low-recombining regions due to linked selection [29,33,80–82]. However, we cannot exclude the possibility that the accuracy of the recombination rate estimate depends on SNP density [83], leading to possible confounding effects.

In mammals, GC-biased gene conversion causes an increase in GC-content at recombination hotspots [33,40,84,85]. Conversely, in all the 5 salmonid populations analyzed, except the GP population, GC content tended to decrease close to hotspots (S16B Fig). At a larger scale (i.e., 100 kb), we observed significant positive correlations between GC content and recombination rates (S15B Fig). However, these correlations were very weak, suggesting that GC-biased gene conversion has a very small impact in salmonids compared with mammals and birds [85].

The salmonid genomes contain a high density of TEs (covering approximately 50% of the genome), among which Tc1-mariner is the most abundant superfamily (>10% of TEs) [66]. It is not known whether Tc1-mariner transposons influence the estimation of recombination rates. Our TE analysis identified between 47.37% and 52.26% of interspersed repeats in *O*. *kisutch* and *S*. *salar*, respectively, and showed that 12.48% to 14.7% of the genome was occupied by Tc1-mariner elements (S4 Table). TEs and intergenic regions showed similar average recombination rates and hotspot density (Fig 4B and 4C). Recombination rates tended to slightly increase with TE density at the larger scale, except in *O*. *mykiss* for which we observed the opposite relation (S15C Fig), without any strong effect of the TE superfamilies (S17 Fig). As recombination rates and hotspot density at TEs were globally comparable to those at intergenic regions (Fig 4B and 4C), TEs and among them Tc1-mariner elements did not seem to be characterized by extreme recombination values that may have affected our recombination rate estimations.

Lastly, residual tetrasomy resulting from the salmonid WGD event at approximately 90 Mya (Ss4R) [64,66] is observed at several chromosome regions characterized by increased genomic similarity between ohnologs. This could also affect the inference of LD-based recombination rates. Such regions have been identified in *O*. *kisutch*, *O*. *mykiss*, and *S*. *salar* [66–68]. We tried to filter non-diploid allelic variation from chromosomes showing residual tetrasomy, and we also controlled their effect by comparing their recombination patterns with those of fully re-diploidized chromosomes. Overall, we found <2-fold increase of the mean recombination rate in chromosomes containing tetraploid regions (S18A Fig). This was mostly explained by the local increase towards the end of chromosomes with residual tetraploidy compared with fully re-diploidized chromosomes, an effect that was especially pronounced in *O*. *mykiss* (S18B Fig). Nevertheless, recombination rates behaved similarly in function of the distance to the nearest promoter-like feature in the 2 chromosome sets, and rate variations were similar between genomic features (S19 Fig). Overall, chromosomes containing regions with residual tetraploidy and re-diploidized chromosomes showed similar recombination patterns.

### Rapid evolution of recombination landscapes

Another key feature of the mammalian system is the rapid evolution of PRDM9-directed recombination landscapes due to self-induced erosion of its binding DNA motif and rapid PRDM9 ZF evolution [29,32,34]. To determine whether this feature was present also in salmonids, we compared the location of recombination hotspots in the 2 *Oncorhynchus* species and in 2 geographical lineages and 2 closely related populations of *S*. *salar*. We estimated that only 6.2% of hotspots (*n* = 1,298) were shared by *O*. *kisutch* and *O*. *mykiss*, which diverged from their common ancestor about 16 Myr ago [86]. Although this value was significantly higher than expected by chance (S20A Fig), there was almost no increase in recombination rate at the orthologous positions of hotspots in the 2 species (Fig 5A). Similarly, the 2 genetically differentiated lineages of *S*. *salar* only shared 10.3% (GP versus BS, *F*_ST_ = 0.26, *n* = 1,793) and 11.2% (GP versus NS, *F*_ST_ = 0.28, *n* = 1,671) of their hotspots, with a weak recombination rate increase at the alternate lineage hotspots (Figs 5B, S20B and S20C). Conversely, the 2 closely related BS and NS *S*. *salar* populations (*F*_ST_ = 0.02) shared 26.3% of their hotspots (*n* = 4,421), which was much more than expected by chance (Figs 5C and S20D). In addition, recombination rate at NS hotspots in the BS population showed a 5-fold increase (and reciprocally), reflecting high correlation between BS and NS recombination landscapes (Spearman’s rank coefficient >0.7, *p*-value <0.05; S21 Fig). Overall, these analyses revealed a rapid evolution of hotspot localization between species and also between geographical lineages of the same species. Only closely related populations shared a substantial fraction of their hotspots. This overlap probably reflects their similar genetic background (low *F*_ST_), and in particular, the fact that they may share similar sets of *Prdm9* alleles recognizing common binding DNA motifs.

**Fig 5:**
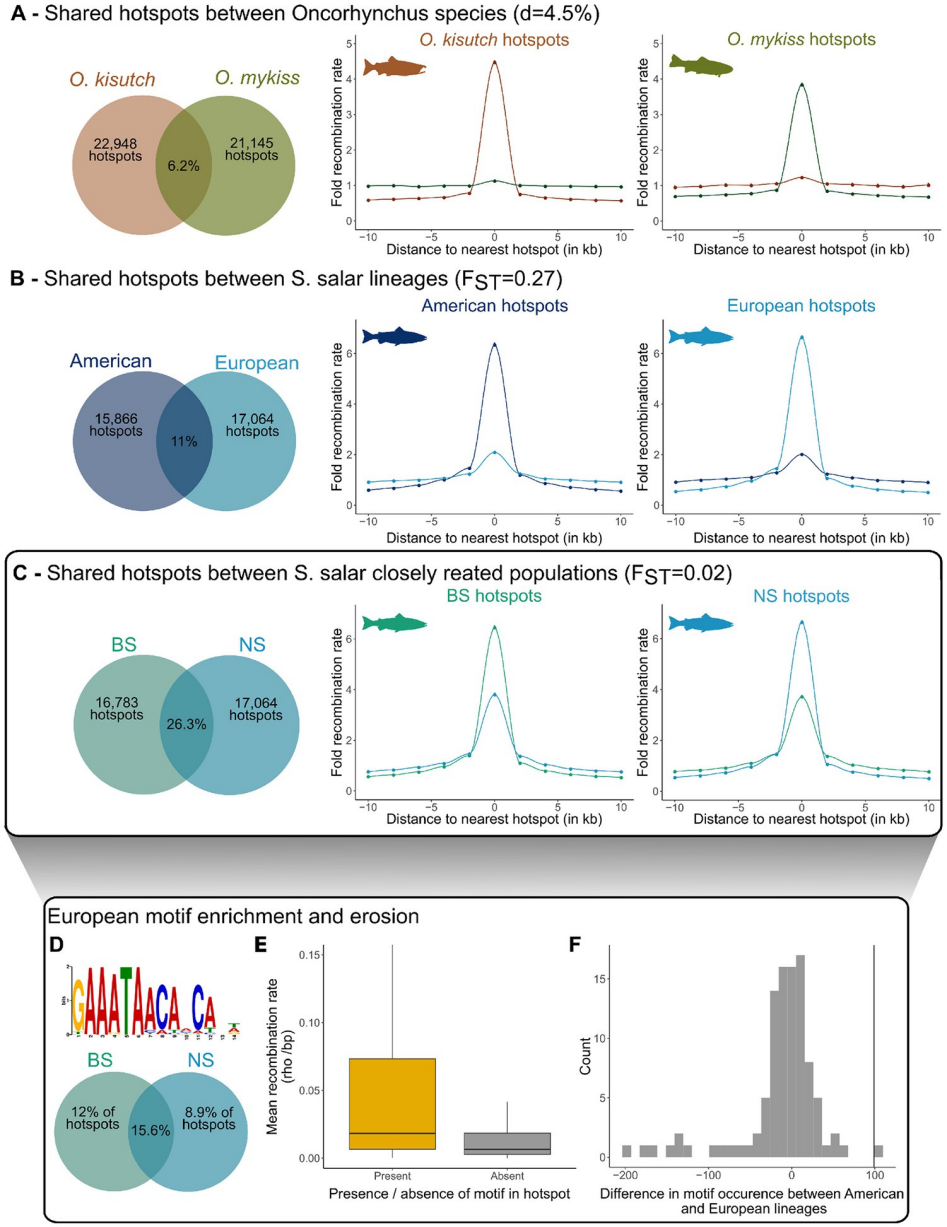
Recombination hotspots shared between populations and motif enrichment. In panels (A–C), the Venn diagrams (left) show the percentages of recombination hotspots shared between pairs of taxa, and the graphs (middle and right) show the recombination rates around hotspots and at orthologous loci in the 2 taxa, for the 2 *Oncorhynchus* species (**A**), the American (GP population) and European (BS and NS populations) *S*. *salar* lineages (**B**), and between the 2 closely related European *S*. *salar* populations (BS and NS) (**C**). The percentage of shared hotspots was calculated using the number of hotspots in the population with fewer hotspots as the denominator. (**D**) Motif found enriched in the hotspots identified in the European populations of *S*. *salar* (BS and NS). The Venn diagram shows the percentages of population-specific and shared hotspots where the motif was found. (**E**) Mean recombination rate at shared hotspots (between the BS and NS populations) that harbor (*n* = 936 hotspots) or not (*n* = 3,485 hotspots) the detected motif. The recombination rate was significantly higher at hotspots with the motif (Student’s *t* test *p*-value <0.05). (**F**) Motif erosion in the European *S*. *salar* populations. The vertical line represents the observed difference in the occurrence of the motif in panel D between the American and European lineages. The null distribution (in gray) shows the difference for 100 random permutations of the motif. The data and codes underlying this figure can be found in https://doi.org/10.5281/zenodo.11083953. BS, Barents Sea; GP, Gaspesie Peninsula; NS, North Sea.

### Motifs enriched at hotspots show signs of erosion

A landmark of the PRDM9-dependent hotspots identified in mammals is the presence of DNA motifs, as a consequence of the sequence-specificity of the PRDM9 ZF domain [32]. Therefore, we investigated the presence of PRDM9 allele-specific DNA motifs enriched at hotspots in salmonids. We first searched for potential PRDM9 binding motifs in rainbow trout, focusing on RT-52 (*Prdm9*^*1/2*^) DSB-based hotspots. As the *Prdm9*^*1*^ allele is present in RT-52 and TAC-1 (*Prdm9*^*1/5*^), we defined a subset of RT-52 DSB hotspots presumably specified by PRDM9^1^, based on their overlap with H3K4me3/H3K36me3 peaks in TAC-1 (*n* = 300). Similarly, we defined a subset of DSB hotspots enriched in putative targets of the PRDM9^2^ allele, which is present also in TAC-3 (*Prdm9*^*2/6*^) (*n* = 254). 

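In the deposited lists, 294 of the 1924 RT-52 hotspots (15.3%, 95% interval 13.7% to 17.0%) had both an H3K4me3 and an H3K36me3 peak of TAC-1 in their central 400 bp, against 4.59% for random placement (permutation p = 0.001, the smallest possible). The number was the same when the H3K4me3 and H3K36me3 peaks had to overlap each other. With the same number of peaks in both individuals, an alternative chosen after the data were examined, it fell to 128 (6.65%, against 1.10% for random placement). A TAC-1 hotspot was present at 53 of the 294. Their median peak value was 90.5, and 49.1% of those on chromosomes lay in the outer 10% at each end.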

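Both marks of TAC-3 were present at 267 RT-52 hotspots (13.9%, 95% interval 12.4% to 15.5%), against 0.230% for random placement (permutation p = 0.001, the smallest possible). A TAC-3 hotspot was present at 22 of them, their median peak value was 96, and 49.0% of those on chromosomes lay in the outer 10% at each end. Requiring the H3K4me3 and H3K36me3 peaks to overlap each other gave 266 hotspots. With the same number of peaks in both individuals, the TAC-3 lists were not shortened and the number stayed at 267, larger than that for allele 1. The sets for both alleles had 15 hotspots in common, and leaving these out gave 279 hotspots for allele 1 and 252 for allele 2.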

We identified 2 consensus motifs: one strongly enriched in PRDM9^1^ DSB hotspots and the other in PRDM9^2^ DSB hotspots (Fig 3C). Consistent with the *Prdm9* genotypes of the 3 rainbow trout samples, both motifs were enriched at RT-52 DSB hotspots. The PRDM9^1^ motif was also enriched in TAC-1 DSB hotspots and the PRDM9^2^ motif in TAC-3 DSB hotspots (S22 Fig). Moreover, the PRDM9^1^ motif was co-centered with DSB hotspots only in RT-52 (Fisher’s test, *p* = 8.5 × 10^−196^) and TAC-1 (*p* = 7.7 × 10^−27^), while the PRDM9^2^ motif was co-centered with DSB hotspots in RT-52 (*p* = 3.3 × 10^−97^) and TAC-3 (*p* = 1.7 × 10^−5^) (S23 Fig). These 2 consensus motifs were also significantly enriched at LD-based hotspots (S22 Fig). Particularly, the motif targeted by PRDM9^1^ was enriched at the center of LD-based hotspots (S23 Fig), suggesting that this allele (or closely related alleles that recognize similar DNA sequences) has been quite frequent during the recent history of the wild population under study.

As PRDM9-binding DNA motifs are allele specific, the sharing of *Prdm9* alleles between populations should lead to shared motif enrichment at shared LD- based hotspots. Therefore, we looked for enrichment of potential 10 to 20 bp motifs in the population-specific and shared hotspots of the 3 *S*. *salar* populations. Of note, as LD-based hotspots reflect the population-scaled recombination rate, they may result from the activity of multiple PRDM9 variants that can hinder the discovery of targeted motifs. Nevertheless, after filtering candidate motifs (S24A Fig), we found a motif that was enriched in 12% of the hotspots of the NS population and 8.9% of the BS population, and in 15.6% of their shared hotspots (Fig 5D). Overall, the recombination rates at hotspots overlapping with this 12 bp motif were significantly higher than those at other hotspots (Student’s *t* test *p*-value <0.05; Figs 5E, S24B and S24C). This suggests that the detected motif is targeted by a frequent PRDM9 variant shared by the 2 closely related NS and BS populations, possibly originating from their common ancestral variation.

PRDM9-associated hotspot motifs undergo erosion in mammals due to biased gene conversion [32,39,40]. Therefore, we tested whether the identified 12 bp motif showed signs of erosion in European *S*. *salar* populations. By comparing the number of motifs present in the available long-read genome assemblies from 7 European and 5 North American Atlantic salmon genomes (accession numbers in S1 Methods), we found a 2.97% reduction in the mean number of motifs in the European genomes (mean Europe = 3,230 versus mean North America = 3,329). This level of erosion was significant and not explained by differences in assembly sizes, as revealed by count comparisons on collinear blocks, obtained following 100 random permutations of the motif (Fig 5F). Therefore, the enriched motif shared by the NS and BS populations was partially eroded in the European lineage, as predicted by the Red Queen model of PRDM9 evolution.

## Discussion

To determine whether the PRDM9 functions characterized in humans and mice are shared by other animal clades or whether they correspond to derived traits, we investigated the evolution and function of full-length *Prdm9* in salmonids using phylogenetic, molecular, and population genomic approaches. These analyses allowed us to determine the evolutionary history of *Prdm9* GD and loss, the diversity of the PRDM9 ZF array, the historical sex-averaged recombination map in several populations, the locations of meiotic DSB sites in spermatocytes, their chromatin environment, and the presence of conserved motifs and their erosion. Collectively, these analyses led us to conclude that PRDM9 triggers recombination hotspot activity in salmonids through a mechanism similar to that described in mammals.

### PRDM9 specifies recombination sites in salmonids

Our conclusion is based on several pieces of evidence. First, we showed in *O*. *mykiss* that DSB hotspots, detected by DMC1-SSDS, are enriched for both H3K4me3 and H3K36me3. We provide evidence that hotspot localization is determined by PRDM9 ZFs because the location of DSB hotspots and the associated H3K4me3 and H3K36me3 modifications varied in function of the *Prdm9* ZF alleles present in the tested individuals (Fig 3A and 3B). Consistent with this interpretation, we identified DNA motifs enriched at DSB sites. Thus, in salmonids, PRDM9 retained its DNA binding and methyltransferase activities and the capacity to attract the recombination machinery at its binding sites. Comparison of DSB hotspots detected by DMC1-SSDS with LD-based CO hotspots in *O*. *mykiss* showed a limited, but significant overlap (S14 Fig). One should note that the quantitative level of DMC1 enrichment assayed by DMC1-SSDS can be influenced by the efficiency of DSB repair. If hotspots have variable efficiencies of repair, the quantitative correlation between DSB and LD hotspots could therefore be reduced. We also identified a DNA motif enriched at DSB hotspots targeted by *Prdm9*^*1*^ that was also enriched at the center of strong CO hotspots detected in the LD-based recombination map (S23 Fig). The overlap between hotspots is compatible with the presence of a common *Prdm9* allele(s) between the individuals tested and the prevalent *Prdm9* allele(s) during the history of the populations analyzed. However, as the population-scaled recombination landscape in *O*. *mykiss* has been shaped by a diversity of alleles, not necessarily represented in the 3 studied individuals, the overall hotspot overlap was low. Similar variations in the recombination landscapes driven by multiple PRDM9 alleles have been described in mouse, chimpanzee, and human populations [29,35,36,74,87–89]. In the mouse, PRDM9 can suppress the recombination activity at chromatin accessible regions [30]. Here, we observe that in salmonids the presence of PRDM9-dependent hotspots is correlated with a lack of elevated recombination rate at regulatory regions (CGI, TSS, or TES) (Figs 3D and 4, and S6). We suggest that this may reflect an active suppression or competition between the 2 types of hotspots, similarly to what has been observed in mice [30], since TSS and CGIs have elevated recombination rates in *D*. *labrax* (Fig 4).

### Comparison of recombination landscapes between vertebrates with or without a full-length PRDM9

In the absence of PRDM9, hotspots occur in accessible regions of the chromatin such as promoters, enhancers, or other regulatory regions and CGIs [18,19,22,25,30,57,58]. In addition to the change in distribution, differences in hotspot number have been detected between PRDM9-dependent and -independent contexts. By DMC1-SSDS, a greater number of hotspots was detected in *Prdm9KO* mice or rats [30,58]. However, this should be interpreted with caution as hotspot detection also depends on the half-life of DMC1 at DSB sites. A longer half-life of DMC1 in *Prdm9KO* may also account for an increase of detected hotspots. By LD-based approach, the number of hotspots detected is 2 to 3 times higher in the 3 salmonid species than in *D*. *labrax* (Table 1), but this difference is mainly explained by their larger genome sizes (1.7 to 2.5 Gb, compared to 0.6 Gb for *D*. *labrax*). To get a broader view of the impact of PRDM9 on vertebrate fine-scale recombination landscapes, we combined our data with previously published LD-based maps, thus resulting in a dataset of 18 species (4 birds, 7 mammals, 1 snake, and 6 teleost fish; 10 species with a full-length PRDM9, and 8 without; S5 Table). On average, the hotspot density is about 2 times higher in genomes with a full-length PRDM9 (8.6 hotspots/Mb) than without (4.4 hotspots/Mb; *t* test *p*-value = 0.056). However, it is difficult to directly compare these numbers, because different studies used different criteria to define hotspots. To get a more comparable estimator of the heterogeneity of recombination landscapes, we measured the fraction of recombination events occurring in the 20% of the genome with the highest recombination rate. On average, in genomes with a full-length PRDM9, 84% of recombination is concentrated in 20% of the genome, compared to 70% in genomes without (*t* test *p*-value = 0.011). Data from more species would be necessary to control for phylogenetic inertia. However, this preliminary observation suggests that recombination is more concentrated into hotspots in species having a full-length PRDM9. Of note, the LD-based approach measures the population-scaled recombination rate, integrated over many generations, and hence is expected to reflect the historical diversity of PRDM9 alleles. It is therefore likely that in species with PRDM9, the recombination landscapes of individuals are even more heterogeneous than what can be measured by the LD-based approach.

In addition to the localization of recombination shaped by PRDM9, we detected a higher recombination activity at telomere-proximal regions when measuring DSB activity and LD, consistent with the recombination activity measured in *S*. *salar* pedigree-based linkage maps [70]. We infer that this effect is PRDM9-independent because the putative PRDM9 motifs in *O*. *mykiss* (derived from DMC1-SSDS) and *S*. *salar* (derived from LD-based hotspots) did not show such biased distribution (S25 Fig). Of note, the increase in recombination rate towards telomeres is more pronounced in the 3 salmonids (3- to 6-fold) than in *D*. *labrax* (about 2-fold), but it is of the same order as in another teleost fish, the three-spined stickleback [61], which only has a truncated KRAB-less PRDM9ß (S10 Fig). We hypothesize that in salmonids, some additional factor(s) might modulate PRDM9 binding or any other step required for DSB activity along chromosomes. This telomere-proximal effect appears to be a conserved property, but of variable strength between sexes and among species, independently of the presence/absence of *Prdm9* [25,90,91].

### PRDM9 evolutionary instability

Similarly to the pattern reported in mammals [32,92,93], we found an outstanding diversity of PRDM9 ZF alleles in *O*. *mykiss* and *S*. *salar* and signatures of positive selection for ZF residues that interact with DNA, specifically in the full-length PRDM9 paralog (α1.a.1 and α1.a.2, respectively) (Fig 2). This suggests that full-length PRDM9 in salmonids could be involved in a Red Queen-like process, as documented in mammals, whereby the ZF sequence responds to a selective pressure arising from the erosion of PRDM9 binding motifs [39,40,47–50]. Consistent with this hypothesis, we found almost no overlap of LD hotspots in the 2 *Oncorhynchus* species we compared. A similar comparison performed in 3 *S*. *salar* populations revealed that the percentage of shared hotspots decreased with the increasing genetic divergence (Fig 5). The 26.3% overlap in hotspot activity we detected in the 2 Norwegian populations could reflect the existence of shared *Prdm9* alleles. On the other hand, the European and Northern American salmon populations, which belong to 2 divergent lineages, may not share the same *Prdm9* alleles and as a possible consequence, only have 10.5% of common hotspots. Such patterns of population-specific hotspots and partial overlaps have been observed also in mouse populations [35], great apes [94], and humans [95]. However, hotspot overlapping is always well below the 73% of shared hotspots between zebra finch and long-tailed finch that do not carry *Prdm9* [25]. Further support for a *Prdm9* intra-genomic Red Queen process in Atlantic salmon came from the detection of an enriched motif in 20% of the hotspots shared by the NS and BS populations. As this motif is likely to be the target of an active *Prdm9* allele in European populations, the average 3% decrease in total copy number in European populations compared with North American populations is indicative of ongoing motif erosion.

### Functional divergence of PRDM9 paralogs

Another intriguing pattern revealed by our study is the complex duplication history of the *Prdm9* gene in salmonids, shaped by WGD events and by gene and/or SDs. Some of these duplications led to functional innovations. Notably, the 2 major PRDM9 clades (α and ß) resulted from the Ts3R WGD in the ancestor of teleost fish [19]. PRDM9-ß lacks the KRAB and SSXRD domains, and is mutated at the catalytic residues of its SET domain [19]. The function of PRDM9ß has not been characterized, but the fact that this protein is strongly conserved across teleost fish, including salmonids that have a full-length PRDM9α (S1 Fig), implies (i) that it is functional; and (ii) that its function is not redundant with that of the canonical full-length PRDM9. Interestingly, the salmonid-specific WGD generated 2 PRDM9ß paralogs (ß1 and ß2) that are well conserved across all salmonids (S1 Fig), which indicates that they both are under purifying selection.

In contrast to the conservation of PRDM9ß paralogs, the duplications of PRDM9α genes led to many copies that are truncated or show evidence of pseudogenization (Fig 1). The first event of GD generated the α1 and α2 clades. All salmonids (12/12) have one full-length copy in the PRDM9α1 clade (in the subclade *α1*.*1* in some species, *α1*.*2* in others, except *C*. *clupeaformis* that has retained both *α1*.*1* and *α1*.*2*). Conversely, only 2 species have retained a full-length PRDM9α2 paralog (*α2*.*2* in *O*. *mykiss* and *S*. *namaycush*). In all other species, the KRAB domain of *α2*.*2* is missing or pseudogenized (Fig 1). The analysis of published RNAseq data sets showed that PRDM9*α2*.*2* is expressed at high level in testis, both in *O*. *mykiss* (where it is full length) and in *O*. *kisutch* and *S*. *salar* (where it is truncated). The SET domain of *α2*.*2* contains the 3 conserved tyrosine residues important for methyltransferase catalytic activity [96] (Figs 1 and S4). But PRDM9*α2*.2 genes show little diversity at their ZF domain, which suggests that unlike full-length PRDM9α1, it is probably not involved in directing recombination. It is possible that those paralogs contribute together with the full-length PRDM9 to hotspot activity. For example, they may have retained putative protein interaction properties through the SSXRD domain or some zinc fingers, and may also be able to oligomerize with PRDM9 as proposed for mouse PRDM9 [97]. It is also possible that they have no function in hotspot activity, but play a role in the regulation of gene expression as some members of the PRDM protein family do [98].

The differential retention of *α1* paralogs between salmonid genera suggests that 2 functional *Prdm9ɑ1* copies have coexisted in the common ancestor to *Salmo* and the (*Coregonus*, *Thymallus*, *Oncorhynchus*, and *Salvelinus*) group (Fig 1). This might also be the case in primates where the pair of paralogs formed by *Prdm7* and *Prdm9* shares orthology with one ancestral copy in rodents [99]. It has been shown that changes in *Prdm9* gene dosage affect fertility in mice [100,101], suggesting that PRDM9 protein level may be limiting in some contexts. Theoretical models also predict that the loss of fitness induced by the erosion of PRDM9 targets could be compensated by increased gene dosage [47,50]. Thus, the duplication of a *Prdm9* allele might be temporarily advantageous when the amount of its target motifs starts to become too low in the genome. However, this benefit is expected to be only transient. This could explain why most (11/12) of the salmonid genomes analyzed contained a single full-length, non-pseudogenized copy of *Prdm9ɑ1*. The succession of duplications and losses reported here in salmonids and previously described in mammals contributes to the apparent instability of *Prdm9* at the macro-evolutionary timescale.

### The reinforced PRDM9 paradox

This study uncovers a remarkable similarity in the recombination landscape regulation between salmonids and mammals. The main conclusion is that the function of PRDM9 in specifying recombination sites most likely existed in the common ancestor to vertebrates, and might be even older. Certainly, it is not a mammalian oddity. Impressively, the ultra-fast Red Queen-driven evolution of *Prdm9* and its binding motifs has been around for more than 400 My, in several vertebrate lineages [93]. This implies many thousands of amino acid substitutions per site in the ZF array [93]. Our results highlight the many open questions about this remarkable system, particularly the question of its long-term maintenance, which is now demonstrated. *Prdm9* can evidently be lost, for instance in birds and canids. Its continuous presence in most mammals, snakes, salmonids, and presumably many other taxa might be partly explained by the molecular mechanisms of PRDM9-dependent and PRDM9-independent recombination. The net output of these 2 processes is the same: CO formation. However, there may be differences in the kinetics or efficiency of DNA DSB formation and repair and thus in the robustness of CO control. This is suggested by the PRDM9-dependent recruitment of ZCWPW1, a protein that facilitates DNA DSB repair [102–104], and by the coevolution of *Prdm9* with other genes involved in DNA DSB repair and CO formation, such as *Zcwpw2*, *Tex15*, and *Fbxo47* [56]. Of note, *Zcwpw1*, *Zcwpw2*, and *Tex15* are present and intact in the 3 species that contain a full-length *Prdm9* (*S*. *salar*, *O*. *mykiss*, and *O*. *kisutch*), but are absent from the genome of *D*. *labrax* (S6 Table). If PRDM9 activity is linked to other molecular processes, its loss without loss of fertility may require several mutational events. Interestingly, an intermediate context, suggesting a reduction of PRDM9 activity, has been observed in the corn snake *Pantherophis guttatus*. Specifically, Hoge and colleagues [59] reported elevated recombination rates at PRDM9 binding sites and promoter-like features, introducing the idea of a “tug of war” between *Prdm9* and the default, *Prdm9*-independent, system. A recent study in mammals [105] also showed that many species with *Prdm9* make substantial use of default sites, unlike humans and mice. The relative efficiency of the *Prdm9*-independent and *Prdm9*-dependent pathways presumably evolves and differs among species. When the *Prdm9*-independent pathway is sufficiently efficient, the conditions might be met for losing *Prdm9* irreversibly. The characterization of recombination patterns and mechanisms in species with and without *Prdm9* should help to understand the paradox of its peculiar evolution.

## Material and methods

### Ethics statement

The *S*. *salar* samples were collected by the Unité Expérimentale d’Ecologie et d’ Ecotoxicologie Aquatique (U3E, INRAE, https://doi.org/10.15454/1.5573930653786494E12) with the authorization from an ethical committee number APAFIS#4025–201602051204637 v3. These samples were provided by the Biological Resource Centre Colisa (DOI: Biological Resource Centre Colisa) part of BRC4Env (DOI: https://doi.org/10.15454/TRBJTB), of the Research Infrastructure AgroBRC-RARe. The *O*. *mykiss* samples were collected in accordance with the CNRS guidelines for animal welfare and ethical authorization n° APAFIS#13616–2018021315504139 v5 issued by the local committee for ethical animal experimentation and the French ministries of research and agriculture.

### Phylogenetic analysis of PRDM9 paralogs in salmonids

We investigated the presence of full-length PRDM9 in 12 species from the 3 salmonid subfamilies (*Coregoninae*, *Thymallinae*, and *Salmoninae*). We searched for *Prdm9*-related genes by homology using the full-length copy of *O*. *kisutch* (coho salmon), focusing on the 3 PRDM9 canonical domains: KRAB (encoded by 2 exons), SSXRD (1 exon), and SET (3 exons). We obtained coho salmon PRDM9 from a nearly full-length coding sequence annotated in the RefSeq database (XP_020359152.1), complemented in its 3′ end using a cDNA identified in a brain RNA-seq data set sequenced with PacBio long reads (SRR10185924.264665.1). We used this reference sequence to identify, with BLAST, *Prdm9* homologs in the whole genome assembly of lake whitefish (*Coregonus clupeaformis*), European grayling (*Thymallus thymallus*), huchen (*Hucho hucho*), coho salmon (*O*. *kisutch*), rainbow trout (*O*. *mykiss*), chinook salmon (*Oncorhynchus tschawytscha*), chum salmon (*Oncorhynchus keta*), red salmon (*Oncorhynchus nerka*), pink salmon (*Oncorhynchus gorbuscha*), Atlantic salmon (*S*. *salar*), brown trout (*Salmo trutta*), and lake trout (*Salvelinus namaycush*), and also of northern pike (*Esox lucius*, Esocidae), a closely related outgroup, and sea bass (*Dicentrarchus labrax*). As we obtained multiple hits, we filtered out copies containing only one of the 6 exons. We compared candidates to all *PRDM*-related genes annotated in the human and mouse genomes in Ensembl to exclude non-*Prdm9* homologs. We aligned the retained exons separately using Macse (v2.06) [106] to take into account potential frameshifts and stop codons. We manually examined and edited the alignments before concatenating exons of the same copy using AMAS concat [107]. Several paralogous copies of *Prdm9* are expected to result from the 2 WGD events that occurred in the common ancestor of teleosts (Ts3R, *c*.*a*. 320 Mya) and salmonids (Ss4R, *c*.*a*. 90 Mya), respectively [63–65]. We used the location of these paralogs on pairs of ohnologous chromosomes resulting from the most recent Ss4R duplication to trace the evolutionary history of *Prdm9* duplications, retention and losses. We built the maximum-likelihood phylogeny of the 3 canonical domains using IQ-TREE [108] based on amino acid alignments, using ultrafast bootstrap with 1,000 replicates. Lastly, to identify functional *Prdm9* copies with sequence orthology to the 10 exons found in human and mouse *Prdm9* [109], we predicted the structure of each gene copy surrounded by 10 kb flanking regions using Genewise (v2.4.1) [110]. We selected representative paralogous sequences across the obtained *Prdm9* phylogenetic tree to perform a sequence similarity-based annotation of the copies in each species. See details in Supporting information (S1 Methods).

### Analysis of PRDM9 ZF diversity in rainbow trout and Atlantic salmon

We characterized the allelic diversity of the ZF domain of *Prdm9α* copies in 2 species with different functional α-paralogs: Atlantic salmon (*S*. *salar*) and rainbow trout (*O*. *mykiss*). We focused on *Prdm9α* because a previous study showed that in teleost fish, *Prdm9β* copies lack the KRAB and SSXRD domains, have a slowly evolving ZF domain, and carry a presumably inactive SET domain [19].

First, to validate the presence of expressed *Prdm9α* copies, we inferred the expression levels of multiple *Prdm9α* paralogs in immature testes from the *Salmo* and *Oncorhynchus* genera, using publicly available RNA-seq data from the Sequence Read Archive (SRA) repository. Specifically, we analyzed data from 2 *S*. *salar* samples (SRR1422872 and SRR9593306), 2 *O*. *kisutch* samples (SRR8177981 and SRR2157188), and 1 sample in *O*. *mykiss* (SRR5657606). Our analysis revealed high expression of 2 distinct *Prdm9α* paralogs in both genera that were previously identified in the phylogenetic analysis. We then sequenced the *Prdm9α* paralogs *α1*.*a*.*2* (full length, chromosome 5, *n* = 26) and *α*2.2 (partial, chromosome 17, *n* = 20) in *S*. *salar*, and the *Prdm9α* paralogs *α1*.*a*.*1* (full length, chromosome 31, *n* = 23) and *α2*.*2* (full length, chromosome 7, *n* = 20) in *O*. *mykiss*.

We used wild Atlantic salmon samples from Normandy (France) and rainbow trout samples from an INRAE selected strain (S7 Table). We extracted genomic DNA from fin clips stored in ethanol at −20°C, using the Qiagen DNAeasy Kit following the manufacturer’s instructions. We measured DNA concentration and purity with a Nanodrop-1000 Spectrophotometer (Thermo Fisher Scientific) and assessed DNA quality by agarose gel electrophoresis. We designed primers using NCBI Primer Blast, ensuring specificity against the reference assemblies. Primers targeted the ZF sequence encoded in the last exon of the gene, framed by the flanking arms of the array, avoiding any specificity of the paralogous loci (S8 Table). We carried out PCR reactions using 1X Phusion HF buffer, 200 μm dNTPs, 0.5 μm forward primer, 0.5 μm reverse primer, 3% DMSO, 2.5 to 10 ng template, and 0.5 units of Phusion Polymerase (NEB) (total volume: 25 μl). Cycling conditions were: initial denaturation at 98°C for 2 min followed by 35 cycles of 98°C for 10 s, 66 to 70°C for 30 s, 72°C for 90 s, and a final elongation step at 72°C for 3 min, followed by hold at 10°C, in a C1000 Cycler (Bio-Rad). We examined PCR products on agarose gels and purified them using the NucleoSpin Gel and PCR clean-up kit (Machery-Nagel). We performed Sanger sequencing of single-size amplicons. Conversely, we separated by electrophoresis heterozygous samples showing 2 different length alleles, followed by cloning using the TOPO Blunt Cloning Kit (Invitrogen) and sequencing. Sequencing was done by Azenta-GeneWiz (Leipzig, Germany).

We assembled and aligned forward and reverse reads to the reference ZF array from *S*. *salar* ICSASG_v2 and *O*. *mykiss* USDA_OmykA_1.1, using SnapGene (v5.1.4.1–5.2.3). We translated contigs into amino acid sequences used to categorize individual *Prdm9*α alleles. We annotated all ZF arrays to match the C2H2 ZF motif X7-CXXC-X12-HXXXH. We reported new alleles every time we found a single amino acid variation. We aligned the DNA sequences for each allele to create a consensus sequence. We then followed [56] and [19] to compare amino acid diversity at DNA-binding residues of the ZF array (positions −1, 2, 3, and 6 of the α-helix) with diversity values at each site of the ZF array. We calculated the proportion of the total amino acid diversity (r) at DNA-binding sites as the sum of diversity at DNA-binding residues over the sum of diversity at all 28 residues of the array (see details in S1 Methods).

### Identification of DSB hotspots in rainbow trout using ChIP-sequencing

We investigated the genome-wide distribution of DMC1-bound ssDNA in *O*. *mykiss* testes by ChIP followed by ssDNA enrichment (DMC1-Single Strand DNA Sequencing, DMC1-SSDS). We chose 3 rainbow trout individuals from the pool of samples previously used to characterize PRDM9 ZF diversity. We determined the stage of gonadal maturation by macroscopic (whole gonads) and histological (gonad sections) analyses, according to [111] (S26 Fig and S1 Methods). As DMC1 binds to chromatin during the early stages of the meiotic prophase I, we used testes at stages III and IV from 3 individuals with different *Prdm9* genotypes (TAC-1: *Prdm9*^*1/5*^, stage III; TAC-3: *Prdm9*^*2/6*^, stage III; and RT-52: *Prdm9*^*1/2*^, stage IV). This allowed us to compare DSB hotspots between individuals sharing or not a *Prdm9* allele.

For H3K4me3 and H3K36me3 ChIP experiments, we used the protocols described in [112,113] with some adjustments and rabbit anti-H3K4me3 (Abcam, ab8580) and anti-H3K36me3 (Diagenode, Premium, C15410192) antibodies. For DMC1 ChIP, we used previously described methods [69,114] and antibodies against DMC1. These antibodies were raised by immunization of a rabbit and a guinea pig with a His-tagged recombinant zebrafish Dmc1 (see details in S1 Methods). All ChIP experiments were performed in duplicate. A list of the samples and antibodies used for the ChIP-seq experiments, the number of mapped reads and accession numbers are in S9 Table.

For H3K4me3 and H3K36me3 ChIP-seq, we generated libraries using the NEBNext Ultra II protocol for Illumina (NEB, E7645S-E7103S), with minor adjustments. For DMC1-SSDS, we generated libraries following the Illumina TruSeq protocol (Illumina, IP-202-9001DOC), with the introduction of an additional step of kinetic enrichment, as previously described [69,114]. Libraries were sequenced on a NovaSeq6000 platform (Illumina) with S4 flow cells by Novogene Europe (Cambridge, United Kingdom).

We analyzed histone modifications with the nf-core/chipseq v1.2.1 pipeline developed by [115]. Briefly, we aligned the sequencing reads of all ChIP-seq experiments to the USDA_OmykA_1.1 assembly with BWA (v0.7.17-r1188). For both H3K4me3 and H3K36me3 modifications, we normalized the signal based on the read coverage and by subtracting the input. We performed peak calling with MACS2 (v2.2.7.1) for both replicates and provided an input for each sample. We assessed the histone modification enrichment at DMC1 peaks, and the enrichment of H3K36me3 signal at H3K4me3 peaks in brain using the deepTools suite [116] and the bed files produced by the AQUA-FAANG project (https://www.aqua-faang.eu/). We analyzed the DMC1-SSDS data as described in [69], with some implementations described in [117], using the hotSSDS pipeline (version 1.0). We mapped reads with the modified BWA algorithm (BWA *Right Align*), developed to align and recover ssDNA fragments, as described by [114]. We normalized the signal based on the library size and the type 1 ssDNA fragments. We performed peak calling with MACS2 (v2.2.7.1) and relaxed conditions for each of the 2 replicates and provided an input control. We carried out an irreproducible discovery rate (IDR) analysis to identify reproducible enriched regions. Then, we used these peaks as DSB hotspots (see details in S1 Methods). We used the final peaks to check the distribution of ssDNA type 1 signal at DSB hotspots.

We explored the relationship between H3K4me3 and H3K36me3 signal distribution by calculating the correlation between H3K4me3 and H3K36me3 read enrichment at DSB hotspots in the RT-52 sample, of the H3K4me3 read enrichment between the TAC-1 and TAC-3 samples at the RT-52 DSB hotspots, and of the H3K36me3 read enrichment between the TAC-1 and TAC-3 samples at RT-52 DSB hotspots. Lastly, we assessed the proportion of DSB hotspots overlapping with H3K4me3 and H3K36me3 peaks.

### Reconstruction of population recombination landscapes in 3 salmonid species

#### Whole-genome resequencing data

To reconstruct population-based recombination landscapes, we collected high coverage whole-genome resequencing data from 5 natural populations of 3 salmonid species from the SRA database: coho salmon (*O*. *kisutch*), rainbow trout (*O*. *mykiss*), and Atlantic salmon (*S*. *salar*). We used ~20 individuals per population as recommended [83]. We retrieved 20 genomes of the Southern British Columbia population of coho salmon [118], 22 genomes of rainbow trout from North West America [119], and 60 genomes of 3 populations of Atlantic salmon belonging to the 2 major lineages from North America and Europe [120]: 20 from the Gaspesie Peninsula in Canada (GP population thereafter), 20 from the North Sea (NS population), and 20 from the Barents Sea in Norway (BS population). Sample accession numbers and locations are in S10 Table and S27 Fig.

#### Variant calling

Variants and genotypes called by [118] using GATK were used for *O*. *kisutch*. We followed the same methodology for variant calling and genotyping in *O*. *mykiss* and *S*. *salar*, using the GATK best-practice pipeline (> v3.8–0, see S11 Table for the detailed versions of the programs [121,122]). First, we aligned paired-end reads to their reference genome (Okis_V1, GCF_002021735.1; Omyk_1.0, GCF_002163495.1; Ssal_v3.1, GCF_905237065.1, see S12 Table for assembly statistics) using BWA-MEM (v0.7.17, Li and Durbin, 2009; -*M* option), yielding an average read coverage depth per sample of 29.54×, 24.87×, and 9.97× for *O*. *kisutch*, *O*. *mykiss*, and *S*. *salar*, respectively (S4 Table). We used Picard (> v2.18.29) to mark PCR duplicates and add read groups. Then, we performed variant calling separately for each individual using HaplotypeCaller before joint genotyping with GenotypeGVCFs. In total, we analyzed 9,590,270, 39,601,311, and 27,061,466 single-nucleotide polymorphisms (SNPs) for *O*. *kisutch*, *O*. *mykiss*, and *S*. *salar*, respectively.

After genotyping, we removed variants within 5 bp of an indel with the Bcftools filter (v 1.9; Li, 2011; *-g 5*). We filtered low-quality SNPs with Vcftools (> v 0.1.16) [123], keeping only biallelic SNPs, and excluding genotypes with low-quality scores (*—minGP 20*) and SNPs with >10% of missing genotypes (*—max-missing 0*.*9*). For the *S*. *salar* data set, we set the missingness threshold at 50% to take into account the lower sequencing coverage depth in this species. To remove the effect of poorly sequenced and duplicated regions, we kept only sites with a mean coverage depth within the 5% to 95% quantiles of that species distribution. To further eliminate shared excesses of heterozygosity due to residual tetrasomy or contaminations, we applied a Hardy–Weinberg equilibrium filter with a *p*-value exclusion threshold of 0.01 (*—hwe 0*.*01*). We removed singletons by applying a minor allele count (MAC) filter with Vcftools (*—mac 2*). For *S*. *salar*, we used the missingness, Hardy–Weinberg, and MAC filters separately for each of the 3 populations. After these filtering steps, we retrieved a total of 7,205,269, 16,079,097, and 5,575,430 SNPs for *O*. *kisutch*, *O*. *mykiss*, and *S*. *salar*, respectively (S4 Table).

#### Variant phasing and orientation

We used the read-based phasing approach in WhatsHap (> v0.18) [124] to identify phase blocks from paired-end reads that overlapped with neighboring individual heterozygous positions. This allowed us to locally resolve the physical phase of 73.45%, 76.98%, and 7.32% of variants for *O*. *kisutch*, *O*. *mykiss*, and *S*. *salar*, respectively. Then, we performed the statistical phasing of pre-phased blocks with SHAPEIT4 (> v4.2.1, [125], default settings) in each species, assuming a uniform recombination rate of 3 cM/Mb (representative of the average recombination rates in teleosts, [11]) and using the effective population size estimated from the mean nucleotide diversity of each chromosome calculated with Vcftools.

We inferred ancestral allelic state probabilities for the set of retained variants of each species with the maximum-likelihood method implemented in est-sfs (v2.04, Kimura-2-parameter substitution model) [126], using 3 outgroups per species chosen among the available salmonid reference genomes (see details in S1 Methods). The method uses the ingroup allele frequencies and the allelic states of the outgroups to infer ancestral allelic state, taking into account the phylogenetic relationships between ingroup and outgroup species [127].

#### Estimation of linkage disequilibrium (LD)-based recombination rates

For each of the 5 population data sets (*O*. *kisutch*, *O*. *mykiss*, and *S*. *salar* GP, BS and NS populations, S27 Fig), we estimated the population-scaled recombination rate parameter *⍴* (*⍴* = 4*N*_*e*_*r*, where *N*_*e*_ is the effective population size and *r* the recombination rate in M/bp) using LDhelmet (v1.19) [13]. LDhelmet relies on a reversible-jump Markov Chain Monte Carlo algorithm to infer the *⍴* value between every pair of consecutive SNPs. Variant orientation was provided using the probabilities, estimated by est-sfs, that the major and minor alleles were ancestral, and a transition matrix was computed following [13]. We run LDhelmet 5 times independently for each population. For each chromosome, we created the haplotype configuration files with the find_conf function using the recommended window size of 50 SNPs. We created the likelihood look-up tables once for the 5 runs with the table_gen function using the recommended grid for the population recombination rate (*ρ*/pb) (i.e., *ρ* from 0 to 10 by increments of 0.1, then from 10 to 100 by increments of 1) and with the Watterson *θ* = 4*N*_e_*μ* parameter of the corresponding chromosome obtained using *μ* = 10^−8^. We created the Padé files using 11 Padé coefficients as recommended. We run the Monte Carlo Markov chain for 1 million iterations with a burn-in period of 100,000 and a window size of 50 SNPs, using a block penalty of 5. We checked the convergence of the 5 independent runs by comparing the estimated recombination values with the Spearman’s rank correlation test (Spearman’s rho >0.96; S28 Fig). We averaged and smoothened the 5 runs within 2 kb, 100 kb, and 1 Mb windows using custom python scripts.

We reconstructed the fine-scale recombination landscape of the European sea bass (*D*. *labrax*) to compare recombination features in salmonids with a species that lacks a complete *Prdm9* gene due to loss of the KRAB domain. We used whole-genome haplotype data obtained by phasing-by-transmission and statistical phasing [128] to infer recombination in the Atlantic sea bass population with a similar strategy, using the seabass_V1.0 genome assembly (GenBank accession number GCA_000689215.1) (S4 and S11 Tables).

We estimated *N*_e_ based on the nucleotide diversity (*θ*) measured in our population resequencing data sets, and on values of mutation rates (*N*_e_ = *θ*/4μ). *θ* was calculated on the filtered data set (keeping singletons) with Vcftools in windows of 100 kb and corrected by the proportion of SNPs discarded after filtering to account for the proportion of the genome not considered by Vcftools to estimate *θ*. We used values of *μ* reported in fish: stickleback (4.56 × 10^−9^; [129]), Atlantic herring (2.0 × 10^−9^; [130]), cichlid fish (3.5 × 10^−9^; [131]), guppy (3.44 × 10^−9^; [132]), and in human (1 × 10^−8^; [133]) to obtain a range of *N*_e_ estimates. The range of *μ*/*r* ratio was computed in each species, based on genome-wide recombination rate (*r)* measured from published pedigree-based genetic maps [67,75–77].

We also controlled that our estimates of recombination rates were robust to limited sequencing coverage (see section “Controlling for a possible effect of limited sequencing coverage” in S1 Methods, S29 and S30 Figs).

#### Identification of LD-based recombination hotspots

We identified recombination hotspots from the raw recombination map inferred by LDhelmet (i.e., raw hotspots) and from the 2 kb smoothed recombination map (i.e., 2 kb hotspots) using a sliding window approach. We defined hotspots as intervals between consecutive SNPs or 2 kb windows with a relative recombination rate ≥5-fold higher than the mean recombination rate in the 50 kb flanking regions. When consecutive 2 kb windows exceeded the threshold, we retained only the window with the highest rate.

### Analysis of recombination landscapes

#### Comparison between DMC1 and LD-based recombination maps

We compared DSB hotspots mapped by DMC1-SSDS of the 3 pooled samples and the LD-based recombination hotspots retrieved from the recombination landscapes of *O*. *mykiss*. For this, we converted the genomic positions of the DSB hotspots mapped on the OmykA_1.1 assembly to the Omyk_1.0 coordinates on which we built the LD map using the Remap program from NCBI. We compared the locations of LD-hotspots and of DSB hotspots using Bedtools intersect [134].

#### Recombination at genomic features

We investigated how DSB-based (*O*. *mykiss*) and LD-based (3 salmonid species and sea bass) recombination rates and hotspots were distributed relative to genomic features. We first retrieved the positions of genes, exons, and introns from genome annotations in each species. We de novo identified transposable element (TE) families in each genome using RepeatModeler (v2.0.3; option -LTRStruct) [135], before mapping TEs and low complexity DNA sequences with RepeatMasker (version 4.1.3, http://www.repeatmasker.org/, options -xsmall, -nolow). We deduced intergenic regions from gene and TE locations using Bedtools *subtract*. We defined the TSS and TES as the first and last position of a gene, respectively. For each reference genome, we predicted CGIs with EMBOSS *cpgplot* (v6.6.0) [136], using the parameters *-window 500 -minlen 250 -minoe 0*.*6 -minpc 0*. It should be noted that the criteria that are classically used to predict CGIs in mammals and birds (CpG observed/expected ratio >0.6, GC content >50%) are not appropriate for teleost fish in which CGIs are CpG-rich but have a low GC content [78,79]. Therefore, we predicted CGIs based only on their CpG content, without any constraint on their GC content. We confirmed that these criteria efficiently predicted TSS-associated CGIs, using whole genome DNA methylation and H3K4me3 data from rainbow trout and coho salmon (see S1 Analysis).

We investigated DSB hotspots overlap with genomic features and their distance to the nearest promoter-like feature (TSS) using Bedtools. For this, we analyzed DNA DSB distribution using DMC1-SSDS read enrichment as metric. As the coordinates of genomic features were mapped on Omyk_1.0, we converted them to the OmykA_1.1 assembly using the NCBI Remap tool.

We assessed population recombination rate (2 kb scale) variations in function of the distance to the nearest TSS (overlapping or not with a CGI) using the *distanceToNearest* function of the R package *GenomicRanges* [137]. We retrieved the averaged recombination rates at each genomic feature (i.e., genes, exons, introns, intergenic regions, TSSs within and outside CGIs and TEs) using the *subsetByOverlaps* function of the same package. We compared recombination rates at genomic features in the 5 salmonid populations and in sea bass.

Lastly, we investigated the effect of SNP density, GC content, and TEs on the population recombination rate variation and the presence of recombination hotspots. We calculated SNP density, TE density, and GC content in non-overlapping 100 kb windows and compared them with the window-averaged recombination rates using the Spearman’s rank correlation test. We assessed the association of hotspots with SNP density and GC content at the 2 kb scale.

#### Comparison of LD-based landscapes between populations and species

We assessed the correlation between the 100 kb smoothed recombination maps of each of the 3 *S*. *salar* populations using the Spearman’s rank test. We identified shared hotspots between populations as overlapping 2 kb hotspots using Bedtools *intersect*. To compare the recombination hotspots of the *O*. *kisutch* and *O*. *mykiss* populations, we used a reciprocal blast approach to identify homologous regions of the genome in these 2 species (see S1 Methods). We used random permutations to calculate the expected amount of hotspot overlap between pairs of the 3 *S*. *salar* populations and between the 2 *Oncorhynchus* populations. We drew random spots (same number as that of the 2 kb hotspots) 100 times from the genome for each population using Bedtools *shuffle*, after applying a genome mask to discard the regions with a nucleotide diversity lower and higher than the 2.5 and 97.5th quantile, the 0.1% highest recombination rate values, the 10% larger gap sizes, and genuine hotspots, to control for diversity level, extreme *⍴* values, and genome gaps. We compared each of these random sets to those of the compared population to calculate the average overlap expected only by chance.

#### Identification of DNA motifs at hotspots and motif erosion

In rainbow trout, we performed motif detection analysis at DSB hotspots using the MEME Suite [138], focusing on the RT-52 data set due to its high number of DSB hotspots (DMC1 peaks). We defined 2 subsets of allele-specific hotspots using Bedtools *intersect*: Allele 1 set [RT-52 DMC1 peaks (center ± 200 bp) overlapping with H3K4me3 and H3K36me3 peaks from TAC-1 (*N* = 300)] and Allele 2 set [RT-52 DMC1 peaks (center ± 200 bp) overlapping with H3K4me3 and H3K36me3 peaks from TAC-3 (*N* = 254)]. We used MEME-ChIP [139] to detect motifs. Then, we assessed motif enrichment in DSB hotspots relative to control sequences using FIMO [140] and evaluated central enrichment using CentriMo [141]. We also quantified the fold-enrichment of the detected motifs at LD-based hotspots (see S1 Methods).

In Atlantic salmon, we used STREME from the MEME Suite [142] to find motifs between 10 and 20 bp in length that were enriched at LD-based hotspot positions, compared with control random sequences with a similar GC-content distribution. To obtain these controls, we randomly drew windows (totaling 10 times the number of hotspots from the reference genome), and we applied the same genome mask as in the previous section to select random spots, controlling for diversity, high recombination rates and genome gaps and to exclude hotspots. To select a subset of controls matching the GC-content of hotspots, we binned the hotspot GC-content distribution (bin width = 0.025) and then drew the same number of random spots for each GC-content bin. We retained the detected motifs as potential PRDM9-binding motifs if they were enriched ≥2-fold at the hotspots compared with the control sequences and were found in ≥5% of hotspots. We searched for motifs associated with the hotspots of each *S*. *salar* population and with the shared hotspots between pairs of populations.

We then tested whether the candidate motifs showed signs of erosion between lineages by comparing the number of motifs present in the available long-read genome assemblies from 5 North American and 7 European Atlantic salmon genomes. To take into account potential differences in assembly size, we aligned these 12 genomes with SibeliaZ [143] and retrieved collinear blocks that represented 89.5% of the whole genome alignment. We then used FIMO [140] to count motif occurrence in the aligned fraction of each genome, using a *p*-value cut-off of 1.0E-7. To assess the statistical significance of motif erosion in a given lineage, we obtained a null distribution of the between-lineage difference in motif occurrence by running FIMO on 100 random permutations of the candidate motif matrix.

## Supporting information

S1 Methods Molecular, genomic, and population genetics methods.

S1 Analysis Prediction of CGI-associated TSSs in salmonids. Fig A. Relationship between base composition and DNA methylation level in promoter regions of coho salmon (*Oncorhynchus kisutch*). Fig B. Relationship between DNA methylation level in the promoter regions of coho salmon and the presence of a nearby *fpCGI*. Fig C. Relationship between base composition and H3K4me3 in promoter regions of the rainbow trout (*Oncorhynchus mykiss*). Fig D. Relationship between H3K4me3 in the promoter regions of the rainbow trout and the presence of a nearby *fpCGI*.
(DOCX)

S1 Table Chromosome location of the retained PRDM9 paralog copies. The index allows to identify the corresponding copy in the phylogeny of the ɑ paralog copies in Fig 1A and the β copies in S1 Fig. We retrieved the location of the regions covering the 3 domains KRAB, SSXRD, and SET obtained from the blast analysis. The start and end positions correspond to the start position of the first exon blasted and the end position of the last exon blasted.
(DOCX)

S2 Table Fine scale variations in recombination rates and raw recombination hotspots. Summary statistics of the variations in recombination rates smoothed in 2 kb sliding windows, and of recombination hotspots retrieved from the inter-SNP recombination landscapes. The raw hotspots were defined as the consecutives inter-SNP windows with a recombination rate 5-fold higher than the 50 kb flanking regions.
(DOCX)

S3 Table Overlaps between DSB hotspots and TSS/TES regions. Overlaps were assessed for 400-bp wide windows centered on DSB hotspot centers and TSS/TES regions, defined as sequences found within 1 kb of distance from the transcription start/end site. The expected overlaps were estimated as the chance for 2 kb windows of overlapping 400 bp DSB hotspots genome wide.
(DOCX)

S4 Table Summary statistics of the LD-landscape reconstruction pipeline. Information is retrieved on the reference genome sizes, population sample sizes, mapping depth statistics, variant calling statistics, and effective sizes of genomic features for each population.
(DOCX)

S5 Table Comparison of fine-scale recombination landscapes across vertebrates.

S6 Table Presence of *Zcwpw1*, *Zcwpw2*, *Tex15*, and *Fbox47* genes in the genomes of analyzed species.

S7 Table List of genotyped samples. Details about the *Salmo salar* and *Oncorhynchus mykiss* samples used in this study and the corresponding *Prdm9ɑ* genotypes identified.
(DOCX)

S8 Table List of primers. The primers used in this study to genotype the zinc finger array of *Prdm9ɑ* in *Salmo salar* and *Oncorhynchus mykiss*.
(DOCX)

S9 Table List of ChIP-seq experiments performed. Details about the ChIP-seq experiment performed in *Oncorhynchus mykiss* testes. In the third column DMC1-R1 or -GP refer to the animal used to raise the antibody, respectively, rabbit individual 1 and guinea pig.
(DOCX)

S10 Table Sample accession number and location. Population samples of *O*. *kisutch*, *O*. *mykiss*, and *S*. *salar* used to build the linkage disequilibrium-based recombination landscapes were selected from [118–120].
(DOCX)

S11 Table Program versions. Details of the program versions used at each step of the reconstruction of LD-based recombination landscapes in the 5 salmonid populations. * The *D*. *labrax* data set was taken from [128], who used a reference panel of 22 genomes fully phased-by-transmission using trio-sequencing as a learning reference for the statistical phasing of 46 additional genomes with Eagle2 v2.4. Variants were oriented using whole-genome resequencing data (>20×) from the closely related species *Dicentrarchus punctatus*, which was used as an outgroup.
(DOCX)

S12 Table Assembly statistics of the reference genome of *O*. *kisutch*, *O*. *mykiss*, and *S*. *salar* that were used to map the population resequencing data for the LD-based recombination landscapes and the ChIP-Seq DMC1 peaks.

S13 Table Mean sequence identity score obtained from the blast search of the 100 kb flanking sequences of the variants in the ingroup species against the reference genome of each outgroup. Outgroups 1, 2, and 3 for *O*. *kisutch* were *O*. *tshawytscha*, *O*. *nerka*, and *O*. *mykiss*, respectively; *O*. *tschawytscha*, *O*. *nerka*, and *O*. *kisutch* for *O*. *mykiss*; and *Salmo trutta*, *Salvelinus alpinus*, and *O*. *mykiss* for *S*. *salar*.
(DOCX)

S1 Fig Phylogenetic distribution of PRDM9β paralogs in 12 salmonids, the northern pike (*Esox lucius*) and the European sea bass (*Dicentrarchus labrax*) as outgroup species. The phylogenetic tree was realized on the concatenated 3 exons of the SET domain, with 1,000 bootstrap replicates (values shown at nodes). To facilitate visualization, the branch of *D*. *labrax* is not drawn to scale. In column from left to right, (i) species; (ii) annotated paralog copy; (iii) Prdm9 copy status. The scale bar is in unit of substitution per site. The right panel shows the coding potential of each paralog and indicates the presence of substitutions in the catalytic tyrosines of the SET domain (Y276, Y341, and Y357). Canonical (full length) PRDM9 proteins contain 4 key domains: KRAB (encoded by 2 exons), SSXRD (encoded by 1 exon), SET (encoded by 3 exons), and the ZF array (encoded by 1 exon). Complete exons are shown in blue. Missing or truncated exons are shown in pink. Other regions of the protein (upstream of the KRAB domain, and between KRAB and SSXRD), are encoded by additional exons (not shown here), that are not conserved between α and β clades. All β copies have lost KRAB and SSXRD domains, and have substitutions in at least two of the 3 catalytic tyrosines of the SET domain. β copies are well conserved across all species (including in the ZF array), which indicates that these truncated PRDM9 homologs are under purifying selection, and hence that they have a function. The last column indicates indexes referring to the S1 Table with additional information on the corresponding copy. The data and codes underlying this figure can be found in https://doi.org/10.5281/zenodo.11083953.
(DOCX)

S2 Fig Chromosome position of the tandem duplicated PRDM9α a and b copies. Relative position and orientation of the **a** (in red) and **b** (in blue) tandem duplicated copies of the PRDM9α1.1 and 1.2 paralogs for each species. The chromosome/scaffold name on which the copy seats is shown. α1.1 and 1.2, which occur as single copies in some species, are also shown (in gray). The data underlying this figure can be found in S1 Table.
(DOCX)

S3 Fig Amino acid diversity in full-length and partial PRDM9 zinc fingers in *S*. *salar* and *O*. *mykiss*. Amino acid sequences of all unique zinc fingers found in alleles identified in *S*. *salar* PRDM9α1.a.2 and α2.2, and in *O*. *mykiss* PRDM9α1.a.1 and α2.2 (Figs 2A and S5). In bold colored boxes are indicated the 3 hypervariable DNA-binding residues. In red are reported the cysteine (C) and histidine (H) residues involved stabilizing the structure of the array. In blue are indicated the polymorphic residues compared to the consensus, outside the 3 amino acids in contact with DNA. In shaded gray are reported the synonym variations in respect to the consensus. The complementary information about the DNA sequences of all alleles identified is available in S1 Methods.
(DOCX)

S4 Fig Graphical view of PRDM9 paralogs. Cartoon showing the functional domains of PRDM9 paralogs analyzed in this study. The amino acid sequences were obtained from the reference genome and analyzed using previously described methodology [144]. α1 copies and the *O*. *mykiss* α2.2 copy possess a complete KRAB domain, and we refer to these copies as canonical PRDM9. *S*. *salar* α2.2 copy possess a partial KRAB domain, and we refer to this copy as truncated PRDM9. All 4 copies present the 3 catalytic tyrosine residues in the SET domain, required for methyltransferase activity.
(DOCX)

S5 Fig PRDM9α2.2 zinc finger allelic diversity in *S*. *salar* and *O*. *mykiss*. (**A**) Structure of PRDM9 zinc finger arrays of identified alleles in *S*. *salar* PRDM9α2.2 and *O*. *mykiss* PRDM9α2.2. Colored boxes represent unique zinc fingers, characterized by the 3 amino acids in contact with DNA (3-letter code). Additional variations relative to a reference sequence are indicated between brackets. A white star indicates the zinc fingers missing one amino acid residue (27 a.a. instead of 28). The complete zinc finger amino-acid sequences are shown in S3B Fig. Frequencies of the alleles displayed on panel A among the 20 *S*. *salar* and 20 *O*. *mykiss* individuals that were genotyped for PRDM9. (**C**) Distribution of amino acid diversity among all unique zinc fingers found in alleles displayed on panel A, following previously described methodology [19]. The amino acid diversity is plotted as a function of amino acid position in the ZF alignment, ranging from position 1 to position 28 (first and last residues) of a ZF unit. The ratio of amino acid diversity at DNA-binding residues of the ZF array (−1, 2, 3, and 6), indicated as r, is shown in the upper box. The data underlying this figure can be found in https://doi.org/10.5281/zenodo.11083953 and in S7 Table.
(DOCX)

S6 Fig Meiotic DSB hotspots features in *O*. *mykiss*. (**A**) Average profile of DMC1 ChIP-seq ssDNA fragments orientation (fragments per million, FPM) in TAC-1, TAC-3, and RT-52 testes, at DSB hotspots detected in TAC-1, TAC-3, and RT-52. The profile from each experiment performed is shown (2 replicates/sample). Signal mapped on the forward strand is depicted in blue, signal aligned to the reverse strand is shown in green, as shown in the cartoon on top of the panel. (**B**) Upset plot showing intersections between DSB hotspots from TAC-1 (*n* = 616), TAC-3 (*n* = 209), and RT-52 (*n* = 1,924). (**C**) DMC1 ChIP-seq signal fold enrichment (scaled by the average signal in intergenic regions) at multiple genomic features. TSS inside and outside CGIs are highlighted in purple and turquoise, respectively. The data and codes underlying this figure can be found in https://doi.org/10.5281/zenodo.11083953 and https://zenodo.org/records/14198863.
(DOCX)

S7 Fig Distribution of DSB hotspots along chromosomes in *O*. *mykiss*. (**A**) Distribution of DSB hotspots from TAC-1, TAC-3, and RT-52 along chromosomes (paces of 1/30 of chromosome length). (**B**) Average profile and heatmap of DMC1 ChIP-seq ssDNA fragments orientation (fragments per million, FPM) in TAC-1, TAC-3, and RT-52 testes, at DSB hotspots shared by pairs of samples. Shared DMC1 peaks: TAC-1 intersecting RT-52 (*n* = 167), TAC-1 intersecting TAC-3 (*n* = 55), and RT-52 intersecting TAC-3 (*n* = 42). The plots depict one replicate for each experiment performed (replicate 1). Signal mapped on the forward strand is depicted in blue, signal aligned to the reverse strand is shown in green. The data and codes underlying this figure can be found in https://doi.org/10.5281/zenodo.11083953 and https://zenodo.org/records/14198863.
(DOCX)

S8 Fig Histone modification signal at H3K4me3 peaks and at DSB hotspots. (**A**) Average profile and heatmap of H3K36me3 ChIP-seq signal in TAC-1 (blue) and TAC-3 (green) testes, at H3K4me3 peaks detected in brain (Aqua-FAANG). (**B**) Average profile and heatmap of H3K4me3 (left) and H3K36me3 (right) ChIP-seq signal in TAC-1 testes, at DSB hotspots detected in TAC-1 (blue), TAC-3 (cyan), and RT-52 (yellow). (**C**) Average profile and heatmap of H3K4me3 (left) and H3K36me3 (right) ChIP-seq signal in TAC-3 testes, at DSB hotspots detected in TAC-1 (blue), TAC-3 (cyan), and RT-52 (yellow). The data underlying this figure can be found in https://doi.org/10.5281/zenodo.11083953.
(DOCX)

S9 Fig Correlation of H3K4me3 and H3K36me3 signal at RT-52 hotspots. (**A**) Scatterplots showing H3K4me3 and H3K36me3 ChIP-seq signal in TAC-1 and TAC-3 testes, at RT-52 DSB hotspots. (**B**) Left panels, scatterplots representing H3K4me3 (top) or H3K36me3 (bottom) ChIP-seq signal in TAC-1 and TAC-3 testes, at RT-52 DSB hotspots. Right panels, numbers of RT-52 hotspots with H3K4me3 (top) or H3K36me3 (bottom) ChIP-seq signal under or above 1 in TAC-1 and TAC-3. Chi-square test of homogeneity. The data underlying this figure can be found in https://doi.org/10.5281/zenodo.11083953.
(DOCX)

S10 Fig Broad scale recombination rate variations along the genome. Recombination rates were averaged into percentiles of chromosome length and scaled by the genomic mean for (**A**) *O*. *kisutch* (in orange), *O*. *mykiss* (in green), and *S*. *salar* (in blue, only the NS population is shown); and (**B**) *D*. *labrax* (in red) and the three-spined stickleback *Gasterosteus aculeatus* (in black, data from [61]). The data and codes underlying this figure can be found in https://doi.org/10.5281/zenodo.11083953.
(DOCX)

S11 Fig Fine-scale recombination landscapes of *O*. *kisutch* (in orange), *O*. *mykiss* (in green), and *S*. *salar* (in blue, only the NS population is shown), with recombination rates smoothed in 2 kb sliding windows. The data and codes underlying this figure can be found in https://doi.org/10.5281/zenodo.11083953.
(DOCX)

S12 Fig Proportion of recombination according to proportion of the genome for *O*. *kisutch* (orange), *O*. *mykiss* (green), *S*. *salar* (shades of blue), and *D*. *labrax* (gold). The data and codes underlying this figure can be found in https://doi.org/10.5281/zenodo.11083953.
(DOCX)

S13 Fig Proportion of hotspots (in %) according to raw hotspot size. Hotspots were defined as consecutives windows of 2 adjacent SNPs in which the recombination rate is at least 5-fold higher than the 50 kb flanking regions. The data and codes underlying this figure can be found in https://doi.org/10.5281/zenodo.11083953.
(DOCX)

S14 Fig Comparison between the LD-based recombination landscape and the ChIP-Seq DMC1 map of the rainbow trout *O*. *mykiss*. (**A**) Venn diagram showing the percentage of shared peaks between the ChIP-Seq peaks of the pooled samples (in brown) and the LD-based hotspots (in green). The percentage has been calculated using the number of DMC1 peaks as the denominator. (**B**) Random expected (blue) and observed values (orange) of shared peaks between LD and ChIP-Seq maps. (**C**) Recombination rates *⍴* in the syntenic location of the ChIP-Seq peaks, in the LD hotspots, in the shared ChIP-Seq and LD windows (i.e., 116 ChIP-Seq peaks shared with LD hotspots) and in the background landscapes (i.e., the genomic windows not containing neither a LD hotspot nor a ChIP-Seq peak). The data and codes underlying this figure can be found in https://doi.org/10.5281/zenodo.11083953.
(DOCX)

S15 Fig Broad scale variation in genomic variables according to recombination rates. (**A**) SNP density (per kb). (**B**) GC-content. (**C**) TE density (per 100 kb). Recombination rates, SNP density GC-content, and TE density were averaged in 100 kb sliding windows. Significance *p*-value of Spearman’s rank test <0.05 are indicated by an asterisk in panels. The vertical dashed line is the mean recombination rates and the horizontal dashed line is the mean y variable. The data and codes underlying this figure can be found in https://doi.org/10.5281/zenodo.11083953.
(DOCX)

S16 Fig Genetic diversity and base composition at recombination hotspots. (**A**) SNPs density (per kb) and (**B**) GC content, according to distance to the nearest recombination hotspots. SNP density, GC-content, and recombination rates were averaged in 2 kb windows. Colored (orange, green, and blue) dashed lines show the mean of the y variable at hotspots of the corresponding populations, the black dashed line is the genomic mean (outside hotspots). Loess curves are shown for a span of 0.5. The data and codes underlying this figure can be found in https://doi.org/10.5281/zenodo.11083953.
(DOCX)

S17 Fig Average recombination rates in TEs families. Tc1-mariner, a family of LTR, is shown. The data and codes underlying this figure can be found in https://doi.org/10.5281/zenodo.11083953.
(DOCX)

S18 Fig Inter- and intra-chromosome variation in recombination rates in residual tetraploid chromosomes. (**A**) Averaged recombination rate per chromosome. Gray bars indicate chromosomes without residual tetrasomic regions (2N), and yellow bars indicate chromosomes with residual tetrasomic regions (4N) in the 5 *Oncorhynchus* and *Salmo* populations. Gray dashed lines represent the genome averaged recombination rates of the 2N chromosomes, and the yellow line in the 4N chromosomes. Recombination rates are significantly higher in 4N chromosomes compared to 2N chromosomes (Student test, t(13.258) = −3.9404, *p* < 0.05) in *O*. *mykiss* population, but not in *O*. *kisutch* (Student test, t(25.867) = −0.88786, *p* > 0.05) neither in *S*. *salar* populations (Student test, t(23.519) = −0.0026857, *p* > 0.05 for GP, t(20.99) = −2.2572, *p* < 0.05 for BS and t(19.677) = −1.9741, *p* = 0.06258 for NS). (**B**) Recombination rates along the genome. Recombination rates were averaged into percentiles of chromosome length and scaled by the genomic mean. Same color as panel A. The data and codes underlying this figure can be found in https://doi.org/10.5281/zenodo.11083953.
(DOCX)

S19 Fig Recombination rates at genomic features in residual tetraploid chromosomes. (**A**) Fold recombination rates (scaled by the average recombination rate at 50 kb from the nearest feature) according to distance to the nearest promoter-like features (i.e., TSS overlapping or not a CGI). Recombination rates in chromosomes not containing residual tetraploid regions are shown by the continuous line and by the dashed line for the 4N chromosomes. (**B**) Fold recombination rates (scaled by the average recombination rates in intergenic regions) in genomic features, in 2N (gray) and 4N (yellow) chromosomes. The horizontal line shows the intergenic recombination level. TSS and TES were defined as the first and last positions of genes. CGIs were mapped with EMBOSS using CpGoe > 0.6 and GC > 0. The data and codes underlying this figure can be found in https://doi.org/10.5281/zenodo.11083953.
(DOCX)

S20 Fig Significance of hotspots sharing between closely related populations. Random expectations (blue) and observed values (orange) of shared hotspots between (**A**) *O*. *kisutch* and *O*. *mykiss*; between *S*. *salar* populations (**B**) GP and BS; (**C**) GP and NS; and between (**D**) BS and NS. Shared hotspots were defined as 2 kb hotspots overlapping by at least 1 bp. Percent shared is calculated using the number of hotspots in the species/population with fewer hotspots as the denominator. The expected distribution of shared hotspots has been obtained from 1,000 pairwise comparisons of random spot. The data and codes underlying this figure can be found in https://doi.org/10.5281/zenodo.11083953.
(DOCX)

S21 Fig Pairwise comparison of 100 kb smoothed recombination maps between *S*. *salar* populations. (**A**) Comparison between GP and BS populations. (**B**) Comparison between GP and NS populations. (**C**) Comparison between BS and NS populations. Spearman’s rank test *p*-value <0.05. Loess curves are shown for a span of 0.7. The data and codes underlying this figure can be found in https://doi.org/10.5281/zenodo.11083953.
(DOCX)

S22 Fig DSB and LD hotspots are enriched in PRDM9 allele-specific motifs. Frequency of sequences with at least one hit for PRDM9 allele 1 (left) and allele 2 (right) motifs at allele 1 and allele 2 sites, RT-52, TAC-1 and TAC-3 DSB hotspots, LD-hotspots and control sites. Fold enrichment relative to the control sites is shown on top of each column. The associated *p*-values indicate significant differences in fold enrichment relative to the control (Fisher exact test). “NS” indicates not significant (*p* > 0.05). The data and codes underlying this figure can be found in https://doi.org/10.5281/zenodo.11083953.
(DOCX)

S23 Fig DSB and LD-based hotspots are enriched in PRDM9 allele-specific motifs. Positional distribution of hits for *Prdm9* allele 1 (pink) and allele 2 motifs (green) in RT-52, TAC-1, TAC-3 DSB hotspots, LD stronger hotspots (*n* = 5,000) and control sites (*n* = 5,000). The distribution is shown from the center of the sequence with a range of ±2.5 kb for the DSB hotspots and the control sites. The LD hotspots were centered on the SNP interval showing the highest recombination rate (*ρ*/bp) and the distribution extends up to 7.5 kb from the refined center. The signal is smoothed by weighted moving average and hits were calculated either in a 750 bp window for the LD hotpots and in a 250 bp window for all other sequences. The statistical significance of motif enrichment, adjusted for multiple tests, is shown (one-tail binomial test). “ns” indicates non-significant enrichment (*p* > 0.05). The data underlying this figure can be found in https://doi.org/10.5281/zenodo.11083953.
(DOCX)

S24 Fig Motifs enrichment at population-specific and shared recombination hotspots in *S*. *salar* populations. (**A**) Average recombination rate in motifs found enriched at hotspot. Yellow boxes show motifs found in at least 5% of hotspots showing 2-fold enrichment compared to the control set of random spots. (**B**) Average recombination rate in hotspots containing the retained motifs from panel A (with the corresponding motifs shown) compared to hotspots not containing the retained motifs. Significant Student’s tests are indicated (***, *p*-value <0.05). (**C**) Percentage of hotspots containing the retained motifs shown in yellow. The data and codes underlying this figure can be found in https://doi.org/10.5281/zenodo.11083953.
(DOCX)

S25 Fig Genome wide distribution of PRDM9α motifs along chromosomes in *O*. *mykiss*. (**A**) Distribution of PRDM9^1^ (*n* = 68,047) and PRDM9^2^ (*n* = 59,986) motifs in rainbow trout genome along chromosomes (paces of 1/30 of chromosome length). (**B**) Distribution of motifs enriched in the shared hotspots between the BS and NS populations of the Atlantic salmon (*n* = 936).
(DOCX)

S26 Fig Histology and immunostaining of trout gonads. (**A**) Hematoxylin-eosin-stained histological sections of testes from *O*. *mykiss* samples used in this study. In TAC-1, TAC-3 and RT-52 the seminiferous tubules were filled with round cells, mostly primary spermatocytes (Sc), some spermatids (ST), few spermatogonia (Sg), and almost no mature spermatozoa visible (Sz). For meiotic cells, between brackets is indicated the substage of prophase I: leptotene (L), zygotene (Z), diplotene (D), and diakinesis (DK). Scale bars are 20 μm. (**B**) Immunofluorescence of SYCP3, SMC3, and DMC1 in testes sections from a stage III *O*. *mykiss* sample not used for ChIP in this study. Scale bars are 10 μm.
(DOCX)

S27 Fig Sample location. The 20 individuals of *O*. *kisutch* were samples in the Columbia River (in orange) [118], the 22 samples of *O*. *mykiss* come from North America rivers (in green) [119], and the 60 individuals of *S*. *salar* were sampled in Canada and Norway [120]. Based on population structure analysis, we subdivided the Atlantic salmon samples into 3 populations (in shades of blue): Gaspesie-Anticosti (GP), Barents sea (BS), and North sea (NS). The basemap shapefile used in this figure was derived from the CIA World DataBank II, accessed via the mapdata package in R.
(DOCX)

S28 Fig Pairwise correlation between the 5 independent runs of LDhelmet. Spearman’s rank correlation matrix for the 5 populations, *p*-value <0.05. The data and codes underlying this figure can be found in https://doi.org/10.5281/zenodo.11083953.
(DOCX)

S29 Fig Patterns of population recombination rate variation controlled for sequencing coverage. (**A**) Average population recombination rate; (**B**) average hotspot density; and (**C**) average population recombination rate in hotspots, according to average sequencing coverage. Student *t* test *p*-values and Cohen’s D coefficient are shown in A, B, and C. (**D**) Fold recombination rates (scaled by the average recombination rate at 50 kb from the nearest feature) according to the distance to the nearest TSS (overlapping or not with a CGI) shown in color, and to the mean depth (shown by the line type). (**E**) Fold recombination rates (scaled by the average recombination rates in intergenic regions); and (**F**) hotspot density at the indicated genomic features according to the mean coverage shown in color. TSS and TES were defined as the first and last positions of each gene. CGIs were mapped using EMBOSS with CpGoe > 0.6 and GC > 0. “High” sequencing coverage corresponds to the half of the recombination map with the highest depth and “low” sequencing coverage corresponds to the half of the recombination map with the lowest depth. Only the NS population of *S*. *salar* is shown. The data and codes underlying this figure can be found in https://doi.org/10.5281/zenodo.11083953.
(DOCX)

S30 Fig Hotspot sharing between populations controlled for sequencing coverage. Fold recombination rates around hotspots and at orthologous loci in the 2 taxa, for the 2 *Oncorhynchus* species (**A** and **B**), the American (GP population) and European (BS and NS populations) *S*. *salar* lineages (**D** and **E**), and between the 2 closely related European *S*. *salar* populations (BS and NS) (**G** and **H**), according to the mean coverage shown in panels. Random expectations (blue) and observed values (orange) of shared hotspots between (**C**) *O*. *kisutch* and *O*. *mykiss*; between *S*. *salar* populations (**F**) GP and BS; (**I**) BS and NS, according to the mean coverage shown in panels. Shared hotspots were defined as 2 kb hotspots overlapping by at least 1 bp. Percent shared is calculated using the number of hotspots in the population with fewer hotspots as the denominator. The expected distribution of shared hotspots has been obtained from 1,000 pairwise comparisons of random spots. “High” sequencing coverage corresponds to the half of the recombination map with the highest depth and “low” sequencing coverage corresponds to the half of the recombination map with the lowest depth. The data and codes underlying this figure can be found in https://doi.org/10.5281/zenodo.11083953.
(DOCX)

## Abbreviations

BS: Barents Sea
ChIP: chromatin immunoprecipitation
CO: crossover
DSB: double-strand break
GD: gene duplication
GP: Gaspesie Peninsula
IDR: irreproducible discovery rate
LD: linkage disequilibrium
MAC: minor allele count
NS: North Sea
SD: segmental duplication
SNP: single-nucleotide polymorphism
SRA: Sequence Read Archive
TE: transposable element
TES: transcription end site
TSS: transcription start site
WGD: whole genome duplication
ZF: zinc finger

# Supplementary material for: PRDM9 drives the location and rapid evolution of recombination hotspots in salmonid fish
**Source:** PLoS Biol. 2025 Jan 6;23(1):e3002950. doi: 10.1371/journal.pbio.3002950
**Supplement:** S1 Methods

**Supporting information**

# S1 Methods. Molecular, genomic and population genetics methods.

## Phylogenetic analysis of PRDM9 paralogs across Salmonids

We investigated the presence of a complete PRDM9 protein in twelve species from the three salmonid subfamilies (Coregoninae, Thymallinae, Salmoninae). We deduced a reference protein sequence for the three canonical domains of PRDM9 in the coho salmon: KRAB (encoded by 2 exons), SSXRD (1 exon) and SET (3 exons). This was obtained from a nearly full-length CDS annotated in the RefSeq database (XP_020359152.1), complemented in its 3’ end using a cDNA identified in a brain RNAseq dataset sequenced with PacBio long reads (SRR10185924.264665.1). The nucleotide sequence of the 6 exons was retrieved as the best tblastn (1) hit of the protein sequence against the *O. kisutch* reference genome. This reference sequence was subsequently used to identify PRDM9 homologs in the whole genome assembly of the lake whitefish (*Coregonus clupeaformis*, assembly ASM2061545v1, RefSeq accession number GCF_020615455.1), the European grayling (*Thymallus thymallus*, fThyThy.pri.20220222, GenBank accession number GCA_023634145.1), the huchen (*Hucho hucho*, ASM331708v1, GCA_003317085.1), the coho salmon (*O. kisutch*, Okis_V2, GCF_002021735.2), the rainbow trout (*O. mykiss*, Omyk_1.0, GCF_002163495.1 and OmykA_1.1, GCF_013265735.2), the chinook salmon (*O. tschawytscha*, Otsh_v2.0, GCF_018296145.1), the chum salmon (*O. keta*, Oket_V2, GCF_023373465.1), the red salmon (*O. nerka*, Oner_1.1, GCF_006149115.2), the pink salmon (*O. gorbuscha*, OgorEven_v1.0, GCF_021184085.1), the Atlantic salmon (*S. salar*, Ssal_v3.1, GCF_905237065.1), the brown trout (*S. trutta*, fSalTru1.2, GCA_901001165.2), the lake trout (*Salvelinus namaycush*, GCF_016432855.1), as well as a closely related outgroup, the northern pike (*Esox lucius*, fEsoLuc1.pri, GCF_011004845, Esocidae), and the sea bass (*Dicentrarchus labrax*, dlabrax2021, GCF_905237075.1). The six exons were independently blasted to the 14 assemblies with both blastn and tblastn allowing multiple hits. We filtered out copies containing only one of the six exons. We used annotated *Prdm* family genes from the human (GRCh38.p14, GCF_000001405.40) and mouse (GRCm39, GCF_000001635.27) Ensembl genomes to remove non-*Prdm9* copies. Retained exons were aligned separately using Macse (v2.06) (2), a program of coding sequence alignment simultaneously accounting for the nucleotide and amino-acid levels, thus potentially allowing for the inclusion of frameshifts and stop codons. The alignments were manually examined and edited before concatenating exons of the same copy using Amas concat (3). Salmonids have undergone two recent whole duplication (WGD) events that occurred in the common ancestor of teleosts (Ts3R, c.a. 320 Mya) and salmonids (Ss4R, c.a. 90 Mya) respectively (4-6). Consequently, their chromosomes appeared as duplicate pairs referred to as ohnolog chromosomes, derived from the same ancestral chromosome. We therefore retrieved the chromosomal locations of the retained copies in order to trace the evolutionary history of Prdm9 duplications. A maximum-likelihood phylogeny of the three canonical domains was built using IQ-TREE (7) based on amino-acid alignments, using ultrafast bootstrap with 1000 replicates. In order to identify functional *Prdm9* copies with sequence orthology to the 10 exons found in human and mouse (8), we finally predicted the gene structure of each copy surrounded by its 10 kb flanking regions using Genewise (v2.4.1) (9). We selected representative paralogous sequences across the obtained PRDM9 phylogenetic tree (accession number: XP_036826454.1, XP_055786392.1, XP_014035317.2, XP_055791730.1, XP_036838644.1) to perform a sequence similarity-based annotation of the copies in each species.

## Analysis of PRDM9 ZF diversity in rainbow trout and Atlantic salmon

### Samples used for Prdm9α Zinc Finger Array genotyping

We characterized the allelic diversity of the ZF array domain of *Prdm9*α in two species: *S. salar* and *O. mykiss*. We focused on *Prdm9α*, as *Prdm9β* orthologs in teleost fish were previously shown to lack KRAB and SSXRD domains, to have a slowly evolving ZF array and to carry a presumably inactive SET domain (10). We used wild Atlantic salmon (*S. salar*) samples from Normandy (France) that were biopsied with caudal fin clips during routine monitoring and stored in ethanol at -20°C. Samples were kindly provided by Guillaume Evanno (INRAE). We also analyzed rainbow trout (*O. mykiss*) samples of unknown genetic origin that came from a population acquired by the INRAE in the 1990s and selectively bred for fall spawning (ID: INRA-AUT) at an INRAE experimental fish farm (PEIMA). Trout samples were generously supplied by Jean-Jacques Lareyre (INRAE). Genomic DNA was extracted from fin clips using the Qiagen DNeasy Blood & Tissue kit following the manufacturer's instructions. DNA concentration and purity were measured with a Nanodrop-1000 Spectrophotometer (Thermo Fisher Scientific), and quality was assessed via agarose gel electrophoresis. 10 ng/μl working dilutions were prepared and stored at -20 °C.

### Amplification and sequencing of Prdm9α Zinc Finger Array

We inferred the expression levels of multiple *Prdm9α* paralogs in immature testes from both genera, *Salmo* and *Oncorhynchus*, using publicly available RNA-seq data from SRA. Specifically, we analyzed data from two samples in *S. salar* (SRR1422872 and SRR9593306) two samples in *O. kisutch* (SRR8177981 and SRR2157188), and one sample in *O. mykiss* (SRR5657606). Our analysis revealed high expression of two distinct *Prdm9α* paralogs in both genera, which were previously identified in the phylogenetic analysis. Namely, we then sequenced *Prdm9α* paralog *α1.a.2* (full length, chromosome 5, n=26) and *α2.2* (partial, chromosome 17, n=20) in *S. salar*, and *Prdm9α* paralog *α1.a.1* (full length, chromosome 31, n=23) and *α2.2* (full length, chromosome 7, n=20) in *O. mykiss*. The complete list of samples used in this study is available in **S7 Table**.

Primers were designed using NCBI Primer Blast, ensuring specificity against the reference assemblies (*S.salar* ICSASG_v2 and *O. mykiss* USDA_OmykA_1.1). They targeted the ZF sequence encoded in the last exon of the gene, framed by the flanking arms of the array, avoiding any specificity of the paralogous loci. The primers were synthetized by Eurofins Genomics (Ebersberg, Germany). For primers sequences refer to **S8** **Table**.

PCR reactions were carried out in 25 μl volume containing 1X Phusion HF buffer, 200 µM dNTPs, 0.5 µM forward primer, 0.5 µM reverse primer, 3% DMSO, 2.5-10 ng of template and 0.5 units of Phusion Polymerase (NEB). Cycling conditions were: initial denaturation at 98 °C for 2 min followed by 35 cycles of 98 °C 10 s, 66-70 °C 30 s, 72 °C 1:30 min, a final elongation at 72 °C 3 min, and hold at 10 °C in a C1000 Cycler (Bio-Rad). PCR products were inspected on a 1% agarose gel stained with 0.5 μg/ml ethidium bromide. Samples were re-amplified if the amplification was not efficient or in case smearing was observed. Samples showing a single size amplicon, were purified using the NucleoSpin Gel and PCR clean-up kit (Machery-Nagel) and Sanger sequenced in 5’ and 3’ direction. Samples showing two different length alleles were separated by electrophoresis, each single band was purified and cloned using the TOPO Blunt cloning kit (Invitrogen). The ligated vector was then transformed into OneShotTop10 chemically competent cells (Invitrogen), following the manufacturer’s instructions. At least 4 clones per amplicon were purified using the QIAprep Spin Miniprep Kit (Qiagen) and they were Sanger sequenced either using the same primers used to sequence the PCR products or, plasmid specific primers M13 forward and reverse. When Sanger sequencing revealed heterozygosity in the chromatograms from single-sized PCR product, the remaining amplicon was cloned and sequenced as just described for heterozygous samples. All the sequencing was conducted by Azenta-GeneWiz (Leipzig, Germany).

### Allelic diversity analysis

The sequencing results were processed as follows. Forward and reverse reads were *de-novo* assembled to generate contigs and each contig was aligned to the reference ZF array using SnapGene software (versions 5.1.4.1 - 5.2.3). Each contig was translated either using SnapGene, or ExPaSy Translate tool (https://web.expasy.org/translate/) and the single letter amino acid sequence corresponding to each ZF array was recorded, this allowed us to categorize individual PRDM9α alleles. All ZF arrays were annotated such that they matched a C2H2 ZF motif: X7-CXXC-X12-HXXXH, where X is any amino acid, C indicates the cysteines and H the histidine residues. We reported a new allele whenever a single variation in the array at the level of the amino acid sequence was found. DNA sequences for each allele were aligned to create a consensus sequence.

We then determined the proportion of amino acid diversity at DNA-binding residues of the ZF array (positions -1, 2, 3, and 6 of the α-helix) as in (10, 11). The ZF arrays were adapted to match the following motif for the alignment: X2-CXXC-X12-HXXXH-X5. Briefly, we calculated the amino acid diversity as a function of amino acid position in the ZFs array. A single ZF array was analyzed for each paralog by pooling all ZF types identified, except for the partial ZFs (of type X2-CXXC-X12-H-X9). The diversity plots were generated by plotting the heterozygosity values reported at each site of the ZF array. We calculated the proportion of the total amino acid diversity (r) at DNA-binding sites as the sum of heterozygosity at DNA-binding residues over the sum of heterozygosity at all 28 residues of the array.

## Identification of DSB hotspots using ChIP-Seq in the rainbow trout

### Samples used for ChIP-seq experiments

We investigated the genome-wide distribution of DMC1-bound ssDNA in *O. mykiss* testes by chromatin-immunoprecipitation (ChIP) followed by ssDNA enrichment (DMC1-Single Strand DNA Sequencing, DMC1-SSDS). We chose three rainbow trout individuals from the pool of samples previously used for characterizing PRDM9 ZF diversity. We assessed the gonadal stage of the samples, selecting those at an optimal meiotic stage for further analysis. Male gonads were excised, with the majority immediately snap-frozen in liquid nitrogen and stored at -80°C for subsequent processing. A smaller portion was fixed in Bouin’s solution, dehydrated through increasingly concentrated ethanol solutions and finally imbedded in paraplast. 7 µm-thick tissue sections were stained with hematoxylin/eosin staining solutions (Diapath) and mounted using the afcolene mounting medium. The stage of the gonadal maturation was determined from macroscopic and histological observations of the gonads and gonadal sections, respectively, according to (12). In testes at stage I, only undifferentiated A spermatogonia are observed. In stage II testes, testicular lobules become organized and many B spermatogonia are present in addition to A spermatogonia. Testes at stages III and IV increase in size and contain an increasing number of primary spermatocytes including leptotene, zygotene, and pachytene spermatocytes. Few spermatids appear concomitantly. Testes at stages V to VI continue to grow and become whitish due the rapid increasing accumulation of spermatids and spermatozoa, respectively. At stage VII, the collector tube becomes dilated and fills will sperm. At stage VIII, testes reach their maximum size and only spermatozoa are observed in the lumen of the testicular lobules (spermiation). To validate the presence of meiotic cells in stage III testes, immunostaining against SYCP3, SMC3 and DMC1 was carried out on tissue sections (S26 Fig). We used testes at stages III and IV to perform the chromatin immunoprecipitation experiments. We thus selected three individuals with different *Prdm9* genotypes (TAC-1: *Prdm9^1/5^*, stage III; TAC-3: *Prdm9^2/6^*, stage III; and RT-52: *Prdm9^1/2^*, stage IV), enabling the comparison of DSB hotspots between individuals sharing or not sharing a *Prdm9* allele.

##

### Antibodies

Antibodies against DMC1 were from Yukiko Imai (NIG). Briefly, the antibodies were raised by immunizing two rabbits and one guinea pig with a His-tagged recombinant protein of *Danio rerio* Dmc1, corresponding to amino-acid residues 7-220 (UniProt ID: B3DIR0). Dmc1 polyclonal serum was then affinity-purified by using CNBr Activated Sepharose™ 4B (Cytiva) conjugated with the Dmc1 recombinant protein. The obtained rabbit1, rabbit2 and guinea pig anti-Dmc1, were tested by western blot on protein extracts from trout testes (result not shown) to select the most specific one. For DMC1 ChIP, we used either rabbit1 or guinea pig anti-Dmc1, for H3K4me3 ChIP we used rabbit anti-H3K4me3 (Abcam, ab8580) and for H3K36me3 ChIP we used rabbit anti-H3K36me3 (Diagenode, Premium, C15410192).

### Immunostaining

The gonads were dissected from a *O. mykiss* individual, fixed in 4% paraformaldehyde, and cut into 7 μm thick cryosections. Slides were deparaffinized, rehydrated, processed for antigen retrieval by heating for 20 min at 98 °C in 10mM Sodium Citrate, 0.05% Tween 20, pH 6.0 (13), then rinsed in PBS. Immunostaining was performed as previously described (14), using a BSA-based blocking buffer (2% BSA in 1X PBS). Antibodies used were rabbit anti-SYCP3 (Abcam, ab15093) at 1:100 dilution, rabbit anti-SMC3 (Abcam, ab9263) at 1:100 dilution, and rabbit anti-Dmc1 (Yukiko Imai, rabbit1) at 1:200 dilution. All incubations with primary antibodies were performed overnight at room temperature. Secondary antibody was goat anti-rabbit AF555 (Abcam, ab150086), used at 1:200 dilution and incubated for 2 hours at room temperature. Nuclei were labelled with DAPI (4′-6-Diamidino-2-phenylindole, 1 µg/ml) for 5 minutes and cells were analyzed by fluorescence microscopy. Widefield images were acquired using a Zeiss Axioimager apotome microscope with a 63X Plan Apochromat 1.4 NA oil objective and a Zeiss CCD AxioCam MRm 1.4 MP monochrome camera (1388 x 1040 pixels, 6.45μm pixel size).

### Chromatin immunoprecipitation

We conducted crosslink ChIP experiments for H3K4me3 and H3K36me3 using protocols described (15, 16), with some adjustments. Briefly, a portion of frozen tissue (20-25 mg) was immediately immersed in PBS, 1% formaldehyde for 10 min at room temperature. After quenching the unbound PFA by addition of glycine to a final concentration of 250mM, the tissue was transferred in PBS for homogenization with a 2 ml glass dounce and the cell suspension was filtered with a 40μm cell strainer (Falcon). Cells were washed twice in buffer A (10mM Tris-HCl pH 8.0, 10mM KCl, 0.25% Triton X-100, 1mM EDTA, 0.5mM EGTA, 1x cOmplete protease inhibitor cocktail EDTA-free (Roche)) for 5 min on ice. After spinning, cells were washed once in buffer B (10mM Tris-HCl pH 8.0, 200mM NaCl, 1mM EDTA, 0.5mM EGTA, 1x cOmplete) for 10 min on ice. After incubation and spinning, cells were lysed in 1% SDS, 10mM EDTA, 50mM Tris-HCl pH 8.0, 1x cOmplete for 30 min at 4°C on a rotating wheel. Sonication was performed on a Bioruptor UCD-300 sonicator (Diagenode) with the following conditions: 30 sec ON, 30 sec OFF, High power, 4x10 Cycles. Chromatin was diluted ten folds in IP dilution buffer: 5mM Tris-HCl pH 8.0, 140mM NaCl, 0.5% Triton X-100, 0.05% sodium deoxycholate, 0.5mM EGTA and one ml of chromatin was pre-cleared with 20 μl of Dynabeads Protein A (Invitrogen) for 4 h at 4°C on a rotating wheel. In parallel, 20 μl of Dynabeads Protein A were incubated with 3 µg of the appropriate antibody for 5 h at 4°C on a rotating wheel. After incubation with antibodies, the beads were washed twice in PBS, 0.05% Tween 20, 0.1mM DTT for 5 min at 4°C on a rotating wheel, and then once in IP dilution buffer for 10 min at 4°C on a rotating wheel. After the pre-clear, one ml of chromatin was incubated with the beads-antibody complex overnight at 4°C on a rotating wheel. IPs were washed once on each of the following buffers: Wash 1 (10mM Tris-HCl pH 8, 150mM KCl, 0.50% NP40, 1 mM EDTA), Wash 2 (10mM Tris-HCl pH 8, 100mM NaCl, 0.10% sodium deoxycholate, 0.50% Triton X-100), Wash 3a (10mM Tris-HCl pH 8, 400mM NaCl, 0,10% sodium deoxycholate, 0.50% Triton X-100), Wash 3b (10mM Tris-HCl pH 8, 500mM NaCl, 0,10% sodium deoxycholate, 0.50% Triton X-100), Wash 4 (10mM Tris-HCl pH 8, 250mM LiCl, 0,50% sodium deoxycholate, 0.50% NP40, 1 mM EDTA), TE (10mM Tris-HCl pH 8, 1mM EDTA). DNA was eluted (and cross-linking reversed) by incubation at 65°C overnight in 50mM Tris-HCl pH 8, 1% SDS, 1mM EDTA. After treatments with RNAse A and proteinase K, DNA was purified with MinElute columns (Qiagen, 28004).

DMC1 ChIP experiments were executed following the methods previously outlined in (17) and (18). The chromatin was prepared from 150-200 mg of testes. Frozen tissue was fixated in PBS, 1% formaldehyde for 10 min at room temperature. Glycine was added to a final concentration of 125mM to quench unreacted PFA and the tissue was passed through a 7 ml dounce for homogenization. Single cell suspension was filtered passing it through a 70μm cell strainer (Falcon). Cells were washed once in PBS and after centrifugation, cells were resuspended in buffer L1 (10mM Tris-HCl pH 8.0, 10mM EDTA, 0.5mM EGTA, 0.25% Triton X-100, 1x cOmplete protease inhibitor cocktail EDTA-free (Roche)). After spinning, cells were resuspended in buffer L2 (10mM Tris-HCl pH 8.0, 200mM NaCl, 1mM EDTA, 0.5mM EGTA, 1x cOmplete). After centrifugation cells were resuspended in buffer L3 (1% SDS, 10mM EDTA, 50mM Tris-HCl pH 8.0, 1x cOmplete) and immediately sonicated on a Bioruptor UCD-300 sonicator with the following conditions: 15 sec ON, 45 sec OFF, High power, 15 Cycles. Sheared chromatin was diluted by adding one volume of ChIP dilution buffer: 16.7mM Tris-HCl pH 8.0, 167mM NaCl, 1.1% Triton X-100, 0.01% SDS, 1.2mM EDTA. The chromatin was dialyzed for 5 hours at 4°C using constant rotation prior incubation with antibodies. The chromatin was incubated overnight with 24μg of antibody at 4°C on a rotating wheel. 150 μl of Dynabeads Protein A were incubated with 3 ml of ChIP for 2 h at 4°C on a rotating wheel. IPs were washed once on each of the following buffers: Wash 1 (20mM Tris-HCl pH 8, 150mM NaCl, 1% Triton X-100, 0.1% SDS, 2mM EDTA), Wash 2 (20mM Tris-HCl pH 8, 500mM NaCl, 1% Triton X-100, 0.1% SDS, 2mM EDTA), Wash 3 (10mM Tris-HCl pH 8, 250mM LiCl, 1% Deoxycholic acid, 1% IGEPAL, 1mM EDTA). Two final washes in TE (10mM Tris-HCl pH 8, 1mM EDTA) and DNA elution by incubation at 65°C for 30 min in 100mM NaHCO3, 1% SDS. Beads were discarded and cross-linking was reversed by incubating at 65°C overnight in 200mM NaCl,100mM NaHCO3, 1% SDS. After treatment with proteinase K, DNA was purified with MinElute columns (Qiagen, 28004).

### Library preparation and sequencing

For histone modifications ChIP, standard library construction was performed according to the NEBNext Ultra II protocol for Illumina (NEB, E7645S-E7103S), with minor adjustments. All clean-up steps in the protocol were achieved though MinElute columns (Qiagen, 28004). For size selection, we performed agarose gel electrophoresis and DNA fragments within the range of 200 to 400 bp were excised from the gel and the DNA purified using MinElute columns (Qiagen, 28604). For DMC1 ChIP, library construction was performed following the Illumina TruSeq protocol (Illumina, IP-202-9001DOC), with the introduction of an extra step of kinetic enrichment as previously described (17, 18). The NovaSeq6000 platform (Illumina) with S4 flow cells was employed for sequencing the libraries, and all the sequencing procedures were carried out at Novogene Europe (Cambridge, United Kingdom).

### Computational Data Analysis

For all ChIP-seq experiments, paired-end reads were mapped to the USDA_OmykA_1.1 assembly. We analyzed histone modifications through the nf-core/chipseq v1.2.1 pipeline (19), accessible at https://github.com/nf-core/chipseq. The pipeline was executed using *Nextflow v20.10.0*. The sequencing reads were aligned to the reference genome with *BWA v0.7.17-r1188*. The pipeline filtered by default the mapped reads to retain only the non-duplicated and high-quality uniquely mapping reads. For both histone modifications, we normalized the signal based on the total read coverage and by subtracting the input using *bamCompare* function (*normalizeUsingRPKM*) of *deepTools* (20). Peak calling was performed using *MACS2 v2.2.7.1* (parameters: *--pvalue=1e-5 --narrow_peak --read_length=150 --macs_gsize 2.07E9*) on both replicates, and an input for each sample was provided. The peaks found within 1000 bp of one another were combined using *merge* function of *Bedtools* (21), and the mean of their scores was reported (parameters: -d 1000 -c 5 -o mean). We used the *computeMatrix* function of *deepTools* with *scale-regions* mode. We assessed the enrichment of the histone modifications at DMC1 peaks by using *deepTools computeMatrix*, *plotProfile* and *plotHeatmap* to compute and display average profiles and heatmaps (**S8** **Fig**) (parameters*: reference-point --referencePoint center -b 5000 -a 5000 --skipZeros --missingDataAsZero --scale 1*). Using the same parameters, we assessed the enrichment of H3K36me3 signal at H3K4me3 peaks in brain using the bed files produced in the context of the Aqua-FAANG project (https://www.aqua-faang.eu/). The peaks were processed by Bedtools *merge* and Bedtools *interstect* to allow meaningful comparison with our H3K4me3 data. Details regarding the overlapping strategies applied can be found in the "*Determination of Overlapping Peaks*" section. Subsequently, the bed files were subjected to analysis using *deeptools computeMatrix* and *deeptools plotHeatmap* to compute and visualize heatmaps.

The analysis of DMC1 ChIP-seq was performed as described (18), with some implementations (22). We used the *hotSSDS* pipeline (version 1.0), which is an adaptation of the original *SSDS* pipeline (https://github.com/kevbrick/SSDSnextflowPipeline) and the *SSDS call peaks* pipeline (https://github.com/kevbrick/callSSDSpeaks). The *hotSSDS* pipeline was customized and modified by Pauline Auffret (IFREMER) and Julie Clément (IHPE), and their version can be found at https://github.com/jajclement/hotSSDS. The pipeline was executed using *Nextflow 21.10.0*. Reads were mapped using the modified BWA algorithm (*BWA Right Align*), initially developed by (18) to align and recover ssDNA fragments, then improved (17). Aligned reads were filtered in order to retain only the non-duplicated and high-quality uniquely mapped reads. The signal was normalized by the library size, and then by the total type 1 ssDNA fragments. The peak calling was performed using *MACS2 v2.2.7.1* with relaxed conditions (parameters: *--pvalue=1e-2 --bw=1000 --nomodel --slocal=5000 --extsize=800*) on each of the two replicates, while an input control was provided. Peak calling was additionally performed on the pooled dataset, and on pseudo-replicates that were artificially generated by randomly subsampling half the reads twice from each replicate (self pseudo-reps), or from the pooled dataset (pooled pseudo-reps). Then Irreproducible Discovery Rate (*IDR*) analysis was performed as described (23) to allow the identification of highly reproducible peaks between the true replicates (with a threshold of 0.05), between the pooled pseudo-replicates (with a threshold of 0.01), or between self pseudo-replicates (with a threshold of 0.05), to assess the self-reproducibility. Final peak sets were created by picking up the top peaks from the dataset of origin, meaning all peaks having an *IDR* threshold inferior to 0.01 for pooled dataset, as recommended by the authors. The IDR peaks from the pooled dataset were processed using the script *normalizeStrengthByAdjacentRegions.pl* developed by (17). The script considers the distribution of ssDNA fragments to recenter the peaks by the median of the forward/reverse fragments distribution and outputs recentered and normalized peaks.

The final peaks were used to check the distribution of ssDNA type 1 signal at the DSB hotspots using *deepTools computeMatrix* and *deepTools plotHeatmap* (**S6 Fig**) (parameters: *reference-point --referencePoint center -b 2500 -a 2500 --skipZeros --missingDataAsZero --scale 1 --maxThreshold 15* for TAC-1 and *--maxThreshold 10* for TAC-3). Additionally, we computed the relative position of each DSB along its respective chromosome by utilizing the R package *dplyr* (**S7** **Fig**). As replicates were validated to be reproducible, we merged the normalized read distribution from each replicate (*i.e.* 2 bigwig files per sample) for further analyses by the *UCSC Genome Browser*’s utility.

### Correlation between read enrichments of histone modifications

To assess the correlation in signal distribution from histone ChIP between samples, we used the *multiBigwigSummary* function from *deepTools*. This tool computes summary statistics for multiple bigwig files, more specifically on signal intensity measured across specified genomic intervals. We thus calculated the correlation between H3K4me3 signal and H3K36me3 signal at RT-52 DMC1 peaks, the H3K4me3 signal in TAC-1 and TAC-3 samples at the RT-52 DSB hotspots and the correlation between H3K36me3 signal in TAC-1 and TAC-3 samples at the same regions (using read distribution bigwig files obtained for merged replicates). The statistical significance of the results was evaluated using the chi-square test, and scatterplots were generated using GraphPad Prism software (**S9 Fig**).

### Analysis of DMC1 ChIP-seq signal at genomic features

To investigate the DSB activity at various genomic features, we used the distribution of DMC1-SSDS read enrichment as a metric. The genomic features of interest were initially identified on the assembly Omyk_1.0, as described in section “*Recombination at genomic features*” below. We used *NCBI remap* tool to perform the liftover of the genomic regions on the assembly USDA_OmykA_1.1 (parameters: *--mode asm-asm --from GCF_002163495.1 --dest GCF_013265735.2 --annotation <bed file> --annot_out <bed file>*). Subsequently, we applied the functions *distanceToNearest* and *subsetByOverlaps* from the R package *GenomicRanges* (24), as detailed in the aforementioned section. The bedgraph files obtained from the DMC1-SSDS corresponding to read distribution for merged replicates were used to calculate the averaged read distribution within each genomic feature (**S6 Fig**).

### Determination of overlapping peaks

We used the *intersect* function of Bedtools to assess the overlaps between different features by the default options. For overlaps purposes, the central 400 bp of each DSB hotspot peak was used, as previously described (25) (**S6 Fig**). When comparing DMC1 peaks with H3K4me3 and H3K36me3, we used the central 400 bp of the hotspots and the full-length positions of the histone modifications. To determine the intersection with the transcription start/end sites, we defined the TSS and TES regions as, respectively the 5’ and the 3’ end of the transcripts from the RefSeq annotated genes ±1 kb (**S3 Table**). To identify the overlapping intervals between replicates and between samples when the IDR methodology was not applied (*i.e.* for H3K4me3 and H3K36me3 peaks), we used the tool with more stringent criteria (parameters: *-f 0.25 -r -u*) to retrieve reproducible peaks.

### Analysis of DSB hotspot annotation

To annotate the DSBs in relation to the RefSeq genome annotation, we employed the *annotatePeaks.pl* function from the *HOMER* suite, utilizing the *-gtf* option. For visualizing the results, we utilized a script adapted from the *hotSSDS-extra* pipeline (22) for further processing the results generated by the *hotSSDS* pipeline. This pipeline is designed to automate the computation and visualization of general statistical data related to the SSDS signal, and can be found at (https://github.com/jajclement/hotSSDS-extra). Specifically, we used the script named *plot_homer_annotatepeaks.r*, which was integrated in the *nf-core chipseq* *v1.2.1* pipeline, as described (19). This script takes the results of peak annotation to generate visual representations (**Fig 3D**).

## Reconstruction of population-based recombination landscapes in three salmonids (indirect estimation of recombination rates)

### Whole genome data

We collected high coverage whole-genome resequencing data from five natural populations of three salmon species from the SRA database to reconstruct population-based recombination landscapes, with approximately 20 samples per population as recommended (26). We retrieved 20 samples from the Southern British Columbia population of the coho salmon, *O. kisutch* (27), 22 rainbow trout (*O. mykiss)* samples from North East America (28), and 60 genomes from three populations of *S. salar* belonging the two major lineages in North America and Europe (29): 20 from the Gaspesie Peninsula in Canada (referred to as the GP population), 20 from the North Sea (NS population) and 20 from the Barents Sea in Norway (BS population). Sample accession number and location is detailed in **S10** **Table** and **S27** **Fig**.

### Variant Calling

Variant calling for *O. kisutch* was performed by (27). We followed the same methodology for variant calling and genotyping in *O. mykiss* and *S. salar*, using the GATK best-practice pipeline (> v3.8-0, see detailed versions of the programs used in **S11 Table**) (30, 31). First, we aligned individual paired-end reads against their reference genome (assembly and RefSeq accession number: *O. kisutch*: Okis_v1, GCF_002021735.1; *O. mykiss*: Omyk_1.0, GCF_002163495.1; *S. salar*: Ssal_v3.1, GCF_905237065.1) using bwa-mem (v0.7.17) (32), yielding an average depth coverage per sample of 29.54x, 24.87x and 9.97x for *O. kisutch*, *O. mykiss* and *S. salar*, respectively (**S4** **Table**). Among the multiple primary alignments generated per query sequences, we flagged shorter split hits as secondary with the *-M* option for Picard compatibility. Possible PCR duplicates were then marked with the Picard MarkDuplicates program (> v2.18.29, validation stringency parameter was set to lenient). All reads were assigned to a new read-group ID using Picard AddOrReplaceReadGroups. We called variants for each individual of *O. mykiss* and *S. salar* using HaplotypeCaller with allele-specific annotations, generating GVCF files (options *-G* *StandardAnnotation, -G AS_StandardAnnotation, -G StandardHCAnnotation*). After creating a GenomicsDB workspace (GenomicsDBImport), joint genotyping (GenotypeGVCFs, default settings) was completed by pooling all individuals for each species. A total of 9,590,270, 39,601,311 and 27,061,466 SNPs were called for *O. kisutch* (27), *O. mykiss* and *S. salar*, respectively.

Following genotyping, we removed variants within 5 bp of an indel with Bcftools filter (v 1.9; *-g 5*). We filtered low-quality SNPs with Vcftools (> v 0.1.16) (33). We excluded indels (*--remove-indel*), variants with more than 2 alleles (*--max-alleles 2, --min-alleles 2*), genotypes with quality scores < 20 (--minGP 20), and SNPs with >10% of missing values (*--max-missing 0.9*). For *S. salar*, the missingness threshold was set to 50% because of a higher rate of missing genotypes in this dataset. To control for poorly sequenced regions or duplicated loci, we kept only sites with a mean depth coverage falling within the 5–95% quantiles of the species’ distribution (*O. kisutch*: 13x-33x; *O. mykiss*: 7x-23x; *S. salar*: 2x-9x). We applied a Hardy-Weinberg test with a *p*-value threshold of 0.01 (*--hwe 0.01*), expecting to filter excess of heterozygosity due to hidden paralogy in particular within residual tetrasomic regions. We removed singletons by applying a MAC (minor allele count) filter with Vcftools (*--mac 2*). For *S. salar*, the Hardy-Weinberg and MAC filters were applied separately for each of the three populations. The filtering steps retrieved 7,205,269, 16,079,097 and 5,575,430 SNPs for *O. kisutch*, *O. mykiss* and *S. salar*, respectively (**S4** **Table**).

### Variant phasing and orientation

We used the read-based phasing approach in WhatsHap (> v0.18) (34) to identify phase blocks from paired-end reads overlapping neighboring individual heterozygous positions. Prephasing statistics calculated using Whatshap *stats* showed that 73.45% and 76.98% of the variants were physically phased for *O. kisutch* and *O. mykiss*. Due to the lower SNPs density and higher genotype missingness, the *S. salar* dataset was prephased for only 7.32% of its variants. Prephased blocks were then phased chromosome-wide using the statistical phasing approach in SHAPEIT4 (> v4.2.1) (35), default settings: phase-set error rate *--use-PS 0.0001* and MCMC iteration scheme *5b,1p,1b,1p,1b,1p,5m*), assuming a constant recombination rate of 3 cM/Mb (representative of average recombination rates in teleosts (36)) and using the effective population size estimated from the nucleotide diversity of each chromosome, which was calculated in 100 kb windows using Vcftools.

Ancestral allelic states were inferred for the set of variants of each species. Three outgroups were used for each species: *O. kisutch* variants were orientated using the reference genome of *O. mykiss*, the sockeye salmon *Oncorhynchus nerka* (assembly Oner_1.1, RefSeq accession number GCF_006149115.1) and the chinook salmon *Oncorhynchus tshawytscha* (Otsh_v1.0, GCF_002872995.1), *O. mykiss* with *O. kisutch*, *O. nerka* and *O. tschawytscha*, and *S. salar* with *O. mykiss*, the brown trout *Salmo trutta* (fSalTru1.2, GCA_901001165.2), and the arctic char *Salvelinus alpinus* (ASM291031v2, GCF_002910315.1). We retrieved 100bp-flanking sequences of each SNPs in the ingroup species with the *getfasta* function of Bedtools and used blastn to find their ortholog positions on the reference genome of each outgroup species, retaining only the best hits (*-outfmt 6, -max_target_seqs 1, -max_hsps 1*). The corresponding SNPs positions in the query sequences were retrieved using a custom rust script. Ancestral state probabilities were then inferred with the maximum likelihood method implemented in est-sfs (v2.04) (37), using the ingroup allele frequencies and the allelic states of the outgroups. Phylogenetic relationship between ingroup and outgroup species were taken into account (38) and the mean sequence identity scores computed with blastn: (((*O. kisutch, O. tshawytscha*), *O. nerka*), *O. mykiss*); (((*O. mykiss, O. tshawytscha*), *O. nerka*), *O. kisutch*); (((*S. salar, S. trutta*), *S. alpinus*), *O. mykiss*) (see **S13** **Table**). Est-sfs was run using the Kimura-2-parameter substitution model.

### Estimation of linkage disequilibrium-based recombination rates

We estimated population recombination rates *⍴* (*⍴*=4*N*_e_*r,* with *N*_e_ the effective population size and *r* the recombination rate in M/bp) with LDhelmet (v1.19) (39) for the five populations of *O. kisutch*, *O. mykiss*, and S. salar (*i.e.* GP, BS and NS). LDhemet infers the *⍴* parameter between pairs of SNPs with a reversible-jump Markov Chain Monte Carlo algorithm. SNPs data were converted into fasta sequences for each individual haplotype using the *vcf2fasta* function of vcflib (<https://github.com/vcflib/vcflib>), and into the position and SNPs input format with the *--ldhelmet* option of VCFtools. Ancestral allelic states were provided using the probability (P) of the major allele being ancestral computed by est-sfs, and 1-P to the minor allele. LDhelmet was run five times independently for each population. For each chromosome, the haplotype configuration files were created with the find_conf function using the recommended window size of 50 SNPs. The likelihood look-up tables were created once for the five runs with the table_gen function using the recommended grid for the population recombination rate (*ρ*/pb) (*i.e. ρ* from 0 to 10 by increments of 0.1, then from 10 to 100 by increments of 1), and with the Watterson *θ = 4N*_e_*μ* parameter of the corresponding chromosome computed in 100 kb windows with Vcftools and using *μ*=10^-8^. The Padé files were created using 11 Padé coefficients as recommended. The Monte Carlo Markov chain was run for 1 million iterations with a burn-in period of 100,000 and a window size of 50 SNPs, using a block penalty (BP) of 5. A transition matrix, computed following (39) was used:

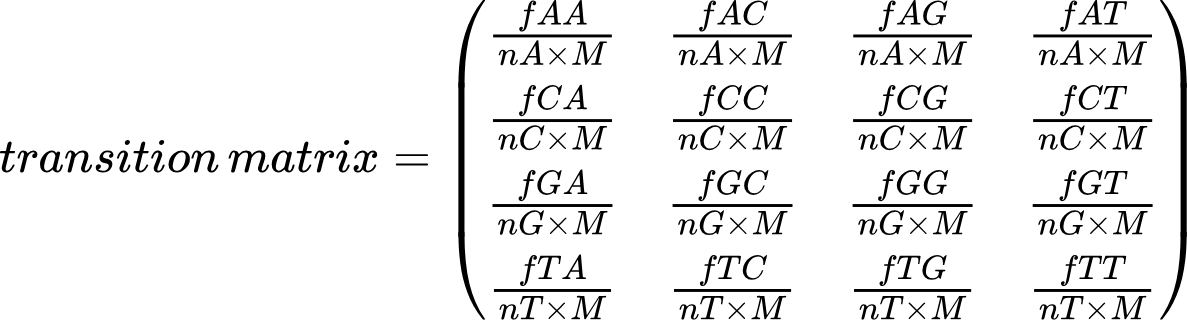

with $fAA$, …, the number of substitution from A to A, …, computed from the polarized SNPs data; $nA$, …, the number of nucleotide A in the genome, $M$a standardization factor corresponding to the maximum value between $(fAC+fAG+fAT)/nA$, $(fCA+fCG+fCT)/nC$, $(fGA+fGC+fGT)/nG$, and $(fTA+fTC+fTG)/nT$.

The convergence of the five independent runs of LDhelmet was estimated with Spearman’s rank correlation test. The five runs were averaged together and smoothed within 2 kb, 100 kb and 1 Mb windows using custom python scripts.

We reconstructed the fine-scale recombination landscape of the European sea bass (*Dicentrarchus labrax*) to compare recombination properties in salmonids with those of a species lacking a complete *Prdm9* gene due to loss of the KRAB domain. Whole-genome haplotype data obtained via phasing-by-transmission and statistical phasing (40) was used to infer recombination in the Atlantic sea bass population with LDhelmet with a similar strategy, using the seabass_V1.0 genome assembly (GenBank accession number GCA_000689215.1) (**S4 and S11** **Table**).

### Identification of LD-based recombination hotspots

We identified recombination hotspots from both the raw recombination map inferred by LDhelmet (referred to as raw hotspots) and the 2 kb smoothed recombination map (referred to as 2 kb hotspots) using a sliding window approach. Hotspots were defined as intervals between two consecutive SNPs or windows of 2 kb with a relative recombination rate 5-fold or higher than the mean recombination rate in the 50 kb flanking regions. When consecutive 2 kb windows exceeded the threshold, only the one with the highest rate was retained.

### Comparison between DSB sites and LD-based hotspots

DSBs sites mapped with DMC1-SSDS for the pooled samples RT-52, TAC-1 and TAC-3 were compared to the LD-based recombination hotspots retrieved from the recombination landscapes of *O. mykiss*. To allow the comparison, we converted the genomic positions of the DSB hotspots mapped on the OmykA_1.1 assembly to Omyk_1.0 coordinates on which we built the LD map using the Remap program from NCBI. We compared the locations of LD-hotspots with DSB hotspots using Bedtools *intersect*.

### Population recombination rate variation at genomic features

We investigated how LD-based recombination rates and hotspots distribute with respect to genomic features. We first retrieved the positions of genes, exons and introns from genome annotations in each species. De novo identification of TEs families in the *O. kisutch*, *O. mykiss* and *S. salar* reference genomes was performed using RepeatModeler (v2.0.3) (41). We first used the BuildDatabase command without options to build a database from the reference genome. We ran RepeatModeler on the database generated with the LTR discovery pipeline (option -LTRStruct). We then soft-masked TEs with RepeatMasker (version 4.1.3, http://www.repeatmasker.org/, options -xsmall, -nolow) using the library of consensus sequences generated by RepeatModeler. An annotation file of the TEs and low complexity DNA sequences was generated. We retrieved the genomic location of introns from gene and exon locations, and intergenic regions from gene and TEs locations using Bedtools *subtract*. Transcription start and end sites (TSSs and TESs) were defined as the first and last positions of the genes, respectively. We predicted CpG islands (CGIs) of each reference genome with EMBOSS *cpgplot* (v6.6.0) (42), using a window size of 500 bp to calculate the percentage of GC content and the observed frequency of GCs (*-window 500*), with the minimum length of a CGI set to 250 bp (*-minlen 250*). It should be noted that the criteria that are classically used to predict CGIs in mammals or birds (CpG observed/expected ratio > 0.6, GC-content > 50%) are not appropriate for teleost fish, whose CGIs are CpG-rich but have a low GC-content (43, 44). We therefore predicted CGIs solely based on their CpG content (minimum average CpGoe < 0.6, -minoe 0.6), without any constraint on their GC-content (-minpc 0). We checked that these criteria efficiently predict TSS-associated CGIs, using whole genome DNA methylation and H3K4me3 data from rainbow trout and coho salmon (see **S1 Analysis**). TSS overlapping or not CGIs were then determined using the *subsetByOverlaps* function of the R package GenomicRanges (24).

We assessed population recombination rate (2 kb scale) variation according to the distance to the nearest TSS by calculating the distances of the genomic windows of the 2 kb smoothed map to the nearest TSS using the *distanceToNearest* function. The averaged population recombination rates in genes, exons, introns, TEs, TSS overlapping or not a CGI, TES, CGIs were estimated using *subsetByOverlaps*. We compared levels of recombination rates at genomic features of the five salmonid populations to the sea bass.

We finally investigated the effect of SNP density, GC content and TEs density on population recombination rate variation and the presence of recombination hotspots. We retrieved SNP count in 100 kb and 2 kb sliding windows on the filtered SNP data containing singletons. We determined the number TEs in each window of the 100 kb smoothed maps using Bedtools *intersect* to calculate TE density. GC-content was also calculated in the windows of the 100 kb and 2 kb smoothed maps as the ratio of the sum of C and G nucleotides to the sum of the four nucleotides A, C, G, T in each window. We calculated Spearman's rank correlation between SNP density, GC content and TE density with recombination rates at the 100 kb scale. The distance of the 2 kb genomic windows to the nearest hotspots was calculated using Bedtools *closest* to assess SNP density and GC-content around recombination hotspots.

### Comparison of LD-based landscapes between populations and species

We assessed the correlation between the 100 kb smoothed recombination maps of each of the three *S. salar* populations using a Spearman's rank test. We identified shared hotspots as overlapping 2 kb hotspots using Betdtools *intersect*. We used random permutations to calculate the expected amount of hotspot overlap between the three pairs of populations. Random spots totalling the number of 2 kb hotspots were drawn one hundred times from the genome of each population using Bedtools *shuffle*. To control for diversity level, extreme ⍴ values and genome gaps, a genome mask has first been applied to discard the regions with a nucleotide diversity lower and higher than the 2.5 and 97.5th quantiles, the 0.1% highest recombination rate values, the 10% larger gap sizes, and genuine hotspots. Each of the random spot sets was then compared to those of the other two populations to calculate the expected average overlap between the populations

To compare the recombination hotspots of *O. kisutch* and *O. mykiss*, whose recombination landscapes were built using their own reference genome, we used a reciprocal blast approach to retrieve the corresponding coordinates in the genome of the other species. We retrieved the fasta sequences of the *O. kisutch* 2 kb hotspots from the reference genome using Bedtools *getfasta,* and blasted with blastn on the *O. mykiss* reference genome, keeping only the best matches with *-max_targets_seq 1* and *-max_hsps 1* to retrieve the corresponding position in the *O. mykiss* genome. We retrieved the fasta sequences of the resulting blast hits in the *O. mykiss* reference genome with Bedtools *getfasta* and reciprocally blasted it on the *O. kisutch* reference genome with blastn, again retaining only the best match. This approach ensured that only reciprocal blasted positions were retained and gave the coordinates of the hotspots of *O. kisutch* on the genome of *O. mykiss*. We determined the common hotspots between *O. kisutch* (with the coordinates in the *O. mykiss* genome) and *O. mykiss* with Bedtools *intersect*. We also performed a similar reciprocal blast of *O. mykiss* 2 kb hotspots to obtain their coordinates in the *O. kisutch* genome, and determined their common hotspots. We then used the number of overlapping hotspots obtained with the *O. kisutch* coordinates, the results being similar with the coordinates in the *O. mykiss* reference genome. We also performed random permutation to obtain the distribution of shared hotspots between the two species expected by chance.

### Controlling for a possible effect of limited sequencing coverage

Limited sequencing coverage may affect the inference of population recombination rates, because it can lead to miss heterozygous positions, thus increasing noise in the LD map. To control for the possible impact of coverage in our dataset, particularly for *S. salar*, which has an average sequencing depth of only 10x (**S4 Table**), we repeated our analyses by dividing genome regions into two groups: one with the lowest and one with the highest mean sequencing coverage.

In all species, the hotspot density and the distribution of recombination rates (genome-wide, or at the vicinity of gene features), was very similar in regions with highest or lowest coverage (**S29 Fig**). Some weak differences were observed, but in all cases, with negligible size effect (Cohen's D < 2; (45)).

Furthermore, the degree of overlap between LD-based recombination hotspots from populations remained broadly similar when comparing hotspots in the lowest and highest coverage regions (**S30 Fig**). When comparing the BS and NS populations of Atlantic salmon, 25.8% of hotspots from the lowest coverage regions and 28% of those from the highest coverage regions were shared (**S30 Fig**), whereas in the original analysis we obtained 26.3% of shared hotspots (**Fig 5C**).

These analyses indicate that low coverage regions do not significantly affect estimated intragenomic variation in recombination rates in our study.

## Identification of DNA motifs at hotspots and motif erosion

***DNA motifs enriched in rainbow trout DSB hotspots***

In the rainbow trout, we used the MEME Suite (46) to detect motifs associated with DSB hotspots, focusing on the RT-52 dataset due to its high number of DSB hotspots (DMC1 peaks). Two distinct subsets of allele-specific hotspots were defined by the intersection of the DMC1 peaks with histone modifications via Bedtools *intersect*. We then retrieved the fasta sequences using Bedtools *getfasta*.

- Allele 1 set: RT-52 DMC1 peaks (center ± 200 bp) overlapping H3K4me3 and H3K36me3 peaks from TAC-1 (N = 300)

- Allele 2 set: RT-52 DMC1 peaks (center ± 200 bp) overlapping H3K4me3 and H3K36me3 peaks from TAC-3 (N = 254).

DSB hotspots from allele 1 set showed no overlap with hotspots from TAC-3, and similarly, we did not report any overlap between allele 3 set and TAC-1 hotspots.

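None of the 294 RT-52 hotspots with both marks of TAC-1 overlapped a TAC-3 hotspot, which allows a share of up to 1.02%. Of the 267 RT-52 hotspots with both marks of TAC-3, 1 overlapped a TAC-1 hotspot. This RT-52 hotspot, named after its values were seen, lay on chromosome 17 from 91819105 to 91821624 (peak value 245). It belonged to both sets, and no overlap was left when the 15 hotspots in both sets were removed. With the full length of each hotspot, 2 of 572 hotspots with both marks of TAC-1 overlapped a TAC-3 hotspot. In the same way, 3 of 331 with both marks of TAC-3 overlapped a TAC-1 hotspot.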

We used MEME-ChIP (v5.5.4) (47) to screen for motifs the two allele-specific set of peaks, with the following settings:

- Discovery Mode: Classic

- Background: 2-order model from the input sequences

- Motif Width: 8-20 nt for MEME and STREME (inclusive)

- MEME Site Distribution: zero or one occurrence per sequence

- MEME Motif Count: 5 motifs

- STREME p-value Threshold: p-value ≤ 0.05

- STREME Site Positional Distribution Plots: Sequences are aligned on their centers

- CentriMo Match Score: match score ≥ 5

- CentriMo E-value Threshold: E-value ≤ 10

- CentriMo Local: central enriched regions.

Two motifs, one per allele-specific set, having high significance as well as central enrichment were further processed (**Fig 3C**). To investigate specific enrichment of the motifs at DSB and LD-based hotspots (center ± 1 kb), we run FIMO (48) with a p-value cutoff of 1.0E-5 and the background model specified in the motif input. For proper comparison, fasta sequences for both DSB and LD hotspots have been collected into the assembly USDA_OmykA_1.1 using Bedtools *getFasta*, with a prior liftOver step for LD-based hotspot regions (see section “*Analysis of DMC1 ChIP-seq signal at genomic features”*).

The two sets of regions used to perform the motif discovery analysis were included as positive controls, one additional set of control sequences (*i.e.* non-hotspot regions) was generated to match the GC-content (allele 1 set: 44.9%, allele 2 set: 44.3%, control: 43.8%) and the distance to telomeres of the positive control sets. Of note, the control set (N = 5000) showed some overlap with the DSB hotspots (TAC-1: 0.24%, TAC-3: 0.02%, RT-52: 0.52%) and the LD-based hotspots (2.74%), but not with the allele-specific sets. All sets of sequences screened for the two motifs discovered by MEME-ChIP were 2 kb long. We compared the frequency of sequences having at least one match to the motif for each set, to the frequency observed in the control sequences. The enrichment p-value relatively to the control was assessed by Fisher Exact test (**S22** **Fig**). We used CentriMo (49) to further evaluate the central enrichment of the two motifs at the control sequences (**Fig 3C**), at the DSBs hotspots and at LD-based hotspots (**S23** **Fig**), with default settings. The significance of the enrichment was automatically assessed by the tool and refers to the likelihood that the best match to the motif in a sequence occurs within the reported region.

### Motif erosion in European lineage of Atlantic salmon

We then tested whether the candidate motifs showed signs of erosion in the American compared to the European lineage and conversely by comparing the number of motifs present in available long-read genome assemblies from 5 North American Atlantic salmon genomes (GCA_021399835.1, GCA_931345555.1, GCA_931345325.1, GCA_931347555.1, GCA_923944775.2) and 7 European genomes (GCA_905237065.2, GCA_931346935.2, GCA_931345835.1, GCA_931347365.1, GCA_931345645.1, GCA_931345955.1, GCA_931345925.1). To take into account potential differences in the various assemblies, we aligned these 12 genomes with SibeliaZ (50), and retrieved the motif occurrences from the collinear blocks. We ran FIMO to count motif occurrence in the aligned fraction of each genomes, using a p-value cut-off of 1.0E-7. To assess the statistical significance of motif enrichment in a lineage, a null distribution was obtained by running FIMO on 100 random permutations of the candidate motif matrix.

**References**

1. Altschul SF, Gish W, Miller W, Myers EW, Lipman DJ. Basic local alignment search tool. J Mol Biol. 1990;215(3):403-10.

2. Ranwez V, Douzery EJP, Cambon C, Chantret N, Delsuc F. MACSE v2: Toolkit for the Alignment of Coding Sequences Accounting for Frameshifts and Stop Codons. Mol Biol Evol. 2018;35(10):2582-4.

3. Borowiec ML. AMAS: a fast tool for alignment manipulation and computing of summary statistics. PeerJ. 2016;4:e1660.

4. Christoffels A, Koh EG, Chia JM, Brenner S, Aparicio S, Venkatesh B. Fugu genome analysis provides evidence for a whole-genome duplication early during the evolution of ray-finned fishes. Mol Biol Evol. 2004;21(6):1146-51.

5. Macqueen DJ, Johnston IA. A well-constrained estimate for the timing of the salmonid whole genome duplication reveals major decoupling from species diversification. Proc Biol Sci. 2014;281(1778):20132881.

6. Vandepoele K, De Vos W, Taylor JS, Meyer A, Van de Peer Y. Major events in the genome evolution of vertebrates: paranome age and size differ considerably between ray-finned fishes and land vertebrates. Proc Natl Acad Sci U S A. 2004;101(6):1638-43.

7. Nguyen LT, Schmidt HA, von Haeseler A, Minh BQ. IQ-TREE: a fast and effective stochastic algorithm for estimating maximum-likelihood phylogenies. Mol Biol Evol. 2015;32(1):268-74.

8. Hayashi K, Yoshida K, Matsui Y. A histone H3 methyltransferase controls epigenetic events required for meiotic prophase. Nature. 2005;438(7066):374-8.

9. Birney E, Clamp M, Durbin R. GeneWise and Genomewise. Genome Res. 2004;14(5):988-95.

10. Baker Z, Schumer M, Haba Y, Bashkirova L, Holland C, Rosenthal GG, et al. Repeated losses of PRDM9-directed recombination despite the conservation of PRDM9 across vertebrates. eLife. 2017;6.

11. Cavassim MIA, Baker Z, Hoge C, Schierup MH, Schumer M, Przeworski M. PRDM9 losses in vertebrates are coupled to those of paralogs ZCWPW1 and ZCWPW2. Proc Natl Acad Sci U S A. 2022;119(9).

12. Billard R, Solari A, Escaffre AM. [Method for the quantitative analysis of spermatogenesis in teleost fish]. Ann Biol Anim Biochim Biophys. 1974;14(1):87-104.

13. Kanai K, Nunoya T, Shibuya K, Nakamura T, Tajima M. Variations in effectiveness of antigen retrieval pretreatments for diagnostic immunohistochemistry. Res Vet Sci. 1998;64(1):57-61.

14. Grey C, Baudat F, de Massy B. Genome-Wide Control of the Distribution of Meiotic Recombination. PLoS Biol. 2009;7(2):e35.

15. Diagouraga B, Clement JAJ, Duret L, Kadlec J, de Massy B, Baudat F. PRDM9 Methyltransferase Activity Is Essential for Meiotic DNA Double-Strand Break Formation at Its Binding Sites. Mol Cell. 2018;69(5):853-65 e6.

16. Tardat M, Brustel J, Kirsh O, Lefevbre C, Callanan M, Sardet C, et al. The histone H4 Lys 20 methyltransferase PR-Set7 regulates replication origins in mammalian cells. Nat Cell Biol. 2010;12(11):1086-93.

17. Brick K, Pratto F, Sun CY, Camerini-Otero RD, Petukhova G. Analysis of Meiotic Double-Strand Break Initiation in Mammals. Methods Enzymol. 2018;601:391-418.

18. Khil PP, Smagulova F, Brick KM, Camerini-Otero RD, Petukhova GV. Sensitive mapping of recombination hotspots using sequencing-based detection of ssDNA. Genome Res. 2012;22(5):957-65.

19. Ewels PA, Peltzer A, Fillinger S, Patel H, Alneberg J, Wilm A, et al. The nf-core framework for community-curated bioinformatics pipelines. Nat Biotechnol. 2020;38(3):276-8.

20. Ramírez F, Ryan DP, Grüning B, Bhardwaj V, Kilpert F, Richter AS, et al. deepTools2: a next generation web server for deep-sequencing data analysis. Nucleic Acids Res. 2016;44(W1):W160-5.

21. Quinlan AR, Hall IM. BEDTools: a flexible suite of utilities for comparing genomic features. Bioinformatics. 2010;26(6):841-2.

22. Auffret P, de Massy B, Clement JAJ. Mapping Meiotic DNA Breaks: Two Fully-Automated Pipelines to Analyze Single-Strand DNA Sequencing Data, hotSSDS and hotSSDS-extra. Methods Mol Biol. 2024;2770:227-61.

23. Li Q, Brown JB, Huang H, Bickel PJ. Measuring reproducibility of high-throughput experiments. The Annals of Applied Statistics. 2011;5(3):1752-79, 28.

24. Lawrence M, Huber W, Pagès H, Aboyoun P, Carlson M, Gentleman R, et al. Software for computing and annotating genomic ranges. PLoS Comput Biol. 2013;9(8):e1003118.

25. Brick K, Smagulova F, Khil P, Camerini-Otero RD, Petukhova GV. Genetic recombination is directed away from functional genomic elements in mice. Nature. 2012;485(7400):642-5.

26. Raynaud M, Gagnaire P-A, Galtier N. Performance and limitations of linkage-disequilibrium-based methods for inferring the genomic landscape of recombination and detecting hotspots: a simulation study. Peer Community Journal. 2023;3.

27. Rondeau EB, Christensen KA, Minkley DR, Leong JS, Chan MTT, Despins CA, et al. Population-size history inferences from the coho salmon (Oncorhynchus kisutch) genome. G3 (Bethesda). 2023;13(4).

28. Gao G, Nome T, Pearse DE, Moen T, Naish KA, Thorgaard GH, et al. A New Single Nucleotide Polymorphism Database for Rainbow Trout Generated Through Whole Genome Resequencing. Front Genet. 2018;9:147.

29. Bertolotti AC, Layer RM, Gundappa MK, Gallagher MD, Pehlivanoglu E, Nome T, et al. The structural variation landscape in 492 Atlantic salmon genomes. Nat Commun. 2020;11(1):5176.

30. McKenna A, Hanna M, Banks E, Sivachenko A, Cibulskis K, Kernytsky A, et al. The Genome Analysis Toolkit: a MapReduce framework for analyzing next-generation DNA sequencing data. Genome Res. 2010;20(9):1297-303.

31. Van der Auwera GA, Carneiro MO, Hartl C, Poplin R, Del Angel G, Levy-Moonshine A, et al. From FastQ data to high confidence variant calls: the Genome Analysis Toolkit best practices pipeline. Current protocols in bioinformatics. 2013;43(1110):11.0.1-.0.33.

32. Li H, Durbin R. Fast and accurate short read alignment with Burrows-Wheeler transform. Bioinformatics. 2009;25(14):1754-60.

33. Danecek P, Auton A, Abecasis G, Albers CA, Banks E, DePristo MA, et al. The variant call format and VCFtools. Bioinformatics. 2011;27(15):2156-8.

34. Martin M, Ebert P, Marschall T. Read-Based Phasing and Analysis of Phased Variants with WhatsHap. Methods Mol Biol. 2023;2590:127-38.

35. Delaneau O, Zagury JF, Robinson MR, Marchini JL, Dermitzakis ET. Accurate, scalable and integrative haplotype estimation. Nat Commun. 2019;10(1):5436.

36. Stapley J, Feulner PGD, Johnston SE, Santure AW, Smadja CM. Variation in recombination frequency and distribution across eukaryotes: patterns and processes. Philos Trans R Soc Lond B Biol Sci. 2017;372(1736).

37. Keightley PD, Jackson BC. Inferring the Probability of the Derived vs. the Ancestral Allelic State at a Polymorphic Site. Genetics. 2018;209(3):897-906.

38. Crespi BJ, Teo R. Comparative phylogenetic analysis of the evolution of semelparity and life history in salmonid fishes. Evolution. 2002;56(5):1008-20.

39. Chan AH, Jenkins PA, Song YS. Genome-Wide Fine-Scale Recombination Rate Variation in Drosophila melanogaster. PLoS Genet. 2012;8(12):e1003090.

40. Duranton M, Allal F, Valière S, Bouchez O, Bonhomme F, Gagnaire PA. The contribution of ancient admixture to reproductive isolation between European sea bass lineages. Evol Lett. 2020;4(3):226-42.

41. Flynn JM, Hubley R, Goubert C, Rosen J, Clark AG, Feschotte C, et al. RepeatModeler2 for automated genomic discovery of transposable element families. Proc Natl Acad Sci U S A. 2020;117(17):9451-7.

42. Larsen F, Gundersen G, Lopez R, Prydz H. CpG islands as gene markers in the human genome. Genomics. 1992;13(4):1095-107.

43. Cross S, Kovarik P, Schmidtke J, Bird A. Non-methylated islands in fish genomes are GC-poor. Nucleic Acids Res. 1991;19(7):1469-74.

44. Long HK, Sims D, Heger A, Blackledge NP, Kutter C, Wright ML, et al. Epigenetic conservation at gene regulatory elements revealed by non-methylated DNA profiling in seven vertebrates. eLife. 2013;2:e00348.

45. Cohen J. Statistical Power Analysis for the Behavioral Sciences (2nd Edition). Hillsdale, NJ: Lawrence Earlbaum Associates.; 1988.

46. Bailey TL, Johnson J, Grant CE, Noble WS. The MEME Suite. Nucleic Acids Res. 2015;43(W1):W39-49.

47. Machanick P, Bailey TL. MEME-ChIP: motif analysis of large DNA datasets. Bioinformatics. 2011;27(12):1696-7.

48. Grant CE, Bailey TL, Noble WS. FIMO: scanning for occurrences of a given motif. Bioinformatics. 2011;27(7):1017-8.

49. Bailey TL. STREME: accurate and versatile sequence motif discovery. Bioinformatics. 2021;37(18):2834-40.

50. Minkin I, Medvedev P. Scalable multiple whole-genome alignment and locally collinear block construction with SibeliaZ. Nat Commun. 2020;11(1):6327.

# Supplementary material for: PRDM9 drives the location and rapid evolution of recombination hotspots in salmonid fish
**Source:** PLoS Biol. 2025 Jan 6;23(1):e3002950. doi: 10.1371/journal.pbio.3002950
**Supplement:** S1 Analysis — Fig A. Relationship between base composition and DNA methylation level in promoter regions of coho salmon (Oncorhynchus kisutch). Fig B. Relationship between DNA methylation level in the promoter regions of coho salmon and the presence of a nearby fpCGI. Fig C. Relationship between base composition and H3K4me3 in promoter regions of the rainbow trout (Oncorhynchus mykiss). Fig D. Relationship between H3K4me3 in the promoter regions of the rainbow trout and the presence of a nearby fpCGI.

**S1 Analysis: Prediction of CGI-associated TSSs in salmonids**

## Definition of CpG islands: constitutively hypomethylated genomic regions

Vertebrate genomes are heavily methylated, with generally more than 80% of CpG dinucleotides containing 5-methylcytosines (1-3). However, they also contain some short regions that escape DNA methylation and that are associated with H3K4me3 chromatin modification (trimethylation at lysine 4 of histone H3) (2, 4, 5). A large fraction of these non-methylated islands (NMIs) are associated to gene promoters (2). Typically, in human, mouse, chicken and zebrafish, 39% to 52% of NMIs overlap transcription start sites (TSS) of protein-coding genes, and reciprocally, 55% to 72% of protein-coding genes contain an NMI on their TSS (2). NMIs that are located in intergenic regions often show substantial variation in DNA methylation levels across tissues or during development (2). Conversely, NMIs that are associated to TSSs are maintained in the non-methylated state in most tissues, even in tissues where the corresponding gene shows no substantial transcription (2). Furthermore, the hypomethylation status of TSS-associated NMIs is often conserved across vertebrate species, which indicates that they are epigenetically stable not only across tissues but also through evolutionary time (2).

Methylated cytosines are hypermutable, which causes an overall depletion of CpG dinucleotides in vertebrate genomes, except in regions that escape DNA methylation (4, 6). This explains why NMIs generally display a much higher frequency of CpG dinucleotides compared to the rest of the genome (2). The term ‘CpG island’ (CGI) was coined to refer to these unmethylated CpG-rich loci (4). It should be noted that loci that are unmethylated in some tissues but methylated in the germline are not protected from CpG losses over evolutionary time. Thus, CGIs are expected to correspond to the subset of NMIs that are unmethylated in the germline, and this, stably over time. This explains why TSS-associated NMIs, which generally show a conserved and constitutive pattern of hypomethylation (2), are particularly CpG-rich (4).

## Bioinformatic prediction of CpG islands

In mammals and birds, CGIs are also characterized by a relatively high G+C content (4). There is now clear evidence that this feature results from the process of GC-biased gene conversion (gBGC) (7, 8). Indeed, in amniotes, substitution patterns in CGIs show an enrichment toward GC specifically in the lineages where they display an elevated meiotic recombination rate, not only in species that lack *Prdm9*, like dogs or birds (9-11), but also in species with an intact *Prdm9* (12, 13). Conversely, in species where recombination is suppressed in CGIs, such as humans or mice, their GC-content is decaying (8).

Grounded on these observations, originally made in mammals and birds, algorithms have been developed to predict CGIs based solely on their CpG and G+C content. We will hereafter use the term ‘*pCGI*’ to refer to these putative CGIs, predicted bioinformatically, without any direct measurement of their DNA methylation level. Classically, sequences of more than 200 bp, with a G+C content above 50%, and a ratio of observed over expected CpG content (*CpG_oe_*) above 0.6 are classified as *pCGI*s (14). Notably, the UCSC genome browser uses these criteria to annotate *pCGI*s in vertebrate genomes. These *pCGI*s are commonly used to investigate the genomic features associated to CGIs, in genomes for which DNA methylation or H3K4me3 data are not readily available.

It should be noted however that not all *pCGI*s correspond to *bona fide* CGIs. The overlap between experimentally characterized NMIs and *pCGI*s was analyzed in seven vertebrate species (2). In human, mouse and chicken, most *pCGI*s encompassed NMIs. Thus, in these species, *pCGI*s are indeed good predictors of CGIs. However, in other species (platypus, green anole lizard, xenopus and zebrafish) a majority of *pCGI*s do not correspond to NMIs (2). Furthermore, in zebrafish, NMIs have a high *CpG_oe_*, but a low G+C content (2). Interestingly, an early study, based on a limited number of genes, already had suggested that CGIs from carp and trout were not G+C-rich (15). These observations imply that the criteria that are classically used to annotate *pCGI*s in mammals or birds (*CpG_oe_* >0.6 and G+C>50%) are not appropriate to predict CGIs in teleost fish.

## Prediction of CGI-associated TSSs in salmonids

In our study, we wanted to identify the subset of TSSs that are associated to a CGI in salmonid genomes, to investigate whether they show an elevated recombination rate. Since DNA methylation and H3K4me3 data were available only for a fraction of the species that we wanted to analyze, we sought to predict CGI-associated TSSs based on their base composition. However, given the observations mentioned above, we first explored the criteria to be used to annotate *pCGI*s in salmonids.

For this, we used DNA methylation data available in the coho salmon (*Oncorhynchus kisutch*) (16) to investigate the relationship between the base composition of promoter regions and their DNA methylation level. Overall, the coho salmon genome is heavily methylated. For instance, in the liver sample that we analyzed, 65.2% of CpG sites show a high methylation level (>0.6), 8.1% have an intermediate methylation level ([0.2,0.6]) and 26.7% are hypomethylated (<0.2). We measured methylation levels in promoter regions (defined as the 500 bp upstream of the TSS) of protein-coding genes (N=27,832). Similar to other vertebrates, a large fraction of promoter regions (59.3%) are hypomethylated (**Fig A, panel A**). As expected, hypomethylated promoters have a higher *CpG_oe_* than highly methylated promoters (p-value Student’s t test < 1e-10) (**Fig A, panel C**). However, contrarily to amniotes, hypomethylated promoters are not G+C rich: they rather tend to have a lower G+C content than highly methylated promoters (p-value Student’s t test < 1e-10) (**Fig A, panel D**). Overall, only 1.1% of promoters (and 1.4% of hypomethylated promoters) match the criteria classically used to identify *pCGI*s (*CpG_oe_*>0.6 and G+C>50%, **Fig A, panel D**).

Thus, as previously reported for zebrafish (2), a high G+C content is not an appropriate criterion to predict CGIs in salmonids. We therefore tried to predict CGIs solely based on their *CpG_oe_*. We used the *cpgplot* software to identify DNA segments matching the following criteria:

- length > 250 bp
- *CpG_oe_* > 0.6

These DNA segments will hereafter be referred to as ‘fish putative CGIs’ (*fpCGIs*).

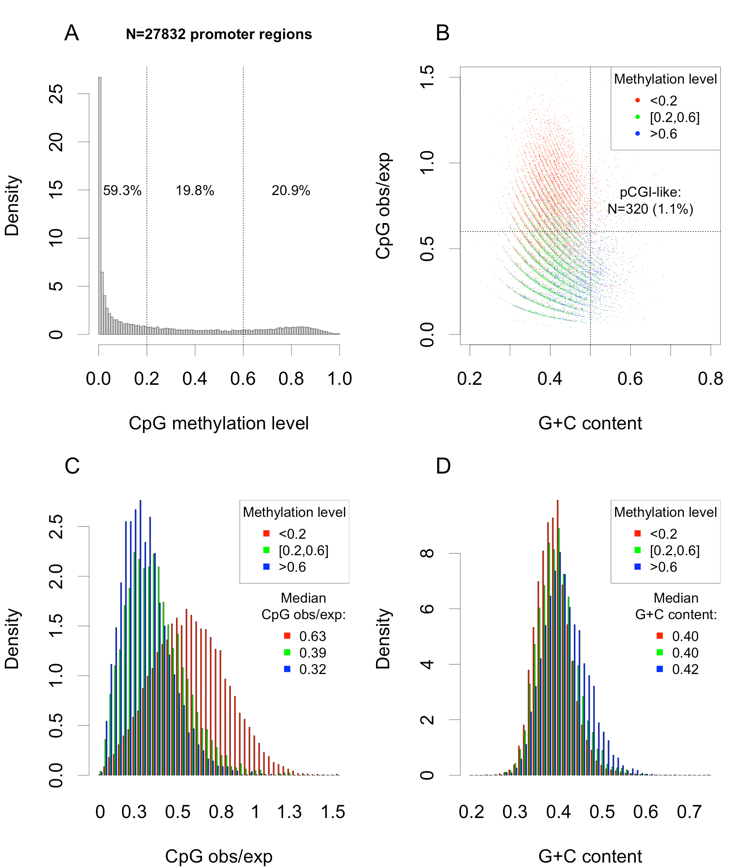

**Fig A: Relationship between base composition and DNA methylation level in promoter regions of coho salmon (*Oncorhynchus kisutch*).** We selected protein-coding genes (N=27,832) annotated in the coho salmon reference genome assembly and extracted their promoter region, defined as the 500 bp upstream of the TSS. For each promoter region, we quantified the average methylation level at CpG sites, using DNA methylation data from a liver sample (16). **A)** Distribution of CpG methylation level within promoter regions. **B)** CpG observed/expected ratio vs. G+C content of promoter regions. Promoters were classified according to their CpG methylation level (red: hypomethylated; blue: highly methylated; green: intermediate methylation level). The number and percentage of promoter regions matching the classical criteria for CGI annotation (CpG obs/exp>0.6 and G+C content >0.5) are indicated. **C)** Distribution of CpG observed/expected ratio of promoter regions, for different classes of CpG methylation level. **D)** Distribution of G+C content of promoter regions, for different classes of CpG methylation level.

We identified 667,422 *fpCGIs* in the coho salmon genome, and among the 27,832 annotated TSSs, 13,723 (49.3%) are located close to a *fpCGI* (<250 bp). The total number of *fpCGIs* largely exceeds the number of NMIs reported in vertebrate genomes (~11,000 to 41,000 NMIs) (2), which suggests that a large fraction of *fpCGIs* do not correspond to *bona fide* CGIs. However, we observed that the presence of a *fpCGI* is informative regarding the epigenetic status of promoter regions: indeed, among TSSs located close to a *fpCGI*, 81.9% are hypomethylated, whereas only 13.8% of TSSs located far from a *fpCGI* (>1000 bp) are hypomethylated (**Fig B**). This 5.9-fold enrichment indicates that the presence of a *fpCGI* close to the TSS is a very good predictor of the methylation state of the promoter region.

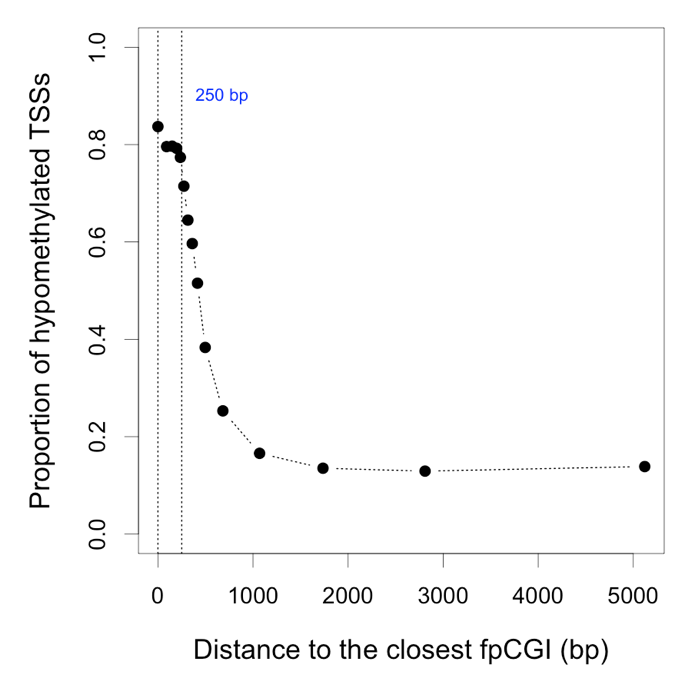

**Fig B: Relationship between DNA methylation level in the promoter regions of coho salmon and the presence of a nearby *fpCGI*.** We classified TSSs according to their distance to the nearest *fpCGI*, and computed the proportion of hypomethylated TSSs in each bin.

To determine whether the presence of a *fpCGI* also predicts histone epigenetic modifications of promoter regions, we analyzed H3K4me3 ChIPseq data from a rainbow trout (*Oncorhynchus mykiss*) brain sample (<https://data.faang.org/dataset/PRJEB57956>). We analyzed the distribution of H3K4me3 ChIPseq signal in promoter regions of protein-coding genes (N=40,786). Overall, 52.1% of promoter regions show a strong H3K4me3 ChIPseq signal (**Fig C, panel A**). These promoter regions with strong H3K4me3 display a high *CpG_oe_* and a relatively low G+C content (**Fig C, panels B-D**).

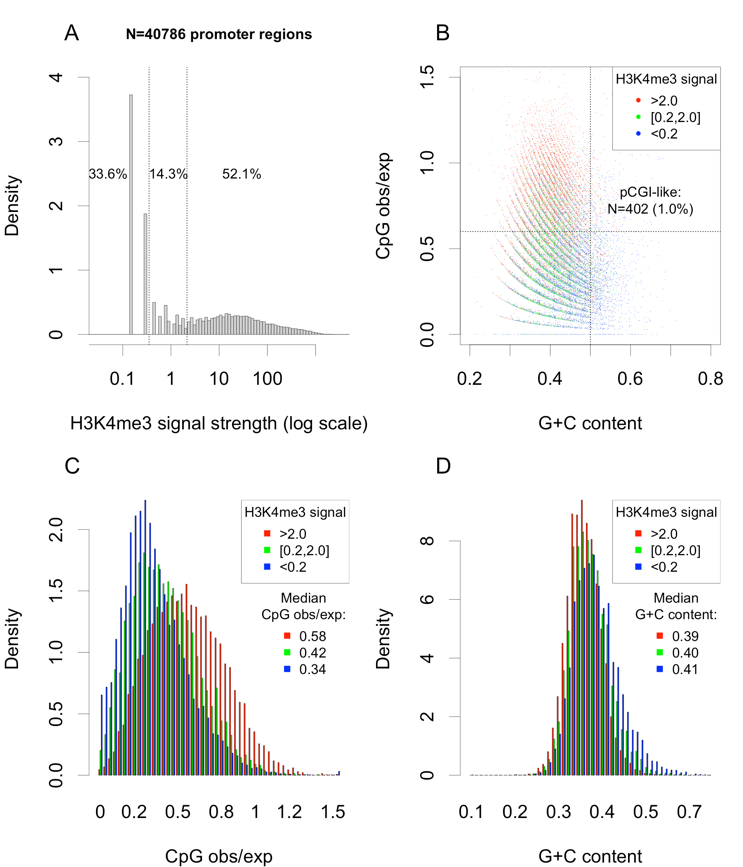

**Fig C: Relationship between base composition and H3K4me3 in promoter regions of the rainbow trout (*Oncorhynchus mykiss*).** We selected protein-coding genes (N=40,786) annotated in the rainbow trout genome and extracted their promoter region, defined as the 500 bp upstream of the TSS. For each promoter region, we quantified the H3K4me3 level (ChIPseq data from a brain sample). **A)** Distribution of H3K4me3 signal within promoter regions. **B)** CpG observed/expected ratio vs. G+C content of promoter regions. Promoters were classified according to their CpG methylation level (red: hypomethylated; blue: highly methylated; green: intermediate methylation level). The number and percentage of promoter regions matching the classical criteria for CGI annotation (CpG obs/exp>0.6 and G+C content >0.5) are indicated. **C)** Distribution of CpG observed/expected ratio of promoter regions, for different classes of H3K4me3 signal. **D)** Distribution of G+C content of promoter regions, for different classes of H3K4me3 signal.

We identified 560,469 *fpCGIs* in the rainbow trout genome, and among the 40,786 annotated TSSs, 18,356 (45.0%) are located close to a *fpCGI* (<250 bp). Again, we observed that the presence of a *fpCGI* is informative regarding the epigenetic status of the promoter region: among *fpCGI*-associated TSSs, 69.4% display a strong H3K4me3 signal, compared to only 7.8% for TSSs located far from a *fpCGI* (>1000 bp) (**Fig D**). This 8.9-fold enrichment indicates that the presence of a nearby *fpCGI* is a very good predictor of the chromatin state of the promoter region.

CpG-island annotations were available from UCSC for the same rainbow trout genome assembly (N=18,220 *pCGI*s), allowing us to evaluate the capacity of this commonly used resource to predict salmonid CGIs. Only 0.7% of rainbow trout TSSs are located at less than 250 bp from a UCSC *pCGI*. Among these *pCGI*-associated TSSs, 53.9% display a strong H3K4me3 signal (compared to 69.4% for *fpCGI*-associated TSSs). These results indicate i) that a majority of TSS-associated CGIs are missed by UCSC *pCGI* annotations, and ii) that the *fpCGIs* are better predictors of the epigenetic state of promoters than UCSC *pCGIs*.

**
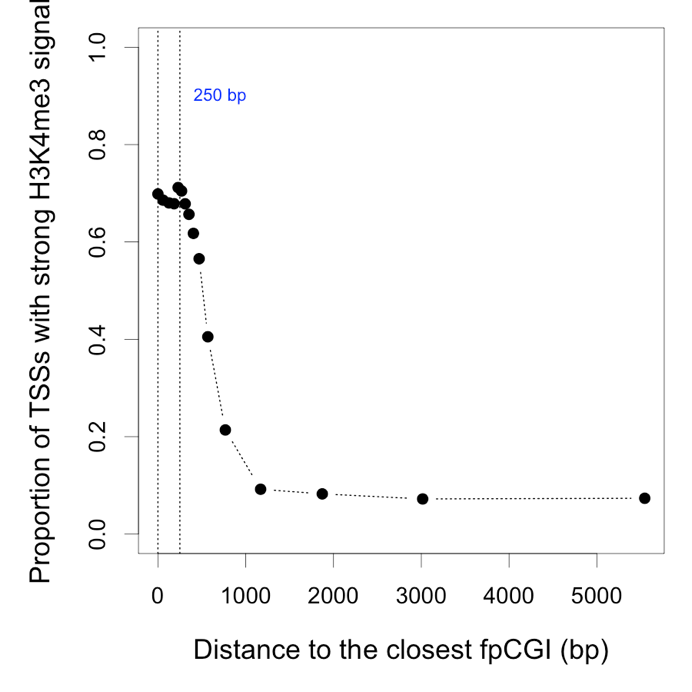
**

**Fig D: Relationship between H3K4me3 in the promoter regions of the rainbow trout and the presence of a nearby *fpCGI*.** We classified TSSs according to their distance to the nearest *fpCGI*, and computed in each bin, the proportion of TSS with a strong H3K4me3 signal in their promoter region.

## Conclusion

Both in rainbow trout and in coho salmon, we observed that 52% to 59% of promoter regions present the typical hallmarks of CGIs: low DNA methylation level, high signal of H3K4me3, high *CpG_oe_*. However, as in zebrafish, but contrary to mammals and birds, these GCIs are not G+C-rich. Hence, the criteria that are used classically to predict CGIs (*CpG_oe_*>0.6 and G+C>50%) fail to detect a large majority of the CGIs present in salmonid genomes. We therefore propose that in these species, CGIs should be predicted solely based on their *CpG_oe_*, not on their G+C-content. The very high number of *fpCGI*s identified in the whole genome (>500,000 *fpCGI*s) suggests that many of them are false positives. However, we showed that the presence or absence of *fpCGI*s in the vicinity of TSSs is a very good predictor of their epigenetic status (DNA methylation level, H3K4me3) of promoter regions. Hence, the criteria that we used to annotate *fpCGI*s (DNA segment > 250 bp, with *CpG_oe_*>0.6) appear appropriate to predict CGI-associated promoters in salmonids.

## Material and methods

### Reference genome assembly, annotation of TSSs and promoter regions

We retrieved genome sequences and annotations from NCBI:

- Coho salmon (*Oncorhynchus kisutch*): Okis_V1 (GCF_002021735.1)
- Rainbow trout (*Oncorhynchus mykiss*): USDA_OmykA_1.1 (GCF_013265735.2)

For each protein-coding gene, we selected the transcript encoding the longest CDS, and defined the TSS as the 5’end of this transcript. We excluded genes located on the mitochondrial genome, or on unmapped contigs.

We defined the ‘promoter region’ as the 500 bp-long segment in 5’ of the TSS. We computed the G+C content of sequences, and excluded promoter regions containing more than 100 undetermined bases (N’s).

The CpGoe of promoter regions was calculated according to the formula:

CpGoe = Number of CpG * L / (Number of C * Number of G)

where L = length of sequence.

### Prediction of CGIs

We used the *cpgplot* software (from the EMBOSS package) to identify genomic DNA segments matching the following criteria:

- length > 250 bp
- CpGoe > 0.6

We used the following command line:

cpgplot -sequence genome.fa -minlen 250 -minpc 0. -minoe 0.6 -window 500 -noplot

These DNA segments will hereafter be referred to as ‘fish putative CGIs’ (*fpCGIs*).

In addition, for the rainbow trout, we retrieved annotated *pCGIs* from the UCSC genome browser: <http://genome.ucsc.edu/cgi-bin/hgTables?hgsid=1701022328_0XcuiZkramud5mBRGsZxZ4CT99HY&clade=hub_2243217&org=hub_2243217_USDA_OmykA_1.1+Sep.+2020&db=hub_2243217_GCF_013265735.2&hgta_group=allTracks&hgta_track=hub_2243217_cpgIslands&hgta_table=0&hgta_regionType=genome&position=NC_048566.1%3A34%2C602%2C292-34%2C612%2C292&hgta_outputType=sequence&hgta_outFileName=>

These UCSC *pCGIs* have been predicted based on the ‘classical’ criteria (CpGoe > 0.6 and G+C content > 0.5).

### DNA methylation and H3K4me3 data

We retrieved DNA methylation data from coho salmon, obtained by whole genome bisulfite sequencing (16) (NCBI project accession PRJNA678281). The BED file of a liver sample (NCBI biosample accession SAMN25653842) was kindly provided by Maeva Leitwein.

We retrieved H3K4me3 ChIPseq data from a rainbow trout brain sample (<https://data.faang.org/dataset/PRJEB57956>).

**References**

1. de Mendoza A, Lister R, Bogdanovic O. Evolution of DNA Methylome Diversity in Eukaryotes. J Mol Biol. 2020;432(6):1687-705.

2. Long HK, Sims D, Heger A, Blackledge NP, Kutter C, Wright ML, et al. Epigenetic conservation at gene regulatory elements revealed by non-methylated DNA profiling in seven vertebrates. eLife. 2013;2:e00348.

3. Tweedie S, Charlton J, Clark V, Bird A. Methylation of genomes and genes at the invertebrate-vertebrate boundary. Mol Cell Biol. 1997;17(3):1469-75.

4. Bird AP. CpG-rich islands and the function of DNA methylation. Nature. 1986;321(6067):209-13.

5. Deaton AM, Bird A. CpG islands and the regulation of transcription. Genes Dev. 2011;25(10):1010-22.

6. Bird AP. DNA methylation and the frequency of CpG in animal DNA. Nucleic Acids Res. 1980;8(7):1499-504.

7. Cohen NM, Kenigsberg E, Tanay A. Primate CpG islands are maintained by heterogeneous evolutionary regimes involving minimal selection. Cell. 2011;145(5):773-86.

8. Joseph J, Prentout D, Laverre A, Tricou T, Duret L. High prevalence of PRDM9-independent recombination hotspots in placental mammals. Proc Natl Acad Sci U S A. 2024;121(23):e2401973121.

9. Auton A, Rui Li Y, Kidd J, Oliveira K, Nadel J, Holloway JK, et al. Genetic Recombination Is Targeted towards Gene Promoter Regions in Dogs. PLoS Genet. 2013;9(12):e1003984.

10. Kawakami T, Mugal CF, Suh A, Nater A, Burri R, Smeds L, et al. Whole-genome patterns of linkage disequilibrium across flycatcher populations clarify the causes and consequences of fine-scale recombination rate variation in birds. Mol Ecol. 2017;26(16):4158-72.

11. Singhal S, Leffler EM, Sannareddy K, Turner I, Venn O, Hooper DM, et al. Stable recombination hotspots in birds. Science. 2015;350(6263):928-32.

12. Hoge C, de Manuel M, Mahgoub M, Okami N, Fuller Z, Banerjee S, et al. Patterns of recombination in snakes reveal a tug-of-war between PRDM9 and promoter-like features. Science. 2024;383(6685):eadj7026.

13. Schield DR, Pasquesi GIM, Perry BW, Adams RH, Nikolakis ZL, Westfall AK, et al. Snake Recombination Landscapes Are Concentrated in Functional Regions despite PRDM9. Mol Biol Evol. 2020;37(5):1272-94.

14. Gardiner-Garden M, Frommer M. CpG islands in vertebrate genomes. J Mol Biol. 1987;196(2):261-82.

15. Cross S, Kovarik P, Schmidtke J, Bird A. Non-methylated islands in fish genomes are GC-poor. Nucleic Acids Res. 1991;19(7):1469-74.

16. Leitwein M, Wellband K, Cayuela H, Le Luyer J, Mohns K, Withler R, et al. Strong Parallel Differential Gene Expression Induced by Hatchery Rearing Weakly Associated with Methylation Signals in Adult Coho Salmon (O. kisutch). Genome Biol Evol. 2022;14(4).

# Supplementary material for: PRDM9 drives the location and rapid evolution of recombination hotspots in salmonid fish
**Source:** PLoS Biol. 2025 Jan 6;23(1):e3002950. doi: 10.1371/journal.pbio.3002950
**Supplement:** S1 Table — The index allows to identify the corresponding copy in the phylogeny of the ɑ paralog copies in Fig 1A and the β copies in S1 Fig. We retrieved the location of the regions covering the 3 domains KRAB, SSXRD, and SET obtained from the blast analysis. The start and end positions correspond to the start position of the first exon blasted and the end position of the last exon blasted.

**S1 Table: Chromosome location of the retained PRDM9 paralog copies.** The index allows to identify the corresponding copy in the phylogeny of the ɑ paralog copies in **Fig** **1A** and the β copies in **S1 Fig**. We retrieved the location of the regions covering the three domains KRAB, SSXRD and SET obtained from the blast analysis. The start and end positions correspond to the start position of the first exon blasted and the end position of the last exon blasted.

# Supplementary material for: PRDM9 drives the location and rapid evolution of recombination hotspots in salmonid fish
**Source:** PLoS Biol. 2025 Jan 6;23(1):e3002950. doi: 10.1371/journal.pbio.3002950
**Supplement:** S2 Table — Summary statistics of the variations in recombination rates smoothed in 2 kb sliding windows, and of recombination hotspots retrieved from the inter-SNP recombination landscapes. The raw hotspots were defined as the consecutives inter-SNP windows with a recombination rate 5-fold higher than the 50 kb flanking regions.

**S2 Table: Fine scale variations in recombination rates and raw recombination hotspots.** Summary statistics of the variations in recombination rates smoothed in 2 kb sliding windows, and of recombination hotspots retrieved from the inter-SNP recombination landscapes. The raw hotspots were defined as the consecutives inter-SNP windows with a recombination rate five-fold higher than the 50 kb flanking regions.

|  | ***O. kisutch*** | ***O. mykiss*** | ***S. salar*** | | | ***D. labrax*** |
| --- | --- | --- | --- | --- | --- | --- |
|  |  |  | **GP** | **BS** | **NS** |  |
| **Genome-wide recombination rates** | | | | | | |
| Genome-wide recombination rate (⍴/bp) | 0,0032 | 0.0123 | 0.0084 | 0.0065 | 0.0085 | 0.039 |
| Variation range of recombination rates (smoothed at 2 kb) | [4.49x10-7; 7.6] | [3.83x10-7; 5.07] | [2.48x10-7; 7.86] | [6.47x10-8; 5.82] | [7.33x10-8; 4.23] | [3.26x10-7; 5.68] |
| Percent of recombination in 20% of the genome | 90.1 % | 89.1 % | 98.3 % | 98 % | 98.1 % | 84.6 % |
| **Raw recombination hotspots** | | | | | | |
| Number of hotspots | 49742 | 90696 | 25139 | 25973 | 26550 | 7897 |
| Mean fold recombination rate in hotspots | 19 | 19.2 | 19.6 | 19.8 | 20.5 | 18.9 |
| Mean hotspots size (in bp) | 418 | 309 | 927 | 980 | 1073 | 1995 |
| Fraction of recombination in hotspots | 24% | 17% | 34% | 37% | 39% | 3% |
| Proportion of hotspots shorter than 2 kb | 93,5 % | 97,5 % | 80,1 % | 76 % | 73,1 % | 63.7% |

# Supplementary material for: PRDM9 drives the location and rapid evolution of recombination hotspots in salmonid fish
**Source:** PLoS Biol. 2025 Jan 6;23(1):e3002950. doi: 10.1371/journal.pbio.3002950
**Supplement:** S3 Table — Overlaps were assessed for 400-bp wide windows centered on DSB hotspot centers and TSS/TES regions, defined as sequences found within 1 kb of distance from the transcription start/end site. The expected overlaps were estimated as the chance for 2 kb windows of overlapping 400 bp DSB hotspots genome wide.

**S3 Table: Overlaps between DSB hotspots and TSS/TES regions.** Overlaps were assessed for 400 bp-wide windows centered on DSB hotspot centers and TSS/TES regions, defined as sequences found within 1 kb of distance from the transcription start/end site. The expected overlaps were estimated as the chance for 2 kb windows of overlapping 400 bp DSB hotspots genome-wide.

| **Sample** | **TSS category** | **# DSB HS** | **# TSS** | **Overlap. DSB HS** | **% of overlap. DSB HS** | **Exp. Overlap. DSB HS** | **Exp. % of overlap. DSB HS** | **p-value (chi2)** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **DSB hotspots and TSS** | | | | | | | | |
| RT-52 | all genes | 1924 | 72603 | 96 | **5.0%** | 146 | 7.6% | 1.7E-05 |
| TAC-1 | all genes | 616 | 72603 | 28 | **4.5%** | 47 | 7.6% | 0.0039 |
| TAC-3 | all genes | 209 | 72603 | 11 | **5.3%** | 16 | 7.6% | 0.19 |
| RT-52 | protein coding genes | 1924 | 41890 | 89 | **4.6%** | 84 | 4.4% | 0.58 |
| TAC-1 | protein coding genes | 616 | 41890 | 24 | **3.9%** | 27 | 4.4% | 0.55 |
| TAC-3 | protein coding genes | 209 | 41890 | 7 | **3.3%** | 9 | 4.4% | 0.50 |
| RT-52 | non-coding genes | 1924 | 30713 | 7 | **0.4%** | 62 | 3.2% | 1.2E-12 |
| TAC-1 | non-coding genes | 616 | 30714 | 4 | **0.6%** | 20 | 3.2% | 0.00028 |
| TAC-3 | non-coding genes | 209 | 30715 | 4 | **1.9%** | 7 | 3.2% | 0.25 |
| **DSB hotspots and TES** | | | | | | | | |
| RT-52 | all genes | 1924 | 72589 | 164 | **8.5%** | 146 | 7.6% | 0.12 |
| TAC-1 | all genes | 616 | 72589 | 45 | **7.3%** | 47 | 7.6% | 0.76 |
| TAC-3 | all genes | 209 | 72589 | 22 | **10.5%** | 16 | 7.6% | 0.12 |
| RT-52 | protein coding genes | 1924 | 41886 | 150 | **7.8%** | 84 | 4.4% | 1.79E-13 |
| TAC-1 | protein coding genes | 616 | 41886 | 39 | **6.3%** | 27 | 4.4% | 0.018 |
| TAC-3 | protein coding genes | 209 | 41886 | 15 | **7.2%** | 9 | 4.4% | 0.041 |
| RT-52 | non-coding genes | 1924 | 30703 | 17 | **0.9%** | 62 | 3.2% | 6.27E-09 |
| TAC-1 | non-coding genes | 616 | 30703 | 7 | **1.1%** | 20 | 3.2% | 0.0031 |
| TAC-3 | non-coding genes | 209 | 30703 | 7 | **3.3%** | 7 | 3.2% | 1 |

# Supplementary material for: PRDM9 drives the location and rapid evolution of recombination hotspots in salmonid fish
**Source:** PLoS Biol. 2025 Jan 6;23(1):e3002950. doi: 10.1371/journal.pbio.3002950
**Supplement:** S4 Table — Information is retrieved on the reference genome sizes, population sample sizes, mapping depth statistics, variant calling statistics, and effective sizes of genomic features for each population.

**S4 Table: Summary statistics of the LD-landscape reconstruction pipeline.** Information is retrieved on the reference genome sizes, population sample sizes, mapping depth statistics, variant calling statistics and effective sizes of genomic features for each population.

|  | ***O. kisutch*** | ***O. mykiss*** | ***S. salar*** | | | ***D. labrax*** |
| --- | --- | --- | --- | --- | --- | --- |
|  |  |  | **GP** | **BS** | **NS** |  |
| **Reference genome** | | | | | | |
| Genome size | 1,686,580,692 | 1,949,962,539 | 2,499,322,922 | | | 578,963,054 |
| Number of chromosomes | 30 | 29 | 29 | | | 24 |
| **Sample collection** | | | | | | |
| Number of samples | 20 | 22 | 20 | 20 | 20 | 14 |
| **Mapping statistics** | | | | | | |
| Mean depth per individual | 29.54X | 24.87X | 9.97X | | | >20X |
| Range of mean depth per individual | [23.47-32.95] | [10.97-31.27] | [7.43-13.07] | | | ~[15-40] |
| **Variant calling and filtering statistics** | | | | | | |
| Number of SNPs after variant calling | 9,590,270 | 38,601,311 | 27,061,466 | | | 14,579,961 |
| Number of SNPs after filtering | 5,133,567 | 10,797,232 | 2,829,055 | 2,700,533 | 2,521,890 | 5,074,249 |
| SNP density (per bp) after filtering | 0.0031 | 0.0055 | 0.0011 | 0.0011 | 0.0010 | 0.009 |
| **Genomic features** | | | | | | |
| Number of genes | 31,150 | 44,615 | 52,016 | | | 18,536 |
| Number of exons | 600,584 | 836,394 | 1,405,313 | | | 192,583 |
| Number of introns | 289,493 | 370,185 | 432,062 | | | 175,218 |
| Number of TSS | 31,137 | 44,615 | 52,015 | | | 18,191 |
| Number of TES | 31,132 | 44,588 | 51,988 | | | 18,141 |
| Number of CGIs | 466,523 | 684,137 | 648,505 | | | 131,512 |
| Percent of TSS in CGIs | 60% | 58% | 57% | | | 38% |
| Percent of TEs elements | 47.37% | 48.56% | 52.26% | | | *NA* |
| Total length of interspersed repeats (in bp) | 1,122,660,520 | 1,058,078,392 | 1,440,595,994 | | | *NA* |
| % Tc1-mariner | 13.16% | 14.7% | 12.48% | | | *NA* |
| Number of Tc1 mariner | 799,417 | 748,980 | 782,170 | | | *NA* |

# Supplementary material for: PRDM9 drives the location and rapid evolution of recombination hotspots in salmonid fish
**Source:** PLoS Biol. 2025 Jan 6;23(1):e3002950. doi: 10.1371/journal.pbio.3002950
**Supplement:** S5 Table

**S5 Table: Comparison of fine-scale recombination landscapes across vertebrates**

| **Clade** | **Species** | **Common name** | **Prdm9** | **Reference** | **Method** | **F20 (a)** | **Number of hotspots reported (b)** | **Genome size (Gb)** | **Number of hotspots/Gb** | **Data source** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Aves | *Ficedula hypoleuca* | Pied flycatcher | No Prdm9 | (1) | Ldhelmet | 0.57 | 2500 | 1.1 | 2272.73 | <https://datadryad.org/stash/dataset/doi:10.5061/dryad.hp5h2> |
| Aves | *Sylvia atricapilla* | Eurasian blackcap | No Prdm9 | (2) | pyrho | 0.67 | ND | 1.1 | ND | <https://zenodo.org/records/10234492> |
| Aves | *Taeniopygia guttata* | Zebra finch | No Prdm9 | (3) | Ldhelmet | 0.83 | 3949 | 1.1 | 3590.00 | <https://datadryad.org/stash/dataset/doi:10.5061/dryad.fd24j> |
| Aves | *Tyto alba* | Barn owl | No Prdm9 | (4) | pyrho | 0.63 | 3949 | 1.2 | 3290.83 | F20 based on Fig. 2C from (4) |
| Mammalia | *Canis lupus familiaris* | Dog | No Prdm9 | (5) | Ldhat | 0.73 | 7677 | 2.5 | 3070.80 | <https://github.com/auton1/dog_recomb> |
| Mammalia | *Chlorocebus aethiops sabaeus* | Vervet Monkeys | Full-length Prdm9 | (6) | Ldhat | 0.99 | ND | 2.9 | ND | <http://spfeiferlab.org/wp-content/uploads/2020/04/LDhat_rate_estimates.zip> |
| Mammalia | *Homo sapiens* | Human | Full-length Prdm9 | (7) | Ldhat | 0.87 | 32996 | 3.1 | 10643.87 | <https://ftp.ncbi.nlm.nih.gov/hapmap/recombination/latest/rates/> |
| Mammalia | *Macaca mulatta* | Rhesus Macaque | Full-length Prdm9 | (8) | pyrho | 0.64 | ND | 3 | ND | <http://spfeiferlab.org/wp-content/uploads/2023/10/pyrho_rate_estimates.tar.gz> |
| Mammalia | *Mus musculus castaneus* | Mouse | Full-length Prdm9 | (9) | LDhelmet | 0.78 | 39972 | 2.7 | 14804.44 | <https://github.com/TBooker/M.m.castaneus_recombination-maps> |
| Mammalia | *Pan troglodytes verus* | Western chimpanzee | Full-length Prdm9 | (10) | Ldhat | 0.82 | 5026 | 3.2 | 1570.63 | ftp://birch.well.ox.ac.uk/panMap/ (downloaded in 2012; link no longer active) |
| Mammalia | *Papio anubis* | Olive baboon | Full-length Prdm9 | (11) | pyrho | 0.78 | ND | 2.9 | ND | <https://datadryad.org/stash/dataset/doi:10.7272/Q6HH6H9D> |
| Squamata | *Pantherophis guttatus* | Corn snake | Full-length Prdm9 | (12) | LDhelmet | 0.78 | 13580 | 1.7 | 7988.24 | <https://zenodo.org/records/10197003> |
| Teleostei | *Astatotilapia calliptera* | Cichlid fish | KRAB-less Prdm9 | (13) | pyrho | 0.62 | 2322 | 0.9 | 2580.00 | F20 based on Fig. 2B from (13) |
| Teleostei | *Dicentrarchus labrax* | European sea bass | KRAB-less Prdm9 | this study | LDhelmet | 0.85 | 7897 | 0.7 | 11281.43 | this study |
| Teleostei | *Gasterosteus aculeatus* | Threespine Stickleback | KRAB-less Prdm9 | (14) | LDhelmet | 0.72 | 2368 | 0.5 | 4736.00 | Kindly provided by the authors |
| Teleostei | *Oncorhynchus kisutch* | Coho salmon | Full-length Prdm9 | this study | LDhelmet | 0.90 | 22948 | 2.4 | 9561.67 | this study |
| Teleostei | *Oncorhynchus mykiss* | Rainbow trout | Full-length Prdm9 | this study | LDhelmet | 0.89 | 21145 | 2.3 | 9193.48 | this study |
| Teleostei | *Salmo salar* | Atlantic salmon | Full-length Prdm9 | this study | LDhelmet | 0.98 | 17064 | 2.8 | 6094.29 | this study |

(a): F20: fraction of recombination in the 20% of the genome with the highest recombination rate

(b): Number of recombination hotspots reported by the authors. NB: the criteria that have been used to define hotspots vary across studies

**References**

1. Kawakami T, Mugal CF, Suh A, Nater A, Burri R, Smeds L, et al. Whole-genome patterns of linkage disequilibrium across flycatcher populations clarify the causes and consequences of fine-scale recombination rate variation in birds. Mol Ecol. 2017;26(16):4158-72.

2. Bascon-Cardozo K, Bours A, Manthey G, Durieux G, Dutheil JY, Pruisscher P, et al. Fine-Scale Map Reveals Highly Variable Recombination Rates Associated with Genomic Features in the Eurasian Blackcap. Genome Biol Evol. 2024;16(1).

3. Singhal S, Leffler EM, Sannareddy K, Turner I, Venn O, Hooper DM, et al. Stable recombination hotspots in birds. Science. 2015;350(6263):928-32.

4. Topaloudis A, Lavanchy E, Cumer T, Ducrest A-L, Simon C, Machado AP, et al. The recombination landscape of the barn owl, from families to populations. bioRxiv. 2024:2024.04.11.589103.

5. Auton A, Rui Li Y, Kidd J, Oliveira K, Nadel J, Holloway JK, et al. Genetic Recombination Is Targeted towards Gene Promoter Regions in Dogs. PLoS Genet. 2013;9(12):e1003984.

6. Pfeifer SP. A Fine-Scale Genetic Map for Vervet Monkeys. Mol Biol Evol. 2020;37(7):1855-65.

7. Frazer KA, Ballinger DG, Cox DR, Hinds DA, Stuve LL, Gibbs RA, et al. A second generation human haplotype map of over 3.1 million SNPs. Nature. 2007;449(7164):851-61.

8. Versoza CJ, Weiss S, Johal R, La Rosa B, Jensen JD, Pfeifer SP. Novel Insights into the Landscape of Crossover and Noncrossover Events in Rhesus Macaques (Macaca mulatta). Genome Biol Evol. 2024;16(1).

9. Booker TR, Ness RW, Keightley PD. The Recombination Landscape in Wild House Mice Inferred Using Population Genomic Data. Genetics. 2017;207(1):297-309.

10. Auton A, Fledel-Alon A, Pfeifer S, Venn O, Segurel L, Street T, et al. A Fine-Scale Chimpanzee Genetic Map from Population Sequencing. Science. 2012;336(6078):193-8.

11. Wall JD, Robinson JA, Cox LA. High-Resolution Estimates of Crossover and Noncrossover Recombination from a Captive Baboon Colony. Genome Biol Evol. 2022;14(4).

12. Hoge C, de Manuel M, Mahgoub M, Okami N, Fuller Z, Banerjee S, et al. Patterns of recombination in snakes reveal a tug-of-war between PRDM9 and promoter-like features. Science. 2024;383(6685):eadj7026.

13. Talbi M, Turner GF, Malinsky M. Rapid evolution of recombination landscapes during the divergence of cichlid ecotypes in Lake Masoko. bioRxiv. 2024:2024.03.20.585960.

14. Shanfelter AF, Archambeault SL, White MA. Divergent Fine-Scale Recombination Landscapes between a Freshwater and Marine Population of Threespine Stickleback Fish. Genome Biol Evol. 2019;11(6):1573-85.

# Supplementary material for: PRDM9 drives the location and rapid evolution of recombination hotspots in salmonid fish
**Source:** PLoS Biol. 2025 Jan 6;23(1):e3002950. doi: 10.1371/journal.pbio.3002950
**Supplement:** S6 Table

**S6 Table: Presence of *Zcwpw1*, *Zcwpw2*, *Tex15* and *Fbox47* genes in the genomes of analyzed species**

| **Gene** | **Species** | **Status** | **RefSeq Accession** | **AA Length** | **Domain Architecture** | **Definition** |
| --- | --- | --- | --- | --- | --- | --- |
| ***Zcwpw1*** | *Salmo salar* | present | XP_045577337.1 | 682 | zfCW-PWWP | zinc finger CW-type PWWP domain protein 1-like isoform X3 |
|  | *Oncorhynchus mykiss* | present | XP_036814305.1 | 769 | zfCW-PWWP | zinc finger CW-type PWWP domain protein 1 isoform X1 |
|  | *Oncorhynchus kisutch* | present | XP_031688551.1 (a) | 765 (a) | zfCW-PWWP | zinc finger CW-type PWWP domain protein 1 isoform X1 |
|  | *Dicentrarchus labrax* | not found (b) | NA | NA | NA | NA |
| ***Zcwpw2*** | *Salmo salar* | present | XP_014041947.1 | 271 | zfCW-PWWP | zinc finger CW-type PWWP domain protein 2-like isoform X2 |
|  | *Oncorhynchus mykiss* | present | XP_021442531.2 | 271 | zfCW-PWWP | zinc finger CW-type PWWP domain protein 2 isoform X2 |
|  | *Oncorhynchus kisutch* | present | XP_020334279.2 | 271 | zfCW-PWWP | zinc finger CW-type PWWP domain protein 2 |
|  | *Dicentrarchus labrax* | not found (c) | NA | NA | NA | NA |
| ***Tex15*** | *Salmo salar* | present | XP_045549530.1 | 2702 | DUF3715-TEX15 | uncharacterized protein LOC123726301 isoform X1 |
|  | *Oncorhynchus mykiss* | present | XP_036832662 | 2546 | DUF3715-TEX15 | uncharacterized protein LOC110523183 isoform X1 |
|  | *Oncorhynchus kisutch* | present | XP_020313884 | 2576 | DUF3715-TEX15 | testis-expressed protein 15 |
|  | *Dicentrarchus labrax* | not found (c) | NA | NA | NA | NA |
| ***Fbxo47*** | *Salmo salar* | present | XP_014029416 | 446 | F-BOX | PREDICTED: F-box only protein 47 |
|  | *Oncorhynchus mykiss* | present | XP_021438879 | 447 | F-BOX | F-box only protein 47 |
|  | *Oncorhynchus kisutch* | present | XP_020355253 | 446 | F-BOX | F-box only protein 47 |
|  | *Dicentrarchus labrax* | present | XP_051259065 | 445 | F-BOX | F-box only protein 47-like |

(a) The original RefSeq protein (XP_031688551.1) is partial (493 AA), due to a frameshift in exon 14 of *Zcwpw1*. The analysis of RNAseq data from *Oncorhynchus kisutch* (SRX4998080) showed that this frameshift is not present among RNAseq reads covering exon 14 (N=89 sequence reads), which suggests that the frameshift corresponds to an error in the genome assembly. After correction of this frameshift, the genome encodes a full-length protein (765 AA).

(b) There is one weak TBLASTN hit on scaffold NW_026136702 (genome assembly GCF_905237075.1), but it corresponds to another protein containing a PWWP domain (Msh6: XP_051275326).

(c) No TBLASTN hit on genome assembly (GCF_905237075.1)

# Supplementary material for: PRDM9 drives the location and rapid evolution of recombination hotspots in salmonid fish
**Source:** PLoS Biol. 2025 Jan 6;23(1):e3002950. doi: 10.1371/journal.pbio.3002950
**Supplement:** S7 Table — Details about the Salmo salar and Oncorhynchus mykiss samples used in this study and the corresponding Prdm9ɑ genotypes identified.

**S7 Table: List of genotyped samples.** Details about the *Salmo salar* and *Oncorhynchus mykiss* samples used in this study and the corresponding *Prdm9ɑ* genotypes identified.

# Supplementary material for: PRDM9 drives the location and rapid evolution of recombination hotspots in salmonid fish
**Source:** PLoS Biol. 2025 Jan 6;23(1):e3002950. doi: 10.1371/journal.pbio.3002950
**Supplement:** S8 Table — The primers used in this study to genotype the zinc finger array of Prdm9ɑ in Salmo salar and Oncorhynchus mykiss.

**S8 Table: List of primers.** The primers used in this study to genotype the zinc finger array of *Prdm9ɑ* in *Salmo salar* and *Oncorhynchus mykiss*.

| **Primer ID** | **Sequence (5'->3')** | **Target paralog** | **Use** |
| --- | --- | --- | --- |
| ***Salmo salar*** | | | |
| ssa05Pa2F | TGTTGAGGAGTGGAGAGATCAGA | *α1.a.2* | PCR and sequencing |
| ssa05Pa2R | CCCGCCCAGTTAGGCTTCTA | *α1.a.2* | PCR |
| ssa05Pa3R | AACAGTTAGTTGAAAGTTCCACG | *α1.a.2* | Sequencing |
| ssa17Pa1F | TGTTCTCCTTCACGGCTCAG | *α2.2* | PCR |
| ssa17Pa2R | TGCACTGTCTTTGGGGCTGATTA | *α2.2* | PCR |
| ssa17Pa3F | GTGGCTCTCAACGATGTTCAA | *α2.2* | Sequencing |
| ssa17Pa3R | CCAGTAAATCAGTTGGTGCTA | *α2.2* | Sequencing |
| ***Oncorhynchus mykiss*** | | | |
| rt31Pa1F_new | CTCTGGCTGTCCGTTCTCCTTCACC | *α1.a.1* | PCR |
| rt31Pa2R_new | GACTGCAGTTGGTGTGGGTACTGG | *α1.a.1* | PCR |
| ssa05Pa2F | TGTTGAGGAGTGGAGAGATCAGA | *α1.a.1* | Sequencing |
| rt31Pa1R | ATACACAAGATGGACGCCAGAGT | *α1.a.1* | Sequencing |
| rt07Pa2F | GCTCTCAGCGGTGTTCAACAACT | *α2.2* | PCR and sequencing |
| rt07Pa1R | ACATGTCTCACTGCAGTCACC | *α2.2* | PCR and sequencing |

# Supplementary material for: PRDM9 drives the location and rapid evolution of recombination hotspots in salmonid fish
**Source:** PLoS Biol. 2025 Jan 6;23(1):e3002950. doi: 10.1371/journal.pbio.3002950
**Supplement:** S9 Table — Details about the ChIP-seq experiment performed in Oncorhynchus mykiss testes. In the third column DMC1-R1 or -GP refer to the animal used to raise the antibody, respectively, rabbit individual 1 and guinea pig.

**S9 Table: List of ChIP-seq experiments performed.** Details about the ChIP-seq experiment performed in *Oncorhynchus mykiss* testes. In the third column DMC1-R1 or -GP refer to the animal used to raise the antibody, respectively rabbit individual 1 and guinea pig.

| **Sample** | **Maturation stage** | **Antibody** | **Experiment** | **Replicate** | **Raw reads** | **Mapped reads** | **Accession number** |
| --- | --- | --- | --- | --- | --- | --- | --- |
| RT-52 | IV | DMC1 - R1 | ChIP-seq | 1 | 110M | 70M | GSM8522616 |
| RT-52 | IV | DMC1 - GP | ChIP-seq | 2 | 94M | 69M | GSM8522617 |
| RT-52 | IV | None | Input | 1 | 105M | 90M | GSM8522618 |
| TAC-1 | III | DMC1 - R1 | ChIP-seq | 1 | 87M | 64M | GSM8522619 |
| TAC-1 | III | DMC1 - R1 | ChIP-seq | 2 | 100M | 78M | GSM8522620 |
| TAC-1 | III | H3K4me3 | ChIP-seq | 1 | 486M | 461M | GSM8522629 |
| TAC-1 | III | H3K4me3 | ChIP-seq | 2 | 400M | 371M | GSM8522631 |
| TAC-1 | III | H3K36me3 | ChIP-seq | 1 | 555M | 524M | GSM8522630 |
| TAC-1 | III | H3K36me3 | ChIP-seq | 2 | 394M | 370M | GSM8522632 |
| TAC-1 | III | None | Input | 1 | 518M | 509M | GSM8522633 |
| TAC-3 | III | DMC1 - R1 | ChIP-seq | 1 | 91M | 68M | GSM8522621 |
| TAC-3 | III | DMC1 - R1 | ChIP-seq | 2 | 67M | 51M | GSM8522622 |
| TAC-3 | III | H3K4me3 | ChIP-seq | 1 | 229M | 210M | GSM8522623 |
| TAC-3 | III | H3K4me3 | ChIP-seq | 2 | 472M | 456M | GSM8522626 |
| TAC-3 | III | H3K36me3 | ChIP-seq | 1 | 251M | 229M | GSM8522624 |
| TAC-3 | III | H3K36me3 | ChIP-seq | 2 | 449M | 433M | GSM8522627 |
| TAC-3 | III | None | Input | 1 | 327M | 316M | GSM8522625 |
| TAC-3 | III | None | Input | 2 | 536M | 528M | GSM8522628 |

# Supplementary material for: PRDM9 drives the location and rapid evolution of recombination hotspots in salmonid fish
**Source:** PLoS Biol. 2025 Jan 6;23(1):e3002950. doi: 10.1371/journal.pbio.3002950
**Supplement:** S10 Table — Population samples of O. kisutch, O. mykiss, and S. salar used to build the linkage disequilibrium-based recombination landscapes were selected from [118–120].

**S10 Table:** **Sample accession number and location.** Population samples of *O. kisutch*, *O. mykiss* and *S. salar* used to build the linkage disequilibrium-based recombination landscapes were selected from (1-3).

**References**

1. Bertolotti AC, Layer RM, Gundappa MK, Gallagher MD, Pehlivanoglu E, Nome T, et al. The structural variation landscape in 492 Atlantic salmon genomes. Nat Commun. 2020;11(1):5176.

2. Gao G, Nome T, Pearse DE, Moen T, Naish KA, Thorgaard GH, et al. A New Single Nucleotide Polymorphism Database for Rainbow Trout Generated Through Whole Genome Resequencing. Front Genet. 2018;9:147.

3. Rondeau EB, Christensen KA, Minkley DR, Leong JS, Chan MTT, Despins CA, et al. Population-size history inferences from the coho salmon (Oncorhynchus kisutch) genome. G3 (Bethesda). 2023;13(4).

# Supplementary material for: PRDM9 drives the location and rapid evolution of recombination hotspots in salmonid fish
**Source:** PLoS Biol. 2025 Jan 6;23(1):e3002950. doi: 10.1371/journal.pbio.3002950
**Supplement:** S11 Table — Details of the program versions used at each step of the reconstruction of LD-based recombination landscapes in the 5 salmonid populations. * The D. labrax data set was taken from [128], who used a reference panel of 22 genomes fully phased-by-transmission using trio-sequencing as a learning reference for the statistical phasing of 46 additional genomes with Eagle2 v2.4. Variants were oriented using whole-genome resequencing data (>20×) from the closely related species Dicentrarchus punctatus, which was used as an outgroup.

**S11 Table: Program versions.** Details of the program versions used at each step of the reconstruction of LD-based recombination landscapes in the five salmonid populations. * The *D. labrax* dataset was taken from (1), who used a reference panel of 22 genomes fully phased-by-transmission using trio-sequencing as a learning reference for the statistical phasing of 46 additional genomes with Eagle2 v2.4. Variants were oriented using whole-genome resequencing data (>20x) from the closely related species *Dicentrarchus punctatus*, which was used as an outgroup.

| Steps | Read mapping | BAM formating | Variant calling | Variant Filtering | Variant Filtering | Pre- phasing | Phasing | Variant orientation | Recombination rates estimation | TEs de novo annotation | TEs mapping | CGIs annotation |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Programs | bwa mem | Picard | GATK | Bcftools | VCFtools | WhatsHap | Shapeit | Est-sfs | LDhelmet | Repeat Modeler | Repeat Masker | EMBOSS |
| *O. kisutch* | v0.7.17 | v2.25.6 | v3.8-0 (2) | 1.9 | v 0.1.16 | 0.18 | 4.2.1 | 2.03 | 1.9 | 2.03 | 4.1.3 | 6.6.0 |
| *O. mykiss* | v0.7.17 | v2.25.6 | v4.2.2.0 | 1.9 | v 0.1.16 | 0.18 | 4.2.1 | 2.03 | 1.9 | 2.03 | 4.1.3 | 6.6.0 |
| *S. salar* GP | v0.7.17 | v2.18.29 | 4.1.8.1 | 1.9 | 0.1.17 | 1.3 | 4.2.2 | 2.04 | 1.9 | 2.03 | 4.1.3 | 6.6.0 |
| *S. salar* BS | v0.7.17 | v2.18.29 | 4.1.8.1 | 1.9 | 0.1.17 | 1.3 | 4.2.2 | 2.04 | 1.9 | 2.03 | 4.1.3 | 6.6.0 |
| *S. salar* NS | v0.7.17 | v2.18.29 | 4.1.8.1 | 1.9 | 0.1.17 | 1.3 | 4.2.2 | 2.04 | 1.9 | 2.03 | 4.1.3 | 6.6.0 |
| *D. labrax* | v0.7.5a | v1.112 | v3.3-0 (1) | - | v0.1.11 |  | * | - | v1.10 | - | - | 6.6.0 |

**References**

1. Duranton M, Allal F, Valière S, Bouchez O, Bonhomme F, Gagnaire PA. The contribution of ancient admixture to reproductive isolation between European sea bass lineages. Evol Lett. 2020;4(3):226-42.

2. Rondeau EB, Christensen KA, Minkley DR, Leong JS, Chan MTT, Despins CA, et al. Population-size history inferences from the coho salmon (Oncorhynchus kisutch) genome. G3 (Bethesda). 2023;13(4).

# Supplementary material for: PRDM9 drives the location and rapid evolution of recombination hotspots in salmonid fish
**Source:** PLoS Biol. 2025 Jan 6;23(1):e3002950. doi: 10.1371/journal.pbio.3002950
**Supplement:** S12 Table

**S12 Table.** Assembly statistics of the reference genome of *O. kisutch*, *O. mykiss* and *S. salar* that were used to map the population resequencing data for the LD-based recombination landscapes and the ChIP-Seq DMC1 peaks.

|  | ***O. kisutch*** | ***O. mykiss*** | | ***S. salar*** |
| --- | --- | --- | --- | --- |
| Reference genome | Okis_V1 | Omyk_1 | USDA_OmykA_1.1 | Ssal_v3 |
| Accession number | GCF_002021735.1 | GCF_002163495.1 | GCF_013265735.2 | GCF_905237065.1 |
| Year | 2017 | 2017 | 2020 | 2021 |
| Genome size | 2.4 Gb | 2.2 Gb | 2.3 Gb | 2.8 Gb |
| Total ungapped length | 2.3 Gb | 1.9 Gb | 2.3 Gb | 2.8 Gb |
| Assembly level | Chromosome | Chromosome | Chromosome | Chromosome |
| Number of chromosomes | 30 | 29 | 32 | 29 |
| Number of scaffolds | 22,812 | 139,799 | 938 | 4,223 |
| Scaffold N50 | 1.3 Mb | 1.7 Mb | 39.2 Mb | 28.1 Mb |
| Gaps between scaffolds | 1,566 | 7,839 | 196 | 212 |
| Genome coverage | 213.0x | 244.0x | 111.6x | 70.0x |

# Supplementary material for: PRDM9 drives the location and rapid evolution of recombination hotspots in salmonid fish
**Source:** PLoS Biol. 2025 Jan 6;23(1):e3002950. doi: 10.1371/journal.pbio.3002950
**Supplement:** S13 Table — Outgroups 1, 2, and 3 for O. kisutch were O. tshawytscha, O. nerka, and O. mykiss, respectively; O. tschawytscha, O. nerka, and O. kisutch for O. mykiss; and Salmo trutta, Salvelinus alpinus, and O. mykiss for S. salar.

**S13 Table: Mean sequence identity score obtained from the blast search of the 100 kb flanking sequences of the variants in the ingroup species against the reference genome of each outgroup.** Outgroups 1, 2 and 3 for *O. kisutch* were *O. tshawytscha*, *O. nerka* and *O. mykiss* respectively; *O. tschawytscha*, *O. nerka* and *O. kisutch* for *O. mykiss*; and *Salmo trutta*, *Salvelinus alpinus* and *O. mykiss* for *S. salar*.

|  | **Outgroup 1** | **Outgroup 2** | **Outgroup 3** |
| --- | --- | --- | --- |
| *O. kisutch* | 96.53 | 95.71 | 95.48 |
| *O. mykiss* | 95.76 | 95.64 | 95.62 |
| *S. salar* | 96.95 | 93.95 | 93.31 |

# Supplementary material for: PRDM9 drives the location and rapid evolution of recombination hotspots in salmonid fish
**Source:** PLoS Biol. 2025 Jan 6;23(1):e3002950. doi: 10.1371/journal.pbio.3002950
**Supplement:** S1 Fig — The phylogenetic tree was realized on the concatenated 3 exons of the SET domain, with 1,000 bootstrap replicates (values shown at nodes). To facilitate visualization, the branch of D. labrax is not drawn to scale. In column from left to right, (i) species; (ii) annotated paralog copy; (iii) Prdm9 copy status. The scale bar is in unit of substitution per site. The right panel shows the coding potential of each paralog and indicates the presence of substitutions in the catalytic tyrosines of the SET domain (Y276, Y341, and Y357). Canonical (full length) PRDM9 proteins contain 4 key domains: KRAB (encoded by 2 exons), SSXRD (encoded by 1 exon), SET (encoded by 3 exons), and the ZF array (encoded by 1 exon). Complete exons are shown in blue. Missing or truncated exons are shown in pink. Other regions of the protein (upstream of the KRAB domain, and between KRAB and SSXRD), are encoded by additional exons (not shown here), that are not conserved between α and β clades. All β copies have lost KRAB and SSXRD domains, and have substitutions in at least two of the 3 catalytic tyrosines of the SET domain. β copies are well conserved across all species (including in the ZF array), which indicates that these truncated PRDM9 homologs are under purifying selection, and hence that they have a function. The last column indicates indexes referring to the S1 Table with additional information on the corresponding copy. The data and codes underlying this figure can be found in https://doi.org/10.5281/zenodo.11083953.

**
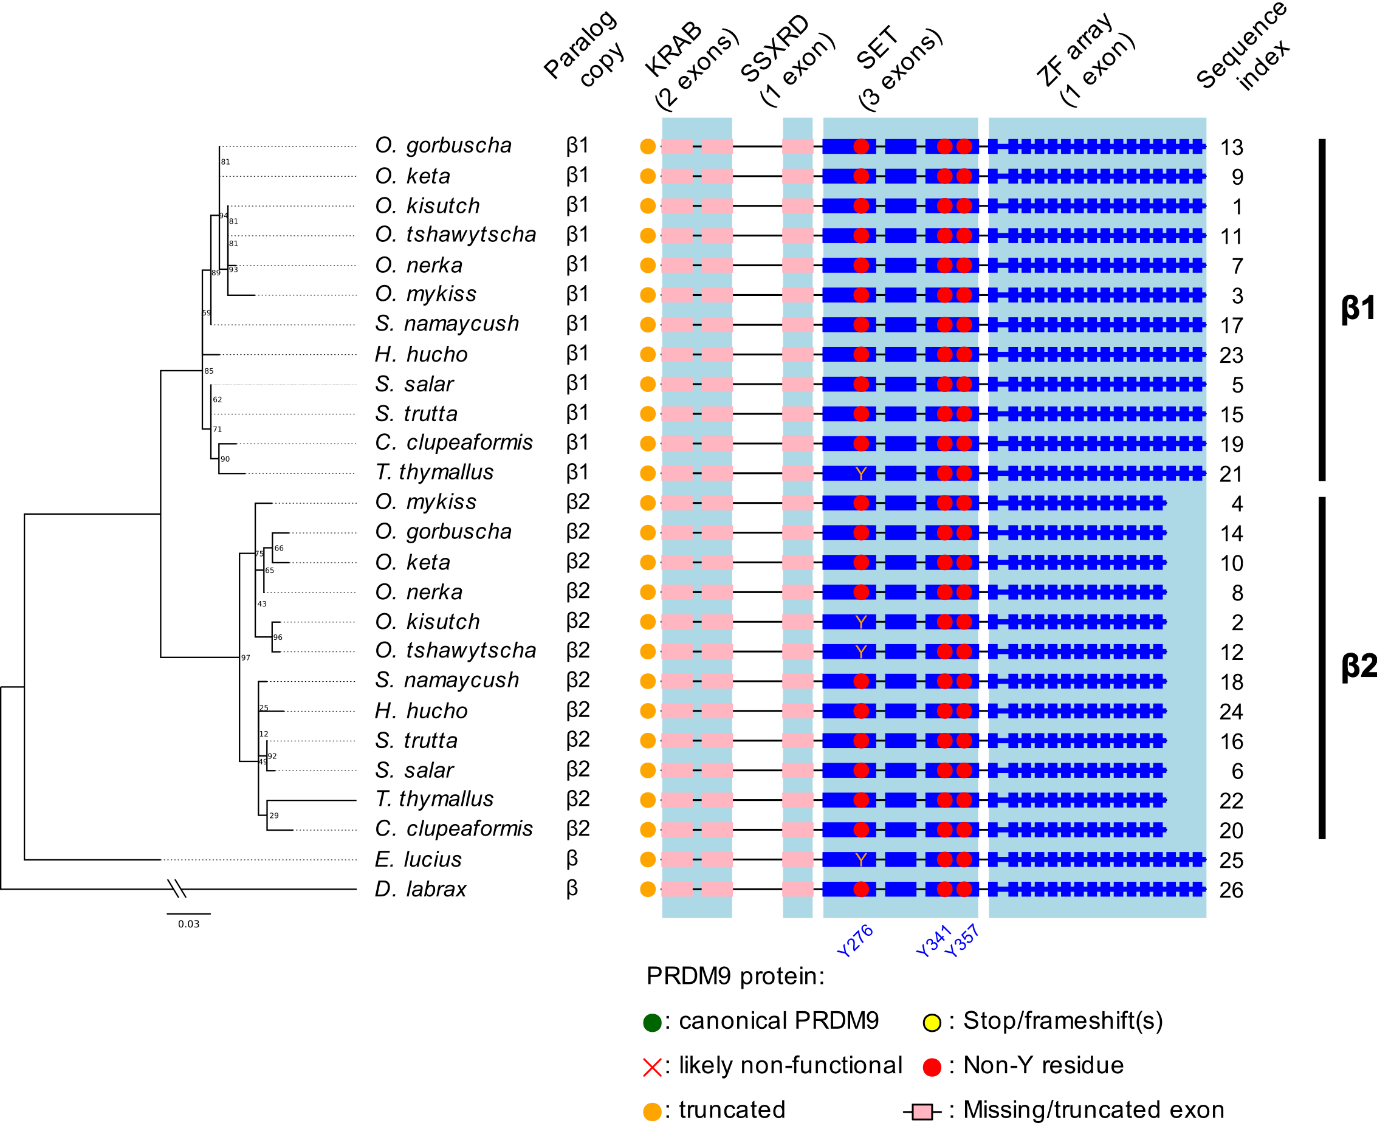
**

**S1 Fig: Phylogenetic distribution of PRDM9β paralogs** in twelve salmonids, the northern pike (*Esox lucius*) and the European sea bass (*Dicentrarchus labrax*) as outgroup species. The phylogenetic tree was realised on the concatenated 3 exons of the SET domain, with 1000 bootstrap replicates (values shown at nodes). To facilitate visualisation, the branch of *D. labrax* is not drawn to scale. In column from left to right, i) species; ii) annotated paralog copy; iii) Prdm9 copy status. The scale bar is in unit of substitution per site. The right panel shows the coding potential of each paralog, and indicates the presence of substitutions in the catalytic tyrosines of the SET domain (Y276, Y341 and Y357). Canonical (full-length) PRDM9 proteins contain four key domains: KRAB (encoded by two exons), SSXRD (encoded by one exon), SET (encoded by three exons) and the ZF array (encoded by one exon). Complete exons are shown in blue. Missing or truncated exons are shown in pink. Other regions of the protein (upstream of the KRAB domain, and between KRAB and SSXRD), are encoded by additional exons (not shown here), that are not conserved between α and β clades. All β copies have lost KRAB and SSXRD domains, and have substitutions in at least two of the three catalytic tyrosines of the SET domain. β copies are well conserved across all species (including in the ZF array), which indicates that these truncated PRDM9 homologs are under purifying selection, and hence that they have a function. The last column indicates indexes referring to the **S1 Table** with additional information on the corresponding copy. The data and codes underlying this figure can be found in https://doi.org/10.5281/zenodo.11083953.

# Supplementary material for: PRDM9 drives the location and rapid evolution of recombination hotspots in salmonid fish
**Source:** PLoS Biol. 2025 Jan 6;23(1):e3002950. doi: 10.1371/journal.pbio.3002950
**Supplement:** S2 Fig — Relative position and orientation of the a (in red) and b (in blue) tandem duplicated copies of the PRDM9α1.1 and 1.2 paralogs for each species. The chromosome/scaffold name on which the copy seats is shown. α1.1 and 1.2, which occur as single copies in some species, are also shown (in gray). The data underlying this figure can be found in S1 Table.

**
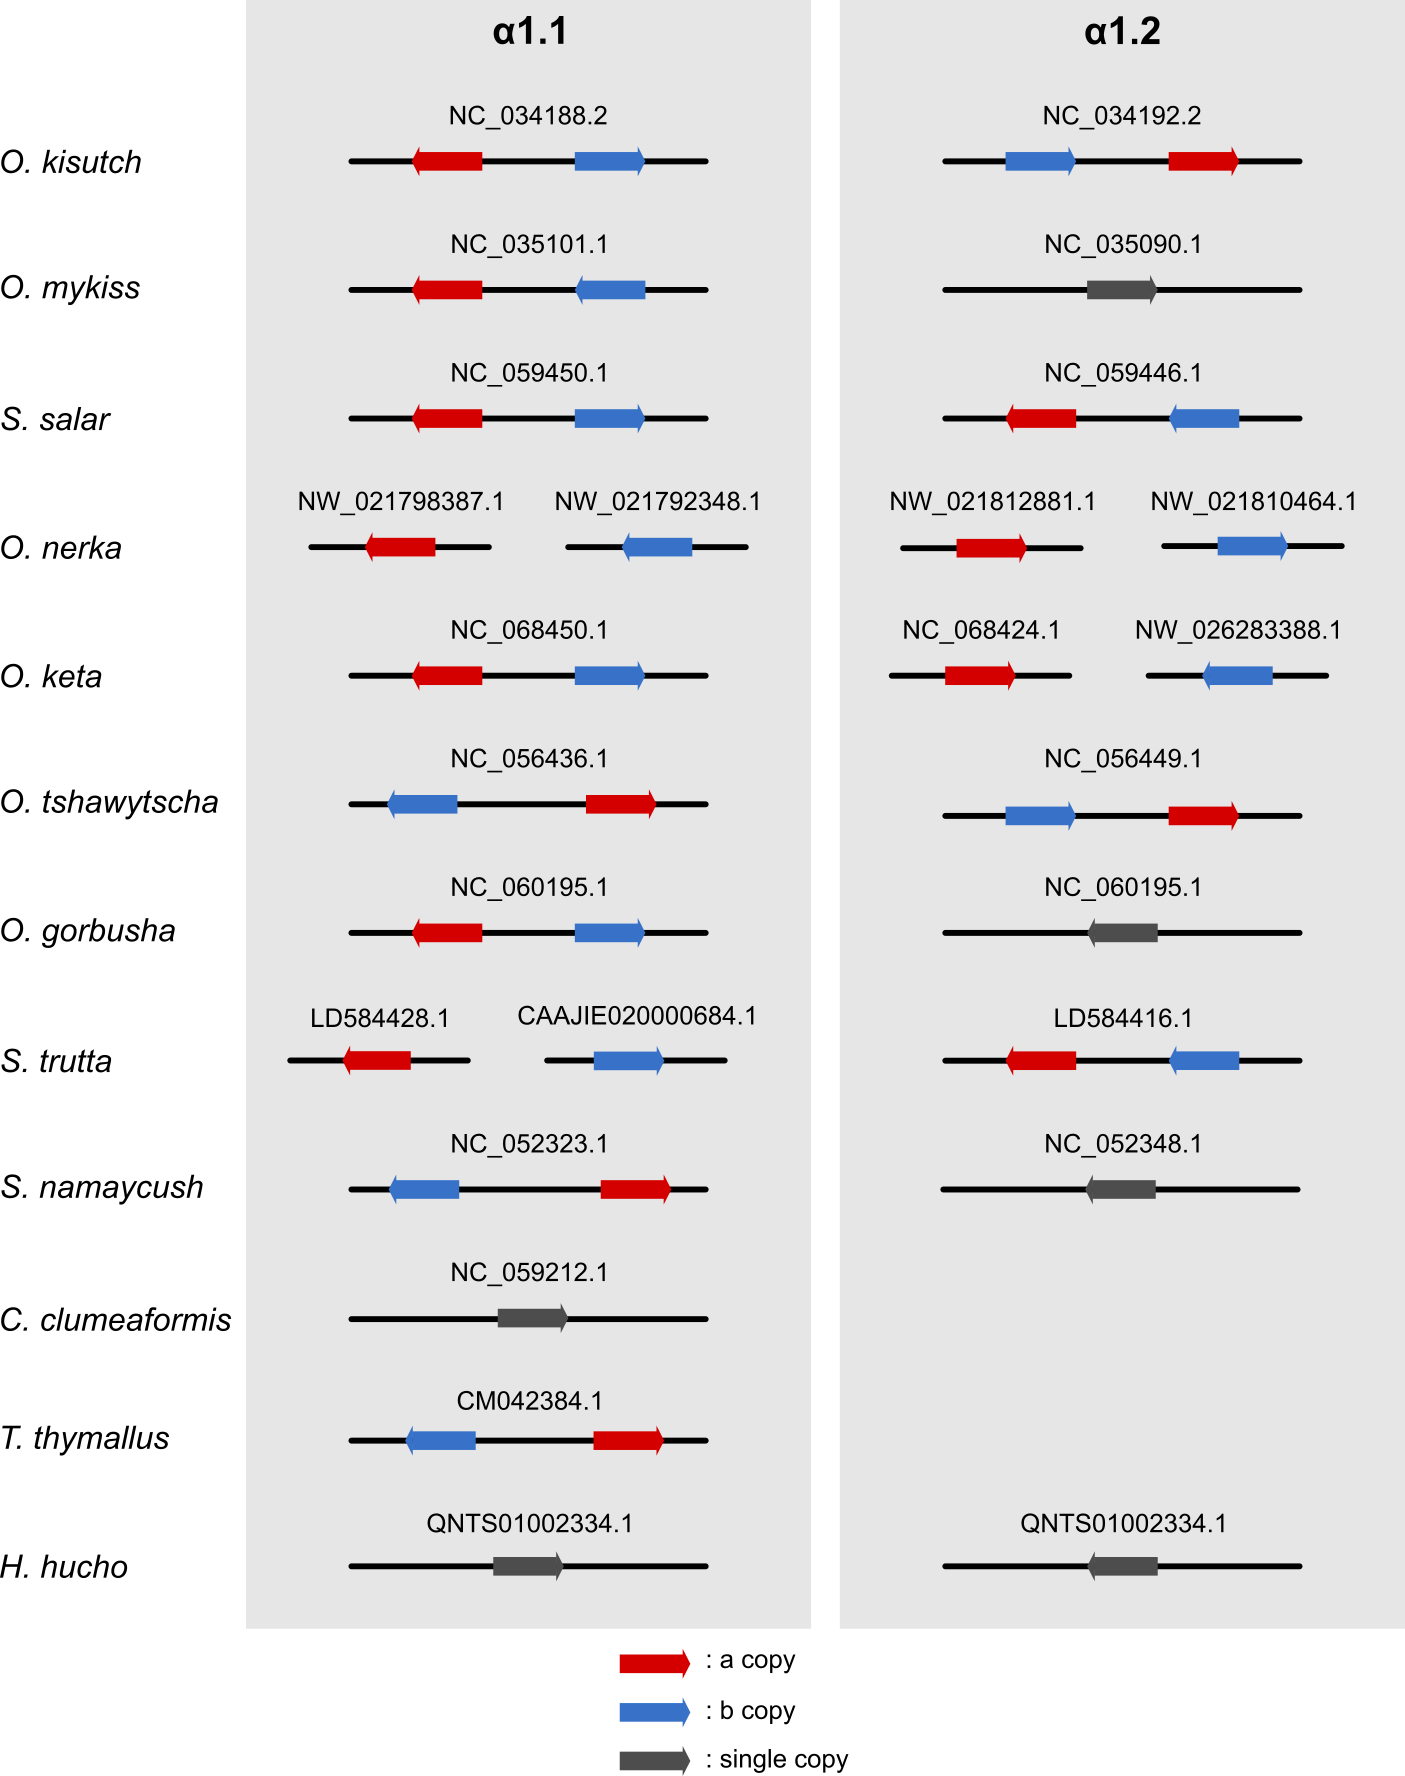
**

**S2 Fig: Chromosome position of the tandem duplicated PRDM9α a and b copies.** Relative position and orientation of the a (in red) and b (in blue) tandem duplicated copies of the PRDM9α1.1 and 1.2 paralogs for each species. The chromosome/scaffold name on which the copy seats is shown. α1.1 and 1.2, which occur as single copies in some species, are also shown (in grey). The data underlying this figure can be found in **S1 Table**.

# Supplementary material for: PRDM9 drives the location and rapid evolution of recombination hotspots in salmonid fish
**Source:** PLoS Biol. 2025 Jan 6;23(1):e3002950. doi: 10.1371/journal.pbio.3002950
**Supplement:** S3 Fig — Amino acid sequences of all unique zinc fingers found in alleles identified in S. salar PRDM9α1.a.2 and α2.2, and in O. mykiss PRDM9α1.a.1 and α2.2 (Figs 2A and S5). In bold colored boxes are indicated the 3 hypervariable DNA-binding residues. In red are reported the cysteine (C) and histidine (H) residues involved stabilizing the structure of the array. In blue are indicated the polymorphic residues compared to the consensus, outside the 3 amino acids in contact with DNA. In shaded gray are reported the synonym variations in respect to the consensus. The complementary information about the DNA sequences of all alleles identified is available in S1 Methods.

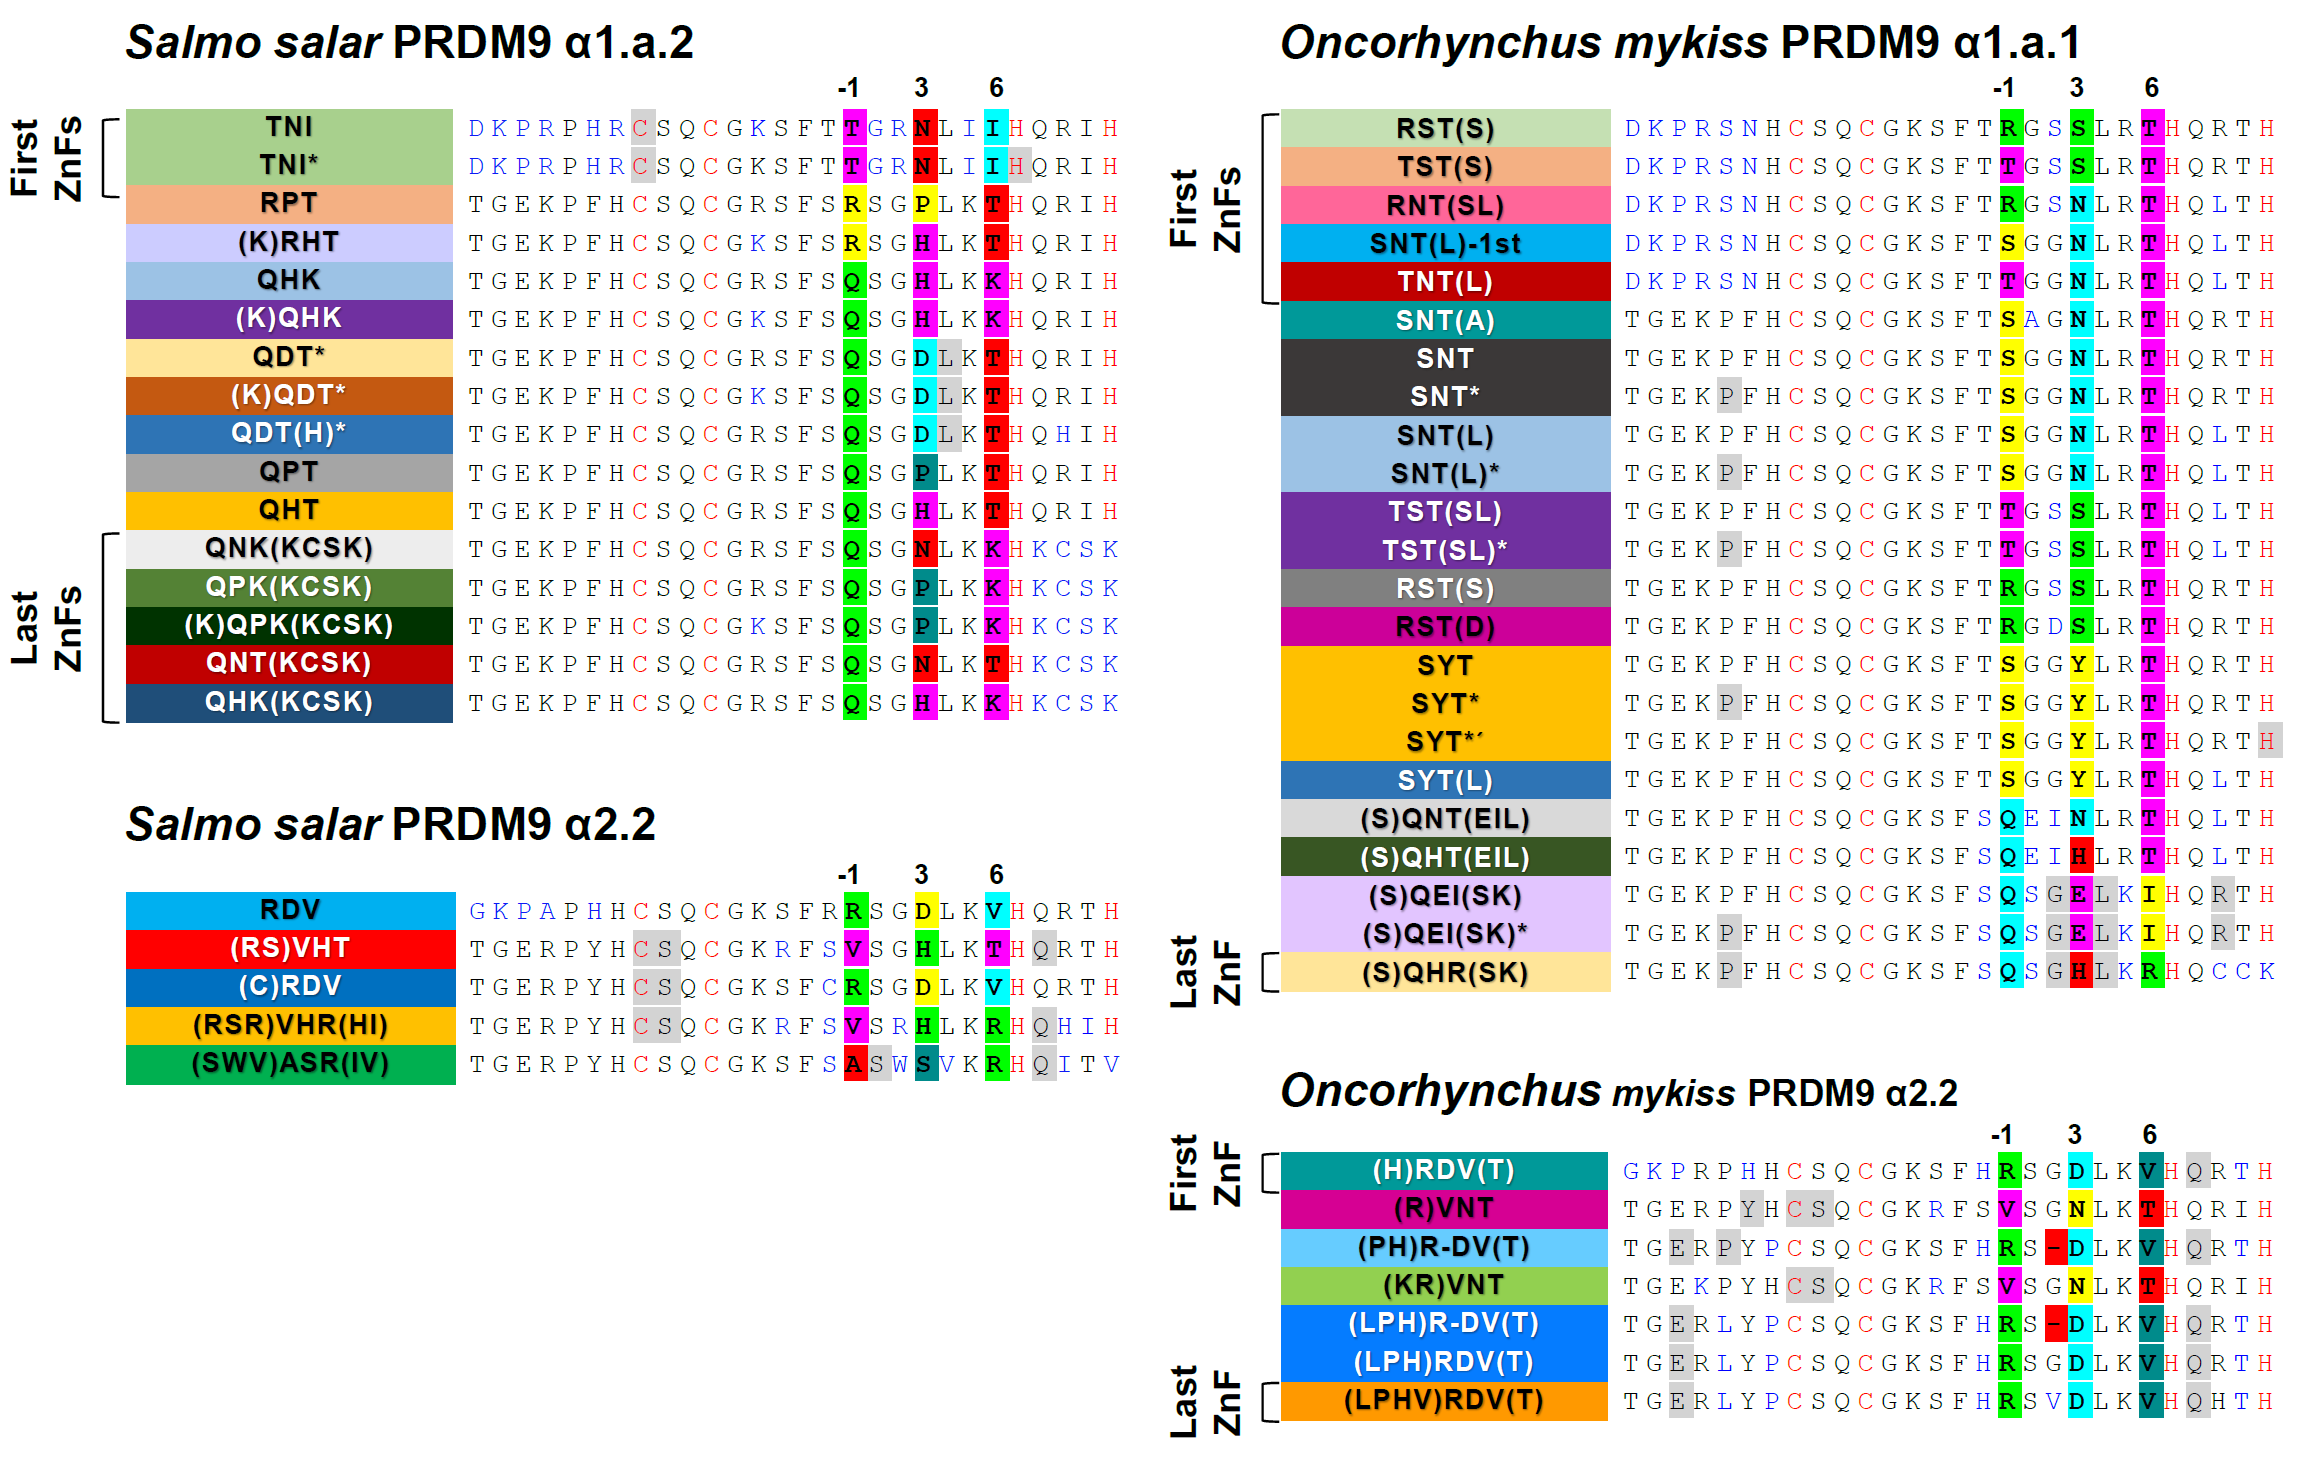

**S3 Fig: Amino-acid diversity in full-length and partial PRDM9 zinc fingers in *S. salar* and *O. mykiss*.** Amino acid sequences of all unique zinc fingers found in alleles identified in *S. salar* PRDM9α1.a.2 and α2.2, and in *O. mykiss* PRDM9α1.a.1 and α2.2 (**Fig 2A**, **S5** **Fig**). In bold colored boxes are indicated the 3 hypervariable DNA-binding residues. In red are reported the cysteine (C) and histidine (H) residues involved stabilizing the structure of the array. In blue are indicated the polymorphic residues compared to the consensus, outside the 3 amino-acids in contact with DNA. In shaded grey are reported the synonym variations in respect to the consensus. The complementary information about the DNA sequences of all alleles identified is available in the **S1 Methods**.

# Supplementary material for: PRDM9 drives the location and rapid evolution of recombination hotspots in salmonid fish
**Source:** PLoS Biol. 2025 Jan 6;23(1):e3002950. doi: 10.1371/journal.pbio.3002950
**Supplement:** S4 Fig — Cartoon showing the functional domains of PRDM9 paralogs analyzed in this study. The amino acid sequences were obtained from the reference genome and analyzed using previously described methodology [144]. α1 copies and the O. mykiss α2.2 copy possess a complete KRAB domain, and we refer to these copies as canonical PRDM9. S. salar α2.2 copy possess a partial KRAB domain, and we refer to this copy as truncated PRDM9. All 4 copies present the 3 catalytic tyrosine residues in the SET domain, required for methyltransferase activity.

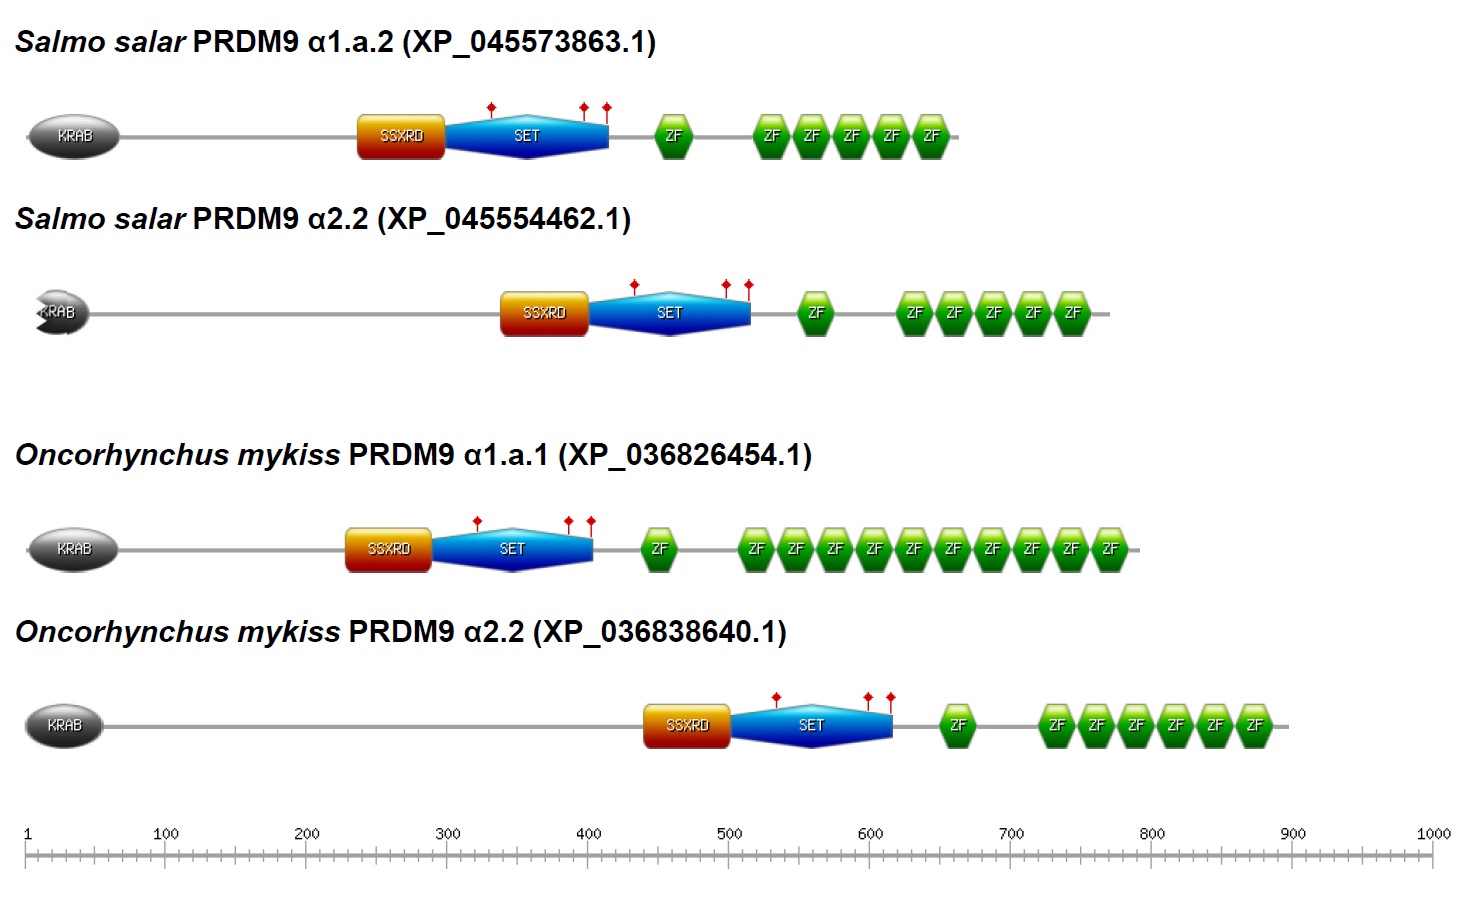

**S4 Fig: Graphical view of PRDM9 paralogs.** Cartoon showing the functional domains of PRDM9 paralogs analyzed in this study. The amino acid sequences were obtained from the reference genome and analyzed using previously described methodology (158). α1 copies and the *O. mykiss* α2.2 copy possess a complete KRAB domain, and we refer to these copies as canonical PRDM9. *S. salar* α2.2 copy possess a partial KRAB domain, and we refer to this copy as truncated PRDM9. All four copies present the three catalytic tyrosine residues in the SET domain, required for methyltransferase activity.

# Supplementary material for: PRDM9 drives the location and rapid evolution of recombination hotspots in salmonid fish
**Source:** PLoS Biol. 2025 Jan 6;23(1):e3002950. doi: 10.1371/journal.pbio.3002950
**Supplement:** S5 Fig — (A) Structure of PRDM9 zinc finger arrays of identified alleles in S. salar PRDM9α2.2 and O. mykiss PRDM9α2.2. Colored boxes represent unique zinc fingers, characterized by the 3 amino acids in contact with DNA (3-letter code). Additional variations relative to a reference sequence are indicated between brackets. A white star indicates the zinc fingers missing one amino acid residue (27 a.a. instead of 28). The complete zinc finger amino-acid sequences are shown in S3B Fig. Frequencies of the alleles displayed on panel A among the 20 S. salar and 20 O. mykiss individuals that were genotyped for PRDM9. (C) Distribution of amino acid diversity among all unique zinc fingers found in alleles displayed on panel A, following previously described methodology [19]. The amino acid diversity is plotted as a function of amino acid position in the ZF alignment, ranging from position 1 to position 28 (first and last residues) of a ZF unit. The ratio of amino acid diversity at DNA-binding residues of the ZF array (−1, 2, 3, and 6), indicated as r, is shown in the upper box. The data underlying this figure can be found in https://doi.org/10.5281/zenodo.11083953 and in S7 Table.

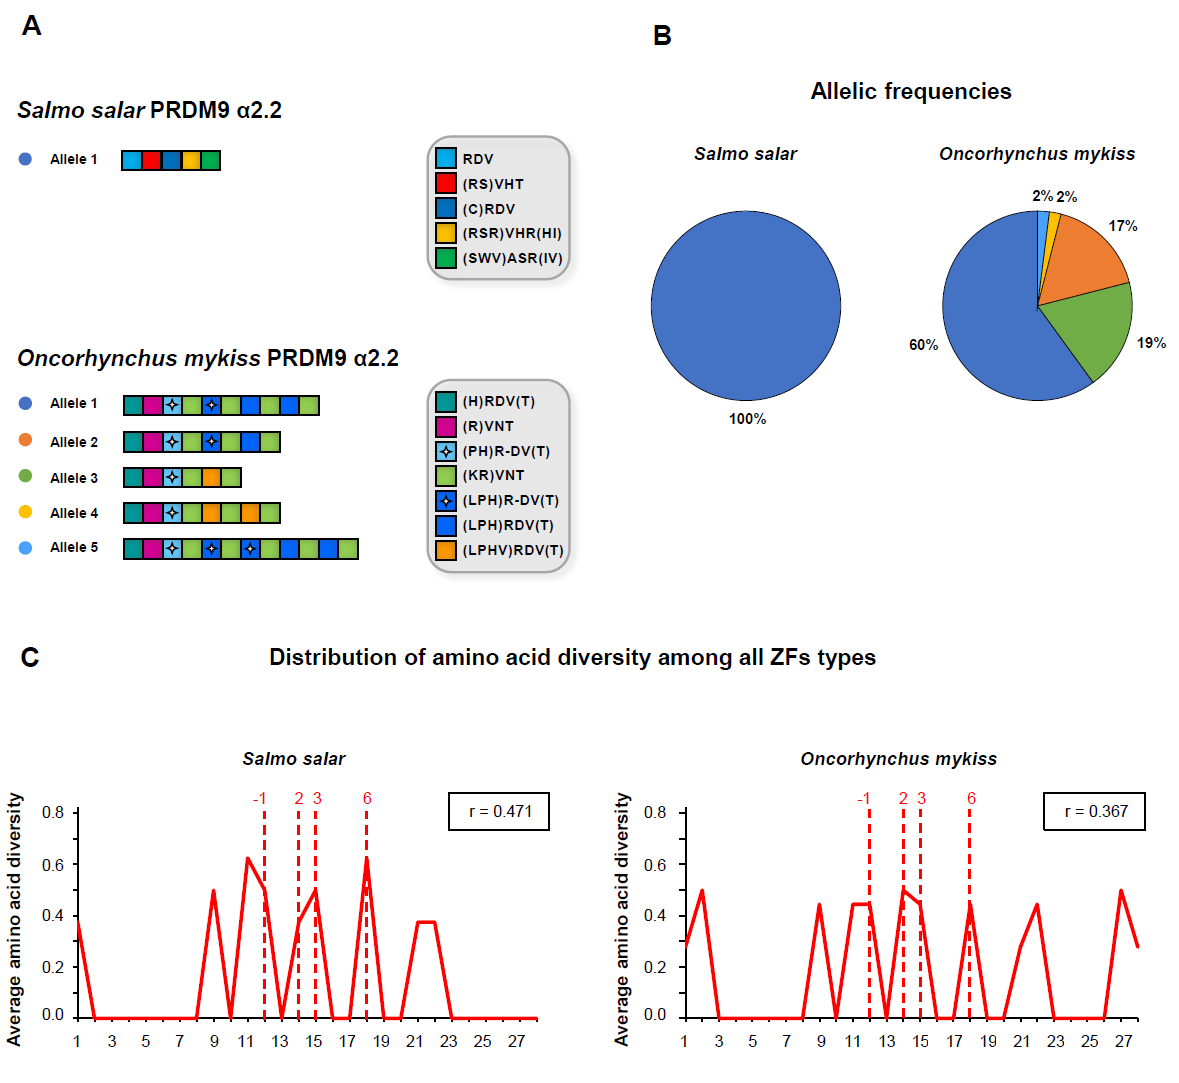

**S5 Fig: PRDM9α2.2 zinc finger allelic diversity in *S. salar* and *O. mykiss*.** **A)** Structure of PRDM9 zinc finger arrays of identified alleles in *S. salar* PRDM9α2.2 and *O. mykiss* PRDM9α2.2. Colored boxes represent unique zinc fingers, characterized by the 3 amino-acids in contact with DNA (3-letter code). Additional variations relative to a reference sequence are indicated between brackets. A white star indicates the zinc fingers missing one amino-acid residue (27 a.a. instead of 28). The complete zinc finger amino-acid sequences are shown in **S3B** **Fig.** Frequencies of the alleles displayed on panel A among the 20 *S. salar* and 20 *O. mykiss* individuals that were genotyped for PRDM9. **C)** Distribution of amino-acid diversity among all unique zinc fingers found in alleles displayed on panel A, following previously described methodology (19). The amino acid diversity is plotted as a function of amino acid position in the ZF alignment, ranging from position 1 to position 28 (first and last residues) of a ZF unit. The ratio of amino acid diversity at DNA-binding residues of the ZF array (-1, 2, 3 and 6), indicated as r, is shown in the upper box. The data underlying this figure can be found in <https://doi.org/10.5281/zenodo.11083953> and in **S7 Table**.

How the deposited data were processed for this re-analysis (not part of the article)

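DMC1-SSDS was measured in testes of 3 rainbow trout (RT-52, TAC-1 and TAC-3), and H3K4me3 and H3K36me3 ChIP-seq in testes of TAC-1 and TAC-3, with 2 replicates per individual and target. The stage, *Prdm9* genotype, antibody and read numbers of each library were taken from the sample labels and from S7 Table and S9 Table. The mapped DMC1-SSDS reads per individual summed to 139 M in RT-52, 142 M in TAC-1 and 119 M in TAC-3. For H3K4me3, they summed to 832 M in TAC-1 and 666 M in TAC-3, and for H3K36me3 to 894 M and 662 M.

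For DMC1-SSDS, the authors processed single-stranded fragments with the hotSSDS pipeline, called peaks with MACS2, filtered them by IDR and recentered them. The deposited score of each DMC1-SSDS peak is a whole number, which falls below 0 for 3 peaks of RT-52. S1 Methods describes a normalization of hotspot strength by adjacent regions, and the lists do not name the value. For the histone marks, the authors aligned reads with BWA through nf-core/chipseq, called narrow peaks with MACS2 in each replicate against an input, merged peaks closer than 1 kb and kept the regions found in both replicates. The deposited score of a histone peak is the mean MACS2 score of the merged peaks. Scores were used only within a list, to describe, rank or filter peaks. Positions are those of USDA_OmykA_1.1. The lists hold 1 set of peaks per individual and target, so that no value per replicate was obtained. Which individual and target a list belongs to was read from the name the authors gave to the list. The number of DMC1-SSDS peaks in each list is the one the paper gives for that individual.

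The lists were compared with numpy 2.4.6, pandas 2.3.3 and SciPy 1.17.1 in Python 3.11.15, and figures were drawn with matplotlib 3.10.9. Hotspots were reduced to their central 400 bp and counted as overlapping when they had at least 1 bp in common with another hotspot, or with the full length of a histone peak. The overlap calls were checked against bedtools 2.31.1, and were the same for 24000 of 24000 simulated windows. All 1200 planted overlaps were found. On simulated lists, 4 of 200 independent pairs and 200 of 200 pairs with planted overlaps passed the threshold of 0.05 in the random placement test. The median test passed it in 4 of 100 simulated sets without a difference, and in 100 of 100 with doubled values. Planted overlaps were copies of their targets, and the simulated lists were spread at random along chromosomes. The checks of random placement therefore do not cover lists that cluster at the chromosome ends.

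Chance overlap was estimated from 1000 random placements of each hotspot on its own chromosome, a permutation of positions (one-sided p). At gene boundaries both directions were tested, each at a threshold of 0.025. Shares of hotspots were compared by Fisher's exact test and paired shares by the exact McNemar test, and positions near chromosome ends were tested by the exact binomial test (all two-sided). Peak values were compared by 100000 permutations of the labels (two-sided). Intervals are 95% Wilson intervals over hotspots. They cover counting error only, and neither the difference between replicates nor that between individuals of the same genotype. Families of tests were adjusted by the Benjamini-Hochberg method. Each genotype was represented by 1 individual, so each comparison is between these individuals and not between genotypes.

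The sites named were the regions of Fig 3A, every hotspot common to the 3 individuals and the hotspot with the highest value in each list, each with the nearest gene of the RefSeq table. This rule, the tests at the claims and their alternatives were set before the data were examined, except those at gene boundaries and 3 alternatives for the allele sets. Of the 14 tests of explanations in the closing section, 5 were chosen before the result they measure was seen, and the others after. The sites named outside this rule were chosen after their values were seen. The alternatives concerned the length of hotspot compared, the overlap required, the number of peaks used, the random placement, the width of the chromosome ends, the hotspots shared by TAC-1 and TAC-3 and the summary of peak values.

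The gene table of the assembly holds 72772 genes, of which 54080 were placed on chromosomes and 18679 had no chromosome. It gives neither strand nor transcripts. TSSs and transcription end sites were therefore replaced by both boundaries of each gene, a change made after the data were examined. No genome sequence was used here, so the DNA motifs were not analysed here, nor were strand profiles, the signal between peaks, the brain samples and the LD-based maps.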

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

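Of the tests in this part, those of the numbers of H3K4me3 peaks, of background common to both libraries and of peaks outside genes were chosen before their own results were seen, the last after the positions of these peaks at gene boundaries were known. All the others were chosen after. Both patterns are differences between individuals, tested across peaks with 1 individual on each side.

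The RT-52 hotspots inside chromosomes differed from those of TAC-1 in their number on chromosome Y, on which the paper does not report. Between 20% and 80% of the chromosome length, 47 of 323 RT-52 hotspots (14.6%, 95% Wilson interval 11.1% to 18.8%) lay on chromosome Y, which holds 2.14% of the length. In TAC-1, 2 of 98 interior hotspots did so (2.04%; two-sided Fisher's exact test, p = 0.000238), and in TAC-3 2 of 53 (3.77%, p = 0.0278). The TAC-1 hotspots lay from 36416000 to 36419301 and from 37467870 to 37469411, and the TAC-3 hotspots from 28042435 to 28044072 and from 30450373 to 30451888 (named after their values were seen). Only 7 of the 98 interior TAC-1 hotspots and 3 of the 53 of TAC-3 had an H3K4me3 peak of the same individual. The interior sets of TAC-1 and TAC-3 may therefore hold peaks that are not DSB hotspots. This limits the comparisons with RT-52 on chromosome Y and on short chromosomes. An H3K4me3 peak of TAC-1 or TAC-3 was present at 30 of the 47 RT-52 hotspots inside chromosome Y (63.8%), against 9.34% for random placement. At the 276 other interior RT-52 hotspots, it was present at 153 (55.4%, Fisher's exact test, p = 0.340). Signal that falls at random along chromosome Y is thus argued against. As H3K4me3 also marks promoters, these values do not separate DSB hotspots from other signal at marked sites. The larger number of peaks in RT-52 is argued against by the 616 RT-52 hotspots with the highest values, of which 19 of the 55 interior ones were on chromosome Y (34.5%, one-sided exact binomial test against the share of length, p = 2.45e-18). A property of the reference sequence that acts in every library inside chromosome Y would have raised the 2.04% of TAC-1 as well. Over its whole length, chromosome Y held 22 of 595 TAC-1, 8 of 197 TAC-3 and 119 of 1869 RT-52 hotspots. Each share is above 2.14%, but these counts were not tested, so such a property acting outside the interior stays open. A density raised on short chromosomes in RT-52 is not excluded, and the values it needs were found. The 10 chromosomes with the highest interior density of RT-52 hotspots were all of at most 55 Mb, a limit set after the values were seen. With chromosome Y left out, 173 of the 276 interior RT-52 hotspots lay on such chromosomes (62.7%, 95% Wilson interval 56.8% to 68.2%), which hold 25.7% of the length. In TAC-1, 31 of 96 did so (32.3%; Fisher's exact test, p = 4.07e-07), and in TAC-3 10 of 51 (19.6%, p = 1.09e-08). Chromosome Y had 1.64 interior hotspots per Mb, against 1.02 for chromosome 31, the next, and a median of 0.158. As chromosome Y was picked because it ranked first, whether it exceeds the other short chromosomes was not tested. A difference in the sequence of chromosome Y between RT-52 and the reference, the stage, the second antibody and the *Prdm9* genotype of RT-52 were not tested and stay open. That the excess on chromosome Y may be part of a higher interior density of the short chromosomes in RT-52 is a hypothesis, found and tested on the same lists.

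H3K4me3 and H3K36me3 peaks coincided far more often in TAC-1 than in TAC-3. Of the 153665 H3K4me3 peaks of TAC-1, 102057 met an H3K36me3 peak of the same individual (66.4%, 95% Wilson interval 66.2% to 66.7%). In TAC-3, 4366 of 50548 did so (8.64%; odds ratio 20.9, Fisher's exact test, p below double precision). The longer TAC-1 lists are argued against as the whole cause. With as many peaks of each mark as in TAC-3, taken by score, 40.5% of the TAC-1 H3K4me3 peaks still met an H3K36me3 peak. Gene-linked chromatin is argued against as the whole cause by the H3K4me3 peaks outside the genes placed on chromosomes and their 1 kb flanks. Of these, 31818 of 48346 met an H3K36me3 peak in TAC-1 (65.8%), against 1044 of 13440 in TAC-3 (7.77%; odds ratio 22.9, Fisher's exact test, p below double precision). At genes, the shares were 67.0% and 8.93%. Genes without a chromosome were not counted. Background common to both TAC-1 libraries cannot be told apart from marks deposited together. The coinciding peaks held 2.18 TAC-1 hotspots per Mb, against 1.85 for the others (ratio 1.18, exact binomial test, p = 0.308). In TAC-3, the coinciding peaks held 8.92 TAC-3 hotspots per Mb, against 0.343. A difference between the individuals in testis cell composition or *Prdm9* alleles was not tested and stays open, as does a difference between the chromatin preparations.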

How the results depend on the processing

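The alternatives were set before the data were examined, except those for gene boundaries and 3 of those for the allele sets, which were chosen after seeing the data. In all, 60 results were recomputed under 206 combinations of result and alternative. Of these, 190 were counted as unchanged, 6 moved, 4 became stronger, 2 weaker and 4 reversed. Unchanged results with a test kept their direction and their side of the threshold. The sizes of the allele sets have no direction or threshold. Their changes from 294 to 225 hotspots (allele 1) and from 267 to 331 (allele 2) were counted as unchanged. The 3 results recomputed with other widths of the chromosome ends kept their direction and their side of the threshold. So did the 4 results recomputed with a reciprocal overlap of 25%. The same held for the same number of histone peaks in both individuals (29 results, not counting the size of the allele sets). It also held without the hotspots shared by TAC-1 and TAC-3 (27 results) and with an overlap of at least 200 bp (24 results). The difference in peak values by H3K4me3 class, given under Other observations, is not among the 60. Its p-value crossed the threshold with the same number of H3K4me3 peaks in both individuals. The share of TAC-1 hotspots shared with RT-52 ranged from 27.3% to 33.8%, that of TAC-3 hotspots shared with RT-52 from 20.0% to 23.0%, and that of TAC-3 hotspots shared with TAC-1 from 27.3% to 29.7%.

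The sizes of the allele 1 and allele 2 sets (294 and 267 hotspots) changed with the alternatives chosen after seeing the data. With the same number of histone peaks in both individuals, the allele 1 set fell to 128 hotspots and became the smaller, as the TAC-1 lists were shortened, and the allele 2 set was unchanged by construction. With only the highest-scoring part of each histone list, the sets held 225 and 157 hotspots, and with the full length of each hotspot 572 and 331, as fewer peaks or wider windows were compared. An overlap of at least 200 bp left both marks of TAC-1 at 186 RT-52 hotspots and both marks of TAC-3 at 210, so that the order of the counts also changed. At TAC-1 hotspots, the same number of peaks lowered the counts with an H3K36me3 peak of TAC-1 from 130 to 61 and with both marks from 117 to 52, and the count of RT-52 hotspots with an H3K36me3 peak of TAC-1 fell from 358 to 169. All stayed above random placement (permutation p = 0.001, the smallest possible).

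The median width was smaller than the mean by more than its error in each individual (1836 bp in RT-52, 1735 bp in TAC-1 and 1654 bp in TAC-3), as the median gives less weight to the widest peaks. The reversals were all between values without a detectable difference. With the full length of each hotspot, TAC-3 peaks at TAC-1 hotspots passed from below to above random placement for H3K4me3 (6.17%, permutation p = 0.504) and H3K36me3 (7.31%, p = 0.199), and with only the highest-scoring part of each histone list they did so for H3K36me3 (3.25%, p = 0.186). The cause was not tested. With the mean of log10 values, the difference in peak value between the TAC-3 hotspots shared with RT-52 and the others was -0.0135 (permutation p = 0.760), and that between the TAC-1 hotspots shared with TAC-3 and the others became detectable (0.124, p = 0.00145). The cause was not tested.

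For gene boundaries, both directions were tested, each at a threshold of 0.025. With protein-coding genes only, the excess of TAC-1 hotspots within 1 kb of a boundary passed it (10.3%, permutation p = 0.0140). That of TAC-3 hotspots (10.7%, permutation p = 0.109) and their shorter median distance (12179 bp, p = 0.0839) no longer passed it. The cause was not tested. With random placement within the same 1/30 of the chromosome, the observed values stayed the same by construction and the random ones moved away from them. The permutation p then fell to 0.00200 for the share of TAC-1 hotspots near a boundary (11.1%) and to 0.001, the smallest possible, for their median distance (12660 bp).

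The TAC-3 list holds 209 hotspots, so its shares have wide intervals. No paired analysis was possible because the lists hold 1 set of peaks per individual and target, with no value per replicate. For the same reason, leaving out each replicate in turn and the replicate block were not run. The comparisons with TSSs and transcription end sites and their alternatives were not run, as the gene table used has no strand. The motif analyses and their alternatives were not run, as no genome sequence was used here.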

Differences from the paper's values

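No value that the paper states for a measure computed here differed from it by more than 1.5 times. On individual statements, the deposited lists gave other values for the following.

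The paper states that most RT-52 hotspots were enriched for H3K4me3 in either TAC-1 or TAC-3 and not in both, from a signal threshold in S9B Fig. By overlap with called peaks, 868 of the 1924 RT-52 hotspots (45.1%) had an H3K4me3 peak in 1 of these individuals only. Of the alternatives set before the data were examined, the full length of each hotspot gave a majority (53.6%). The same number of peaks in both individuals (38.3%) and only the highest-scoring part of each histone list (35.4%) did not. Among the 919 hotspots with a peak in either individual, the share was 94.5%.

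S1 Methods reports no overlap between an allele 3 set and the TAC-1 hotspots. As the paper defines sets for alleles 1 and 2 only, this was read here as the allele 2 set, which is an assumption. Here, 1 of the 267 hotspots with both marks of TAC-3 overlapped a TAC-1 hotspot, on chromosome 17 from 91819105 to 91821624. With the hotspots in both allele sets left out, an alternative set before the data were examined, there was none among 252. With H3K4me3 and H3K36me3 peaks required to overlap each other, the overlap was still 1. Among the alternatives chosen after seeing the data, the full length of each hotspot gave 3 of 331. Only the highest-scoring part of each histone list gave 0 of 157.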

Other observations

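In this part, the test of equal peak numbers for the peak values and that of the hotspots inside chromosomes were chosen before their results were seen, and all the others after.

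The hotspots shared by TAC-1 and TAC-3, which the paper describes as possibly artifactual from their strand profiles, differed from the other TAC-1 hotspots in several ways. Chance overlap is argued against by random placement, which gave a mean of 0.056 shared hotspots. Hotspots directed by PRDM9 in both individuals are argued against by H3K4me3, with a peak at 7.27% of the 55 TAC-1 hotspots shared with TAC-3 only, against 31.8% of the 393 unshared ones (odds ratio 0.168, two-sided Fisher's exact test, p = 5.30e-05). Their values were not lower than those of the unshared hotspots, with a median 18 higher (68 against 50, two-sided permutation test, p = 0.00185). These hotspots had to pass calling in both lists, which can itself favor higher values. This comparison therefore does not decide whether weak peaks near the calling limit contribute. For all 57 TAC-1 hotspots shared with TAC-3, against all 559 others, the difference in median was not detectable (68 against 57, permutation p = 0.0574, adjusted p = 0.0689). With the mean of log10 values it was (permutation p = 0.00145). A signal spread evenly along the chromosomes is argued against by their position. In the outer 10% at each chromosome end, there were 18 of 49 (36.7%, 95% Wilson interval 24.7% to 50.7%), above the 20% of length (exact binomial test, p = 0.00646) but below the 60.2% of the unshared hotspots (Fisher's exact test, p = 0.00210). Where signal other than DSB hotspots falls was not measured, so this position does not separate such signal from DSB hotspots. The set may mix DSB hotspots with other signal, a hypothesis that was not tested further. No biological explanation was tested.

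Among RT-52 hotspots with an H3K4me3 peak in 1 of the other individuals only, those with a TAC-3 peak had a median value of 108 (n = 390) and those with a TAC-1 peak a median of 95 (n = 478), a difference of 13 (two-sided permutation test, p = 0.0318). With the same number of H3K4me3 peaks in both individuals, the difference was 12 (108 against 96, permutation p = 0.0643). Stronger hotspots of the *Prdm9* allele that RT-52 shares with TAC-3 cannot be told apart from a shorter TAC-3 list that holds only the strongest sites, since the difference hardly changed in size while its p-value crossed the threshold.

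Hotspots between 20% and 80% of the chromosome length carried H3K4me3 less often in TAC-1 and TAC-3, with peaks of the same individual counted. In TAC-1, 7 of 98 interior hotspots had a peak, against 143 of 345 in the outer 10% at each end (7.14% and 41.4%, two-sided Fisher's exact test, p = 7.35e-12). In TAC-3, 3 of 53 did so, against 34 of 101 (5.66% and 33.7%, Fisher's exact test, p = 5.41e-05). These 3 started at 35117258 on chromosome 20, 15717704 on chromosome 23 and 28042435 on chromosome Y, and were named after their values were seen. The hotspots shared by TAC-1 and TAC-3 are argued against as the whole cause, since without them 9.09% of 77 interior TAC-1 hotspots had a peak, against 43.6% of 326 (Fisher's exact test, p = 2.63e-09). In RT-52, with peaks of either TAC-1 or TAC-3 counted, interior hotspots had H3K4me3 more often than those in the outer 10% at each end (183 of 323, 56.7%, against 463 of 1069, 43.3%, Fisher's exact test, p = 2.62e-05). Whether RT-52 differs in this from TAC-1 and TAC-3 was not tested, as different peaks were counted. No biological explanation was tested.

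On chromosomes, 66.6% of the H3K4me3 peaks of TAC-1 met an H3K36me3 peak, against 10.4% for random placement, and 8.61% in TAC-3, against 4.72% (permutation p = 0.001 for both, the smallest possible). With an overlap of at least 25% of the H3K4me3 peak, the shares were 64.6% and 8.03%. S8A Fig of the paper shows the H3K36me3 signal of the same testes at H3K4me3 peaks of brain, which were not used here.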
